# The concerted change in the distribution of cell cycle phases and zone composition in germinal centers is regulated by IL-21

**DOI:** 10.1038/s41467-021-27477-0

**Published:** 2021-12-09

**Authors:** Dimitra Zotos, Isaak Quast, Connie S. N. Li-Wai-Suen, Craig I. McKenzie, Marcus J. Robinson, Andrey Kan, Gordon K. Smyth, Philip D. Hodgkin, David M. Tarlinton

**Keywords:** Cytokines, Germinal centres, B cells

## Abstract

Humoral immune responses require germinal centres (GC) for antibody affinity maturation. Within GC, B cell proliferation and mutation are segregated from affinity-based positive selection in the dark zone (DZ) and light zone (LZ) substructures, respectively. While IL-21 is known to be important in affinity maturation and GC maintenance, here we show it is required for both establishing normal zone representation and preventing the accumulation of cells in the G1 cell cycle stage in the GC LZ. Cell cycle progression of DZ B cells is unaffected by IL-21 availability, as is the zone phenotype of the most highly proliferative GC B cells. Collectively, this study characterises the development of GC zones as a function of time and B cell proliferation and identifies IL-21 as an important regulator of these processes. These data help explain the requirement for IL-21 in normal antibody affinity maturation.

## Abstract (web summary)

How IL-21 functions during development of high affinity antibody in germinal centres (GC) is not fully known. Here using a cell cycle reporter mouse, the authors show that IL-21 promotes cell cycle progression within the GC light zone and enables release from the G1 cell cycle stage.

## Introduction

Germinal centers (GC), formed in secondary lymphoid organs within days of infection or immunization, function to increase the affinity of responding B cells to the immunizing antigen^1–3^. This is achieved through iterative rounds of B cell proliferation, immunoglobulin (Ig) V-gene mutation, and the positive selection of clones with improved affinity for antigen. The differentiation of GC B cells throughout the reaction generates populations of high affinity, long-lived plasma cells (LLPC), and affinity-enriched memory B cells (MBCs), both hallmarks of T cell-dependent immune responses^1,3,4^. After a period of rapid clonal expansion, the number of GC B cells peaks and then declines to pre-immune response values over the ensuing weeks to months as cell loss through differentiation and death exceeds the generation of new cells^5–7^.

GC are established by rapid B cell proliferation, followed by the development of two distinct zones, which is essential for efficient affinity maturation and maintenance of the GC^1,2,6^. One of these zones, the light zone (LZ), is comprised of centrocytes (CC), centered on CXCL13-secreting follicular dendritic cells (FDC) and enriched also for the CD4 T follicular helper (Tfh) cells that are absolutely required for GC function. The adjacent dark zone (DZ), proximal to the T cell area, is comprised of centroblasts (CB) that are centered on CXCL12^+^ reticular stromal cells. B cell affinity maturation relies on processes that are partitioned in the two zones and requires cycling of cells between zones with concomitant oscillation of phenotypes^8^. CC in the LZ bind and acquire antigen from depots on FDC, interact with Tfh and initiate cell division or differentiation, while CB in the DZ undergo extended proliferation and AID-mediated IgV gene mutation^9,10^. It is proposed that success in accessing antigen on FDC increases the probability of productive interactions of CC with cognate Tfh, which largely determines the fate of the B cell^11,12^. CC may be triggered into division with the transient upregulation of Myc and activation of mTOR to promote cell growth and anabolic metabolism^13–15^, accompanied by phosphorylation of transcription factor Foxo1 to repress the LZ gene expression program and maintain that of the DZ^16,17^. As part of the transition to CB, CC upregulate CXCR4, mediating their migration to the DZ^18,19^. Continued proliferation of CB in the DZ requires continued expression of Myc targets including the transcription factor AP4 (refs. ^13,20^), while CB persistence in the DZ requires the continued presence of pFOXO1 and mTOR activity^15,21^. Coincident with cessation of CB proliferation, a CC phenotype is restored including reduced CXCR4 and FOXO1, dephosphorylation of FOXO1, increased surface expression of the BCR and MHCII, and return to the LZ to compete anew for access to antigen^22,23^. CB with BCR genes irreversibly damaged by SHM undergo apoptosis^23,24^. CC may pause for an unknown period, differentiate into plasma cells (PC) or MBC, or re-enter division, all depending on the stimulus they receive.

In the cyclic re-entry model^25^, GC persistence is mediated by cell division balancing cell loss. However, the identity and relative contributions of the different signals delivered to CC in determining their immediate fate remain largely undefined. Interleukin-21 (IL-21) secreted by Tfh is an important modulator of the B cell response to antigens, including proteins, parasites and viruses, both in mice and humans^26–29^. In several mouse studies, absence of IL-21 (*Il21*^−/−^) or its receptor (*Il21r*^−/−^) resulted in premature termination of the GC reaction with diminished proliferation, increased early MBC differentiation, reduced frequency of bone marrow plasma cells, and reduced affinity maturation^30–32^. Why *Il21r*^−/−^ GC B cells proliferate less than controls and how this relates to the immune abnormalities remains uncertain.

In this work, to clarify issues of GC B cell behavior and the contribution of IL-21, we undertook a detailed analysis of B cell proliferation during GC formation in response to protein immunization and assess the consequences of IL-21 deficiency. We quantify cell cycle phases in the GC and its zones using cell cycle indicator mice and thymidine analog incorporation, which shows unique and important functions for IL-21. We conclude that IL-21 promotes proliferation through entry into the S phase and thus functions to limit B cell time out of cell cycle. This action is required to establish a normal GC zone distribution and we propose this controls the duration of the reaction, the extent of affinity maturation, and the quality of GC output.

## Results

### IL-21 promotes entry into the cell cycle in GC B cells

Control (WT) and *Il21r*^−/−^ mice were immunized by intraperitoneal (i.p.) injection with the T cell-dependent antigen (4-hydroxy-3-nitrophenyl)acetyl coupled to keyhole limpet hemocyanin (NP-KLH) in alum and the number of NP-binding B cells in the spleen measured as a function of time (Fig. 1A and Supplementary Fig. 1A, B). The number of NP^+^ B cells was significantly above pre-immunization values by day 3 in both strains and increased further over the next 4 days of the analysis (Fig. 1A). The proportion of NP-specific B cells expressing prototypical GC surface markers increased in parallel in both strains from day 3, reaching approximately 70% by day 7 (Fig. 1B). Previous studies by us and others identified potential differences in B cell proliferation of *Il21*^−/−^ and *Il21r*^−/−^ mice after immunization^31,32^. To investigate further this possibility, we used the fluorescence ubiquitination cell cycle indicator (FUCCI) system^33^ in which the phase-specific degradation of two FUCCI reporter proteins—monomeric Kusabira orange (mKO2) and monomeric Azami green (mAG)—allowed identification and enumeration of cell cycle distribution by flow cytometry (Supplementary Fig. 1C). Analyzing follicular B cells, GC B cells, and MBC of WT FUCCI mice day 7 after NP-KLH immunization attested to the applicability of the dual FUCCI reporter system to B cells and GC (Fig. 1C and Supplementary Fig. 1D), confirming other studies^23,34^. Spleen GC B cells (CD19^+^IgD^−^ FAS^+^ NP^+^ CD38^−^) from day 7 immunized WT mice displayed all cell cycle phases while MBC, identified as CD19^+^IgM^−^Fas^−^CD38^+^, contained high mKO2 (Cdt1 fused; G0/G1) and little if any mAG (Geminin fused; S/G2/M), similar to naive B cells and consistent with cessation of proliferation. For GC B cells, all of which were Ki67^+^ and therefore not in G0 (Supplementary Fig. 2), we defined three populations, depicted in Fig. 1C, consistent with other pubications^23^: (1) cells expressing any amount of mAG, indicating S/G2/M; (2) cells expressing low to intermediate amounts of mKO2, indicating early G1; and (3) cells expressing high amounts of mKO2, indicating late G1. Resolving early and late G1 by amounts of mKO2 reflects its accumulation in cells with time out of S/G2/M^35^ (Supplementary Fig. 1).

**Fig. 1:**
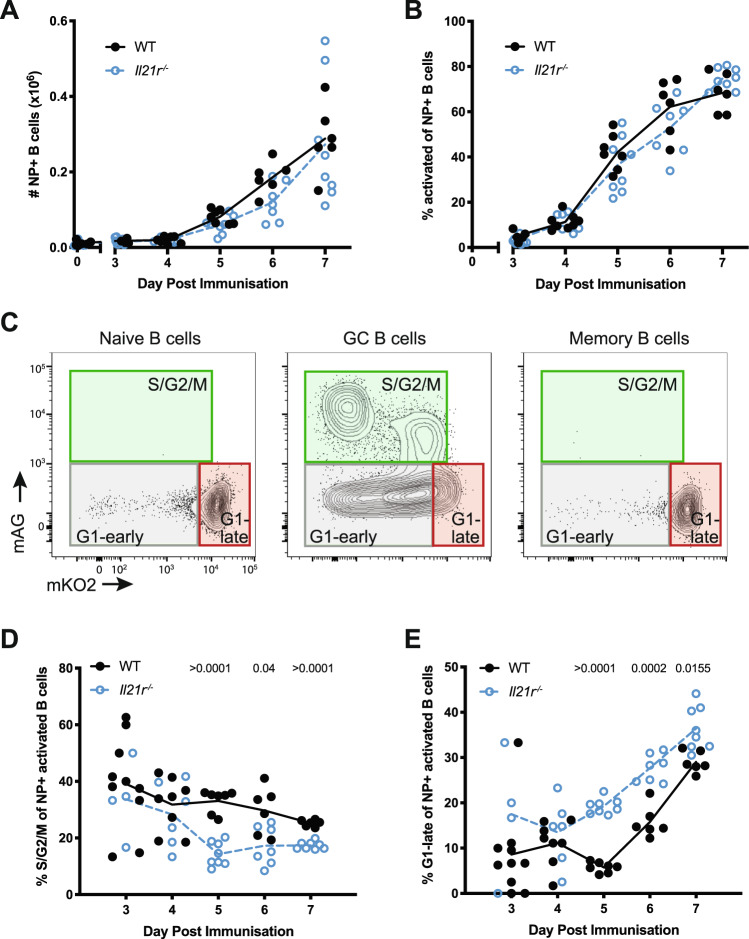
IL-21 promotes proliferation in GC B cells. **A** WT or *Il21r*^−/−^ mice were either unimmunized (day 0) or immunized i.p. with NP-KLH in alum and spleens analyzed 3, 4, 5, 6. and 7 days thereafter. The total number of NP-binding B cells (CD138^−^CD19^+^NP^+^) among total spleen lymphocytes is shown. **B** The frequency of early activated cells (Fas^+^CD38^−^) among NP-binding B cells shown in **A**. **C** Representative mKO2 and mAG expression profiles on splenocytes of a mouse 7 days post immunization with NP-KLH in alum, depicting naive (CD19^+^IgD^+^), GC (IgD^−^CD19^+^FAS^+^CD38^−^NP^+^), and memory (IgM^−^CD19^+^CD38^+^Fas^−^) B cells. Green (mAG^+^), gray (mAG− mKO2lo/−) and red (mKO2^hi^) boxes depict electronic gates used to identify cells in S/G2/M, G1-early, and G0 or G1-late, respectively. **D**, **E** Antigen-binding, activated B cells from NP-KLH in alum immunized WT and *Il21r*^−/−^ Fucci mice analyzed for proportion of cells in S/G2/M (**D**) and G1-late (**E**). Data in **A** and **B** represent three independent experiments pooled, with a total of 6–12 mice per time point. Data in **D** and **E** represent *n* = 10, 4 (WT, *Il21r*^−/−^; Day 3), *n* = 8, 6 (WT, *Il21r*^−/−^; Day 4), *n* = 7, 8 (WT, *Il21r*^−/−^; Day 5), *n* = 6, 7 (WT, *Il21r*^−/−^; Day 6), and *n* = 6, 8 (WT, *Il21r*^−/−^; Day 7) mice examined over three independent experiments. Only mice with ≥10 NP-binding GC B cells were considered for analysis. Each circle represents an individual mouse, lines connect means. Statistical significance determined by *t-*test and corrected for multiple comparison using the Holm–Sidak method. Exact *p* values are shown with those ≤0.05 considered significant. Source data are provided as a Source Data file.

To investigate the impact of IL-21 signaling deficiency on the cell cycle, we generated *Il21r*^−/−^ FUCCI mice, immunized them with NP-KLH in alum and analyzed the B cell response over time, in comparison to the matched WT mice. The frequency of antigen specific, GC B cells (NP^+^CD19^+^CD38^−^FAS^+^) in S/G2/M in WT mice at day 3 after immunization was variable but averaged around 40%, but declined over the next 4 days to be 25% of NP^+^ GC B cells by day 7 (Fig. 1D). The proportion of NP^+^ GC B cells in S/G2/M in *Il21r*^−/−^ mice was consistently lower than WT, dropping to and then remaining at <20% from day 5 to 7 (Fig. 1D). In contrast, the proportion of NP^+^ GC B cells in late G1 was higher in *Il21r*^−/−^ than in WT immunized mice on all days, reaching statistical significance on days 5, 6, and 7 (Fig. 1E) when 20, 30, and 35% of NP^+^ GC B cells had become mKO2 high in *Il21r*^−/−^ mice, compared to 5, 15, and 30% in WT. Tfh cell number during this period was not significantly different between strains, making this an unlikely explanation (Supplementary Fig. 1). From these data we concluded that IL-21 inhibited the accumulation of GC B cells in the late G1 phase of the cell cycle over the first week of a response.

### IL-21 mediates the kinetics of GC zone formation

We reasoned that a deficit in B cell proliferation in *Il21r*^−/−^ mice early after immunization might affect GC zone formation, especially as differences have been noted in late stages of the immune response of *Il21r*^−/−^ mice^26,36^. We examined GC B cell zone distribution in WT and *Il21r*^−/−^ mice following immunization, using amounts of CD86 and CXCR4 to identify CC (CD86^hi^, CXCR4^lo^) and CB (CD86^lo^, CXCR4^hi^) phenotype cells^37^ (Fig. 2A). At day 3, approximately 30% of WT NP^+^ GC B cells had a CC phenotype (Fig. 2B). Despite the number of NP^+^ GC B cells increasing (Fig. 1B) in WT mice, the CC proportion remained constant through to day 6 at 40% and then increased to 50% on day 7. In comparison, the proportion of *Il21r*^−/−^ GC B cells with CC phenotype was variable on days 3–4, then consolidated at, and remained greater than, 70% from day 5 to 7, significantly increased over WT (Fig. 2B). Immunization of mixed chimeras, created by reconstitution of irradiated recipients with a 50:50 mixture of WT and *Il21r*^−/−^ bone marrow, revealed the CC bias to be intrinsic to B cell loss of the receptor (Supplementary Fig. 3), reinforcing the independence of this phenotype from Tfh cells or Tfr cells. Collectively these data showed LZ to develop over a limited time in WT GC in a process that was significantly impeded by IL-21 signaling, while reciprocally, the expansion of DZ phenotype B cells was significantly accelerated by IL-21 signaling.

**Fig. 2:**
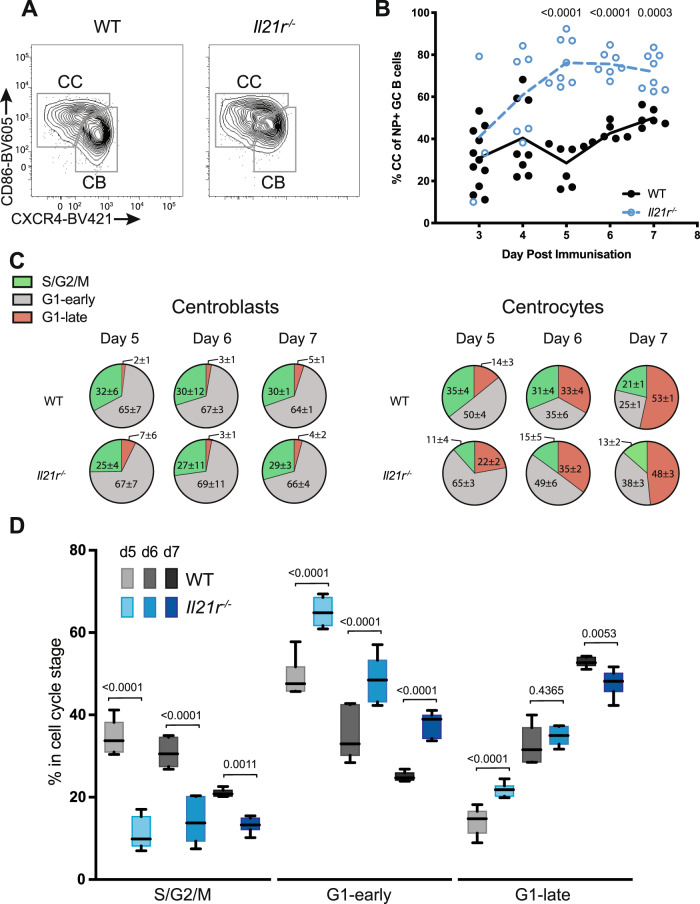
GC zone development and composition is affected by IL-21. **A** WT and *Il21r*^−/−^ mice were immunized i.p. with NP-KLH in alum and spleen NP-binding GC B cells (CD138^−^CD19^+^NP^+^CD38^−^Fas^+^) analyzed for CD86 and CXCR4 expression to identify light zone centrocytes (CC; CD86^hi^CXCR4^lo^) and dark zone centroblasts (CB; CD86^lo^CXCR4^hi^). Representative day 7 flow cytometric gating of GC zone division is shown for WT (left) and *Il21r*^−/−^ (right) mice. **B** The frequency of antigen-specific GC B cells with light zone (CD86^hi^CXCR4^lo^) phenotype as a function of time after immunization. Pooled data represent *n* = 11, 3 (WT, *Il21r*^−/−^; Day 3), *n* = 8, 6 (WT, *Il21r*^−/−^; Day 4), *n* = 7, 8 (WT, *Il21r*^−/−^; Day 5), *n* = 6, 7 (WT, *Il21r*^−/−^; Day 6), and *n* = 6, 8 (WT, *Il21r*^−/−^; Day 7) mice examined over three independent experiments. Each circle represents an individual mouse, with solid for WT and open for *Il21r*^−/−^. Statistical significance determined by *t-*test and corrected for multiple comparison using the Holm–Sidak method. Exact *p* values are shown with those ≤0.05 considered significant. **C** Cell cycle phase distribution determined by FUCCI profiles as described in Fig. 1 and shown as the percentages of the total dark zone (CB; left) or light zone (CC; right) NP-specific GC B cells from WT and *Il21r*^−/−^ splenocytes at time points post immunization indicated. Pie charts show mean ± SD at indicated days after immunization with green, gray and red depicting proportions of cells in S/G2/M, G1-early, and G1-late, respectively. **D** Statistical analysis light zone (CC) cell cycle phase distribution. **C**, **D** Data represent *n* = 7, 8 (WT, *Il21r*^−/−^; Day 5), *n* = 6, 7 (WT, *Il21r*^−/−^; Day 6), and *n* = 6, 8 (WT, *Il21r*^−/−^; Day 7) mice examined over three independent experiments. Only mice with ≥10 NP-binding light zone or dark zone GC B cells were considered for analysis and are not counted in *n* number stated here. Boxes depict 25th to 75th percentiles with the line showing the median. Whiskers show minimal and maximal values with gray boxes depicting data from WT and blue *Il21r*^−/−^ mice, respectively. Statistical significance in **D** was determined by two-way ANOVA and Sidak’s multiple comparisons test. Exact *p* values are shown with those ≤0.05 considered significant. Source data are provided as a Source Data file.

We next examined GC B cells in the different zones for cell cycle phase distribution as revealed by FUCCI, using gates depicted in Figs. 1C and 2A. Perhaps surprisingly, given the reduced frequency of CB in *Il21r*^−/−^ mice, the distribution of cell cycle phases among NP-specific CB was constant over time and indistinguishable from WT (Fig. 2C, left). From day 5 to 7, approximately 30% of both WT and *Il21r*^−/−^ CB were in S/G2/M and 2–7% in late G1 (Fig. 2C). The cell cycle phase distribution in CC, however, varied between strains and time points (Fig. 2C, D). The proportion of CC in the S/G2/M phase of the cell cycle in *Il21r*^−/−^ mice averaged 11–15% from day 5 to 7, significantly less than in their WT counterparts that declined—from 35 to 21%—over the same interval (Fig. 2C, right and D). While the proportion of CC in early G1 declined in both strains from day 5 to 7, it was significantly higher in *Il21r*^−/−^ than WT at each time: 65–38% in *Il21r*^−/−^ compared with 50–25% in WT. The LZ of both WT and *Il21r*^−/−^ mice contained a larger fraction of cells in late G1 than did their respective DZ, and this increased in both strains from day 5 values of 14% (WT) and 22% (*Il21r*^−/−^) to be approximately 50% in each at day 7 (Fig. 2C, D). These data revealed roles for IL-21 in establishing the representation of the DZ and LZ and the proliferation profile of CC, particularly in the distribution of cells synthesizing DNA or having just completed the cell cycle.

We asked whether the abnormality in zone distribution seen with IL-21 deficiency occurred also in the absence of IL-4 signaling in GC B cells. We immunized mice previously irradiated and reconstituted with a 50:50 mixture of bone marrow WT and *Stat6*^−/−^ donors, marked respectively by expression of CD45.1 and CD45.2, and analyzed NP-specific GC B cells 7 days later. This revealed a significant reduction in representation of STAT6-deficient B cells in GC, but a normal LZ:DZ ratio among those that were present (Supplementary Fig. 3E). That is, establishing a normal ratio of GC zones depended on signals provided by IL-21 was not only a consequence of abnormal GC B cell expansion.

### Cell cycle phases are distributed across GC zone phenotypes

As CXCR4 is crucial for dark zone location and CD86 is involved in T:B cell interaction, the relative expression of these two molecules may correlate with cells at different cell cycle phases and those in transit between LZ and DZ. To examine the relationship between cell cycle distribution and the gradation of GC zone phenotypes, we partitioned WT and *Il21r*^−/−^ NP^+^ GC B cells on days 5, 6 and 7 post immunization into 10 arbitrary segments across the spectrum of CD86 and CXCR4 co-expression (Fig. 3A, B). Segments (S)1–4 corresponded to CD86^hi^ LZ cells with increasing CXCR4; S6–10 to CXCR4^hi^ DZ cells with decreasing CD86 and S5 to cells with CD86^hi^CXCR4^hi^, equivalent to the recently described gray zone (GZ)^38^. On each day we calculated the relative abundance of B cells in each segment and the distribution of their cell cycle phase using FUCCI reporter expression (Fig. 3A, B). As expected from the cell counts (Figs. 1 and 2), the peak of WT GC B cell distribution on each day was among DZ cells, but here revealed as those expressing the most CD86. B cells in *Il21r*^−/−^ GC were most frequent in the LZ, centered on intermediate expression of CXCR4 (Fig. 3C, quantification in Supplementary Fig. 4). Analysis of the late G1 cell cycle stage (mKO2^hi^) of NP^+^ GC B cells showed a gradual accumulation over time, which was accompanied by a phenotypic shift towards expressing the least CXCR4 (S1–2; Fig. 3); both parameters were markedly increased in the absence of IL-21 signaling. Cells in S/G2/M were most frequent in both strains at the transition between LZ and DZ phenotypes (S4–7) but sparse among remaining LZ cells and, perhaps surprisingly, DZ cells (S1–2 and S9–10, respectively; Fig. 3). Cells in the synthesis (S/G2/M) phase of the cell cycle were centered on S5–6 in both WT and *Il21r*^−/−^ on all days, revealing a concordance of zone phenotype and this phase of cell cycle that was independent of IL-21. In WT GC, the distribution of early G1 cells was similar to that of S/G2/M cells, albeit expressing slightly lower CD86 (Fig. 3C). In contrast, and in the biggest difference between strains, early G1 cells in *Il21r*^−/−^ GC were predominantly and consistently of a LZ phenotype, expressing less CXCR4 than their WT counterparts or their S/G2/M precursors (Fig. 3C). To facilitate integration of these data with published results^38^, we re-analyzed using LZ, GZ, and DZ gates (Supplementary Fig. 5A). As shown (Supplementary Fig. 5B), the LZ bias in *Il21r*^−/−^ cells was still accompanied by a loss of DZ cells, but the GZ proportion remained essentially unaffected. When overlaying FUCCI reporter expression, an overall reduction of cells in S/G2/M and a bias of early and late G1 cells towards the LZ was again apparent (Supplementary Fig. 5C). Overall, these results indicated that the distribution of cell cycle phases was altered in the absence of IL-21 and most notably in the LZ, notwithstanding the unchanged phenotype of the majority of proliferating cells.

**Fig. 3:**
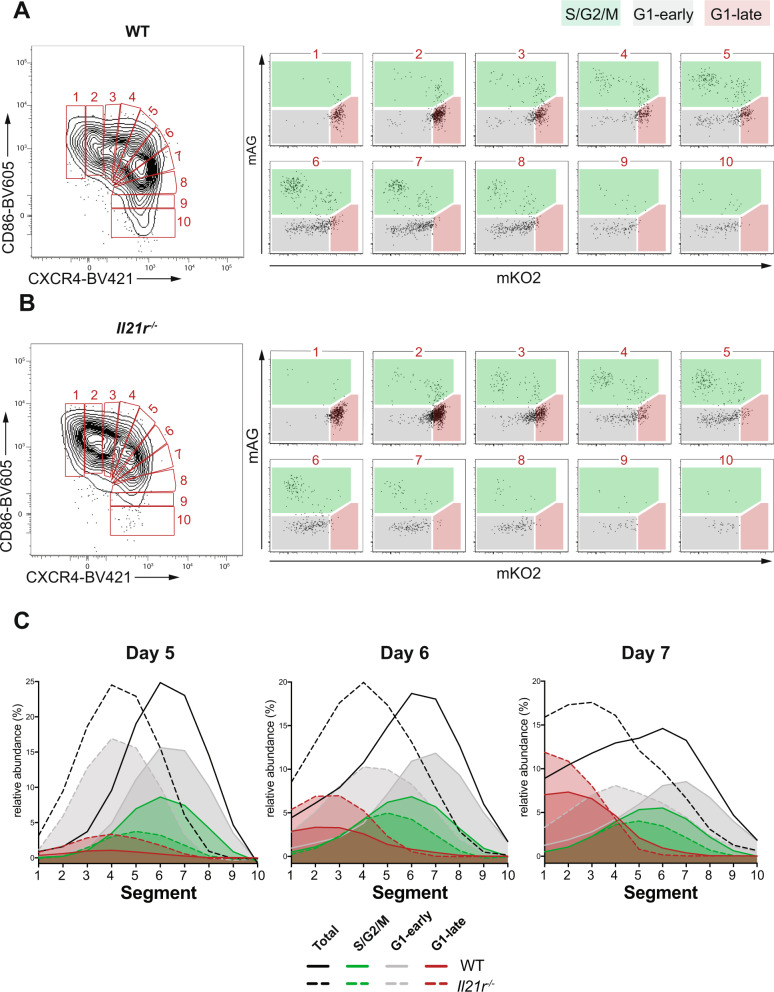
IL-21 deficiency alters cell cycle phase distribution across GC zones. Representative flow cytometry profile of day 7 splenic WT (**A**) and *Il21r*^−/−^ (**B**) NP-binding GC B cells (CD138^−^CD19^+^NP^+^CD38^−^Fas^+^) showing the 10 electronic gates (segments) used to analyze Fucci reporter profile in relation to CXCR4 and CD86 expression (left, large graphs) and the corresponding mKO2 vs mAG profiles (right, small graphs) with gates to identify S/G2/M (green shaded), G1-early (gray shaded), and G1-late (red shaded). **C** Relative abundance of total cells (black lines) and cells in individual cell cycle phases (shaded histograms) among the segments indicated in **A** and **B** at days 5, 6, and 7 post immunization. Solid lines indicate WT and dashed lines *Il21r*^−/−^. Curves were interpolated using GraphPad Prism 7 and 8. Data represent three independent experiments with 6, 7, or 8 mice per time point per genotype; final gates with ≤10 events were excluded. Source data are provided as a Source Data file.

We examined other parameters in relation to GC zone and cell cycle phases. Average cell size was distributed in parallel with S/G2/M (mAG^+^) cells, with the largest cells being in S5–7 for both strains while remaining LZ and DZ cells were equally smaller (S1–3 and S8–10; Supplementary Fig. 4). This was despite LZ cells with lowest CXCR4 being enriched for late G1 and the DZ cells with lowest CD86 comprised mostly of early G1 and S/G2/M cells. Increased CD38 expression, which has been used as a marker for memory precursor cells in GC^34^, was highest in LZ with lowest CXCR4 (S1–2), declining incrementally in both strains with increasing CXCR4 expression to reach about 50% maximum in cells transitioning between zones. Indeed, expression of CD38 more closely followed the distribution of mKO2 expressing cells—time in G1—than cell size alone (Supplementary Fig. 4).

### LZ B cells are less likely to enter division over time in the absence of IL-21 signaling

We considered that measuring the proliferation history of GC B cells could provide further insights into the role of IL-21 signaling. To this end, we immunized WT and *Il21*^−/−^ mice with NP-KLH in alum and 6 days later injected them with the thymidine analog EdU to label cells actively synthesizing DNA. Seventeen hours later, sufficient time for any cell labeled during the EdU pulse to have completed that cycle and become available for re-entry, the mice were injected with BrdU and analyzed after 1 h (Fig. 4A). This protocol generated four populations of NP^+^ B cells: EdU^−^BrdU^−^ cells that were not in the S phase at the start of the experiment (between 18 and 15 h, EdU labeling window) or 1 h prior to analysis; EdU^+^BrdU^−^ cells that were in the S phase at the start of the experiment but not 1 h prior to analysis; EdU^+^BrdU^+^ cells that were in the S phase both at the start and again within 1 h of analysis; and EdU^−^BrdU^+^ cells that were in the S phase within 1 h but not at the start of analysis. These populations were exemplified using WT NP^+^FAS^+^CD38^−^ GC and MBCs (Fig. 4B and Supplementary Fig. 6). GC B cells from WT and *Il21*^−/−^ mice treated under this protocol were divided into CB or CC compartments using CXCR4 and CD86 expression and the representation of the four EdU/BrdU populations assessed (Fig. 4C and Supplementary Fig. 6). The distribution of DZ B cells among the four proliferation compartments was the same in both strains with the most populous being EdU^+^BrdU^−^, followed by EdU^−^BrdU^−^ and then the two BrdU^+^ fractions, which comprised cells recently in the S phase. The frequency of DZ cells in the S phase was about 15% in both strains, similar to the FUCCI results (Fig. 2C). The distribution of LZ B cells among the four fractions differed from that of DZ B cells in that EdU^−^BrdU^−^ and EdU^+^BrdU^−^ cells were equally represented by 35–45% of all LZ cells, while cells synthesizing DNA immediately prior to the assay (BrdU^+^) were approximately 15% in *Il21*^−/−^ compared to 25% in WT, values again consistent with FUCCI measurements on the same populations (Fig. 2C). This experiment revealed a significant excess of *Il21*^−/−^ LZ cells that had not synthesized DNA during either pulse compared to WT (Fig. 4C). We addressed whether recent proliferation was related to the zone distribution of GC B cells and influenced IL-21. The frequency of LZ cells within each of the four proliferation compartments was measured (Fig. 4D). *Il21*^−/−^ GC showed an over-representation of LZ cells in all compartments, some by almost twofold (Fig. 4D). Even accounting for the 1.5-fold expansion of the LZ in *Il21*^−/−^ and *Il21r*^−/−^ mice, EdU^−^BrdU^−^ cells remained significantly over-represented in *Il21*^−/−^ LZ compared to WT, while both EdU^+^BrdU^+^ and EdU^−^BrdU^+^ cells were significantly under-represented in *Il21*^−/−^ LZ (Fig. 4E). These results highlighted the role of IL-21 in initiating DNA synthesis in LZ B cells, as distinct to maintaining proliferation of cells that had already divided.

**Fig. 4:**
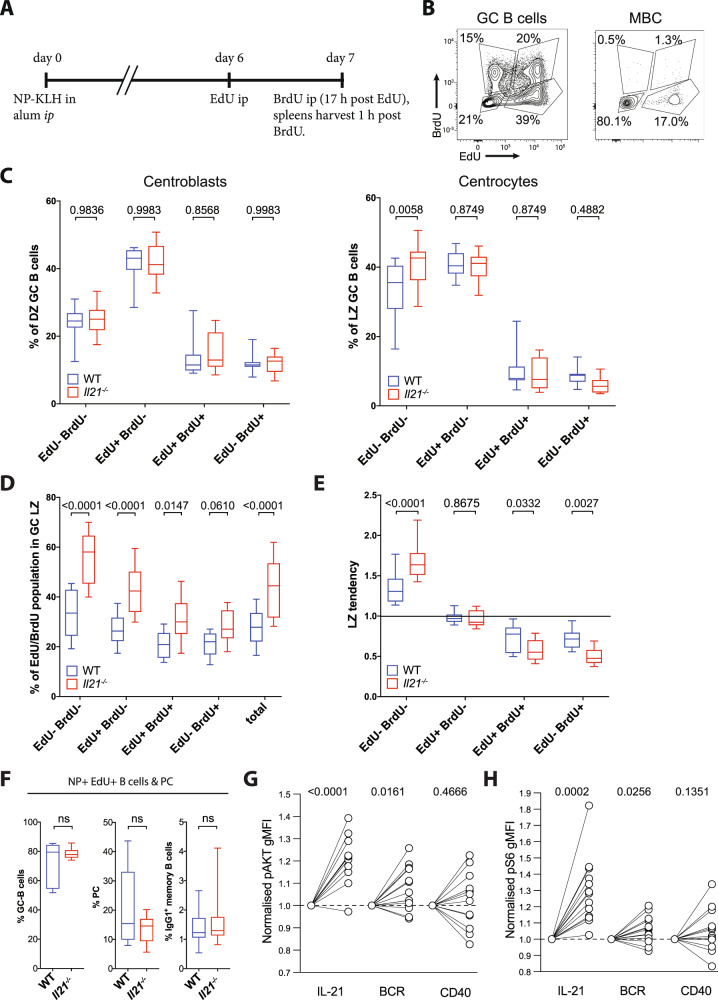
IL-21 deficiency affects GC LZ B cell proliferation over an extended period. **A** Experimental setup of NP-KLH immunization and thymidine analog (EdU and BrdU) injection of WT and *Il21*^−/−^ mice to analyze cell cycle phase progression over time. **B** Representative EdU vs BrdU profile of GC B cells and memory B cells (MBC) with gates to identify the four resultant populations indicated. See text for further details about the interpretation of EdU and BrdU populations. **C** NP-binding GC centroblasts (left) and centrocytes (right) analyzed for their composition of cells belonging to the four EdU/BrdU populations. **D** Proportion of LZ phenotype within each of the EdU/BrdU populations in WT and *Il21*^−/−^ GC B cells. **E** LZ tendency of EdU/BrdU populations after normalization for total LZ bias of total WT and *Il21*^−/−^ GC, respectively. **F** Occurrence of GC B cells, PC, and IgG1 memory B cells among total EdU+ NP-binding B cells and PC. **G** AKT and **H** S6 phosphorylation following ex vivo stimulation of GC B cells with IL-21, anti-Igκ/λ (BCR), or agonistic anti-CD40. Data represent *n* = 10 (WT) and *n* = 9 (*Il21r*^−/−^) biologically independent mice. Boxes depict 25th to 75th percentiles with the line showing the median. Whiskers show minimum and maximum values with WT in blue and *Il21r*^−/−^ in red. Statistical significance determined by *t-*test and corrected for multiple comparison using the Holm–Sidak method (**C**–**F**) or one-sample *T*-test (**G**, **H**). Exact *p* values are shown with those ≤0.05 considered significant. Source data are provided as a Source Data file.

We tested a role for IL-21 in promoting cell division using an in vitro culture system to simulate GC^39^. After 48 h of stimulation with CD40L plus BAFF, B cell cultures were either pulsed or not with IL-21 for 2 h (Supplementary Fig. 7). One day later, the change in extent of B cell division with and without transient IL-21 exposure was measured by CTV dilution. B cells not exposed to IL-21 increased their mean division number to 1.9, while those pulsed with IL-21 progressed significantly further, and now averaged 2.3 divisions. Overall, IL-21 did not increase the maximum division number of the population but rather increased the proportion of cells progressing from one division to the next, increasing the fraction of cells in division 3 from 20 to 30% while diminishing that in division 1 from 23 to 13% (Supplementary Fig. 7D). Thus, in an in vitro system mimicking the GC^39^, transient exposure to IL-21 enhanced the proportion of B cells entering cell division, consistent with our in vivo observations.

An excess of MBC in the absence of IL-21 signaling has led to suggestions IL-21 may regulate their differentiation^31,32^. To assess the impact of IL-21 on GC B cell fate allocation, we assessed the phenotype of all EdU labeled NP^+^ B cells in WT and *Il21*^−/−^ mice, 18 h post pulse (Fig. 4F). We observed no significant differences between WT and *Il21*^−/−^ mice, with the majority of the EdU^+^ cells in both strains remaining as GC (approximately 80%), a significant minority being PC (approximately 15%) and a small fraction differentiating into IgG1 MBC (1%). The 18 h time frame was sufficient for MBC differentiation and acquisition of CD38 expression, as a sizeable fraction of the total MBC pool (identified as NP binding, IgG1^+^CD38^+^FAS^−^ B cells) incorporated EdU (Fig. 4B). Thus, the low MBC differentiation rate observed was not due to delayed upregulation of CD38 and an inability to identify MBC but rather reflected low MBC output at this stage of the response. While some EdU^+^ PC could have arisen from PB proliferating at the time of the pulse, the frequency of EdU^+^ MBC, which cease proliferation on or before formation, reflected only those GC B cells that were replicating DNA during the EdU pulse. That the fraction of labeled B cells that had become MBC in both strains was equal indicated that the frequency of this process was not significantly affected by the absence of IL-21.

To address how IL-21 influences GC B cells, we considered the possibility that it promotes pathways downstream of BCR or CD40 that result in cell proliferation. AKT phosphorylation, a key component of PI(3)K signaling, is attenuated in GC downstream of the BCR^40^ and has been reported to be induced by IL-21 (ref. ^41^), making it an attractive candidate by which IL-21 could influence population dynamics within GC. AKT acts to mediate cell cycle progression by phosphorylating S6 in an mTOR-dependent manner. To investigate this pathway, we immunized mice i.p. with NP-KLH and at day 7, harvested spleens and enriched GC B cells by magnetic sorting (Supplementary Fig. 8A). GC B cells were then incubated for 2 h with or without 20 ng IL-21 or agonistic anti-CD40 or BCR stimulation (anti-kappa and lambda light chain cross-linking antibodies). Phosphoflow analysis showed that IL-21 exposure increased phosphorylation of AKT (at S473) in GC B cells (Fig. 4G and Supplementary Fig. 8B). In line with previous results^40^, BCR signaling also resulted in some AKT phosphorylation whereas anti-CD40 did not alter pAKT amounts under the conditions tested (Fig. 4G and Supplementary Fig. 8B). Consistent with AKT’s role in promoting S6 phosphorylation, IL-21 and BCR stimulation but not anti-CD40 also resulted in increased pS6 (Fig. 4H and Supplementary Fig. 8B). Collectively, these results indicated that while IL-21 minimally influenced the phenotypic characteristics of GC B cells, it promoted proliferation of cells that would otherwise remain quiescent by, at least in part, increasing AKT and S6 phosphorylation.

### GC B cell transcriptomics reflects IL-21 impact on zones and proliferation

We examined GC B cells for evidence of transcriptional changes caused by the absence of IL-21 signaling. 

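Gene expression was measured by RNA-seq in 6 libraries of NP-binding IgG1+ GC B cells sorted from mouse spleen, 1 from WT and 1 from *Il21r*-/- mice on each of days 7, 10 and 14 after immunization. The paper's methods give 9 to 10 mice per genotype from 2 immunizations, and Supplementary Fig. 8C gives 3 mice of each genotype on day 7, whereas the sample labels give 1 mouse per library, so the number of mice behind each library is not known. All 6 libraries held reads of both *Xist* and Y-chromosome genes. The authors aligned single-end reads to mm10 (GRCm38), counted them on genes with featureCounts after pooling technical replicates, and deposited the counts without normalization. The reads counted on genes numbered 27435124 in WT and 23938323 in *Il21r*-/- on day 7, 23827410 in WT and 25664411 in *Il21r*-/- on day 10, and 21353438 in WT and 26200417 in *Il21r*-/- on day 14. The medians were 23827410 for WT and 25664411 for *Il21r*-/-. The paper gives an approximate depth in sequenced reads, and all values here use the reads counted on genes.

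From the deposited counts, 11005 genes were tested after the filters stated in the paper's methods, with TMM normalization. As in those methods, edgeR's dispersions were estimated on all 6 libraries with an additive model of genotype and a linear effect of day, and a separate genotype effect was then fitted on each day and tested by a likelihood ratio test with Benjamini-Hochberg adjustment at a false discovery rate of 0.05. In that second fit each day kept its own mean, so a day's log2 fold change compared 2 libraries, 1 of each genotype, with no replicate within the day. Its error came from the scatter of the 6 libraries around the additive model, a common biological coefficient of variation of 13.1%. The genotype effect over all 3 days was tested separately with edgeR's quasi-likelihood test on the additive model, the only comparison with 3 libraries per genotype. Positive log2 fold changes mean higher expression in WT throughout.

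The targeted gene, *Il21r* (Entrez 60504), lies on chromosome 7 of GRCm38 from 125603252 to 125634397. Its expression, in edgeR's CPM (counts scaled by the TMM-normalized library size), was 345.8 in WT and 105.8 in *Il21r*-/- on day 7, 263.0 and 127.6 on day 10, and 246.6 and 112.7 on day 14, so that it was lower in *Il21r*-/- on each day. The *Il21r*-/- libraries held 30.6%, 48.5% and 45.7% of the WT level on days 7, 10 and 14. The day 7 log2 fold change was 1.71 (standard error 0.25, adjusted p = 4.82e-08 from edgeR's likelihood ratio test), and over 3 days it was 1.29 (standard error 0.13, adjusted p = 0.00137 from edgeR's quasi-likelihood test).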

NP-binding GC B cells (CD138^−^IgM^−^IgD^−^Gr1^−^B220^+^NP^+^IgG1^+^CD38^−^) were sorted from the spleens of WT and *Il21r*^−/−^ mice day 7 after immunization i.p. with NP-KLH in alum (Supplementary Fig. 8C). Analysis of RNA-seq data revealed 164 genes to be significantly differentially expressed (DE) in WT compared to *Il21r*^−/−^ GC B cells, with 126 up- and 38 down-regulated (Fig. 5A), the top 30 of each in both directions were plotted (Fig. 5B). 

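On day 7, 118 of the 11005 genes tested were differentially expressed, 22 higher in WT and 96 higher in *Il21r*-/-, so 81.4% of them were higher in *Il21r*-/-. Among the alternatives, the count rose highest with the dispersion taken from a model with day as a factor, which called 303 genes, 83 higher in WT and 220 higher in *Il21r*-/-, and fell lowest under DESeq2's Wald test on a linear day term and 3 genotype effects, which called 32 genes, 13 higher in WT and 19 higher in *Il21r*-/-. The library that moved the count most was *Il21r*-/- on day 10. Without it in the dispersion estimate, 220 genes were called on day 7. All 118 genes had the same direction on days 10 and 14 (100%, Wilson 95% confidence interval 96.8 to 100%, against 25% for independent signs). The interval treats genes as independent, which they are not, so it overstates the precision. Because the dispersions came from all 6 libraries, genes with a stable difference were favoured. Among the 164 genes with the largest day 7 change, ranked on the 2 day 7 libraries alone, 147 (89.6%) had the same direction on days 10 and 14. The quasi-likelihood test over 3 days called 651 genes, 154 higher in WT and 497 higher in *Il21r*-/-, which included all 118. That count rested on single libraries, with 132 genes without WT on day 14 and 2165 without *Il21r*-/- on day 10 (957 higher in WT, 1208 higher in *Il21r*-/-). It also depended on the day term. With day fitted as a block, which pairs the libraries of a day, 2519 genes were called, 1027 higher in WT and 1492 higher in *Il21r*-/-.

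Of the genes higher in WT on day 7, the largest changes among those with one direction on all days were those of *Gm1966*, *Trim12a*, *Apobr*, *Tox2* and *Osbpl3*. *Gm1966* had 362 counts in WT and 5 in *Il21r*-/- (log2 fold change 5.89, standard error 0.72, adjusted p = 3.27e-25 from edgeR's likelihood ratio test), and *Trim12a* had 944 and 43 (4.2, standard error 0.36, adjusted p = 1e-27). Both belong to multigene families between whose members reads can be split, and are uncertain for that reason. *Apobr*, which overlaps *Cln3* and *Il27*, had 57 counts in WT and 3 in *Il21r*-/-, an observed 16.0-fold difference (log2 fold change 3.94, standard error 0.96). *Tox2* had 103 counts in WT and 7 in *Il21r*-/- (3.61, standard error 0.82, adjusted p = 0.00109), and *Osbpl3* 228 and 21 (3.18, standard error 0.53, adjusted p = 7.32e-07).

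In *Il21r*-/-, *Gprc5b* had 414 counts on day 7 against 0 in WT, at least 164-fold higher. *Gbp2b* was at least 32.6-fold higher, with 82 counts against 1, and *Lad1* at least 17.5-fold, with 44 against 1. *Gpat2* had 95 counts against 3, an observed 37.7-fold difference (log2 fold change −5.17, standard error 1.06). On days 10 and 14 its fold was 4.02 and 4.09. *Gpat2* did not pass the threshold on day 10 (adjusted p = 0.134) or day 14 (adjusted p = 0.0991, edgeR's likelihood ratio test). *Rps15a-ps8*, a pseudogene that can share reads with its parent gene, had 5487 counts against 10. *Gbp2b* has close paralogs. *Ighe*, on chromosome 12, rose from 16.3 CPM in WT to 107 in *Il21r*-/- (log2 fold change −2.71, standard error 0.28, adjusted p = 9.44e-17 from the same test), and it differed in the same direction on day 10 (−3.33) and day 14 (−2.56).

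All 50 genes printed in Fig. 5B were among those tested. Each had the direction of its bar in that figure on day 7, 43 passed the threshold on that day, 47 passed it over 3 days, and 48 kept 1 direction on all 3 days, the exceptions being *Ctse* and *Wdfy1*. Of the 50, 10 lie on chromosome 7, including *Il21r* itself. The 200 tested genes nearest *Il21r* (100 on each side, from 103826523 to 132986398) held 7 differentially expressed genes besides *Il21r*, 3.5% of them against 1.04% of the other genes (odds ratio 3.46, 95% confidence interval 1.34 to 7.5, Fisher's exact test, two-sided, p = 0.00601). Over the whole of chromosome 7 the odds ratio was 1.27 (Fisher's exact test, two-sided, p = 0.48). With *Trim* genes, *Gvin*-like genes and predicted genes left out, the odds ratio near *Il21r* was 1.07 (95% confidence interval 0.127 to 4.03, 2 of 173 genes). That exclusion took out *Trim34a*, *Trim5*, *Trim12a*, *Gm8995* and *Gm1966* themselves. A lower value was therefore built in, and it does not explain the excess near *Il21r*. For the genes called over 3 days, the odds ratio among the same 200 genes was 1.29 (95% confidence interval 0.702 to 2.2, Fisher's exact test, two-sided, p = 0.363).

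**Figure D1:**
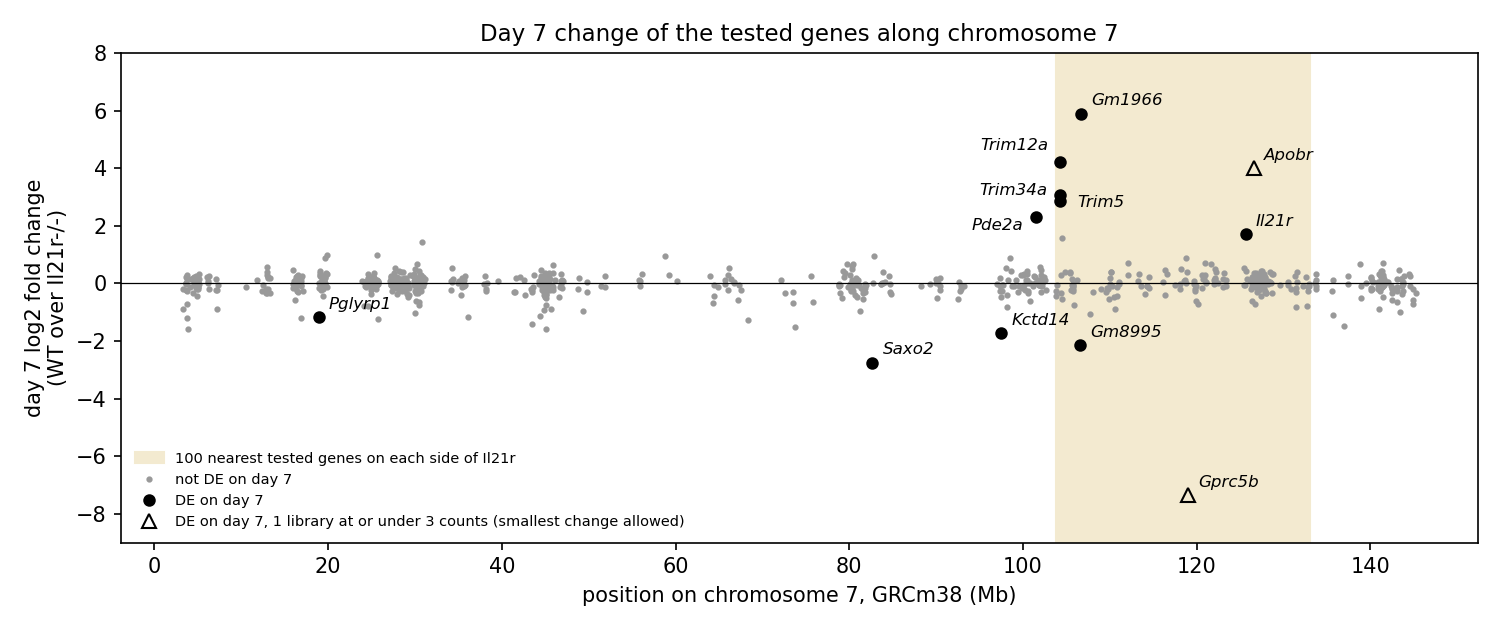
Day 7 log2 fold change (WT over *Il21r*-/-) of the tested genes along chromosome 7 of GRCm38 in Mb, each point 1 gene and 1 library per genotype. Filled black points are differentially expressed genes. Open triangles mark *Apobr* and *Gprc5b*, drawn at the change against 3 counts in the library at or under 3 counts. For *Apobr*, which had 3 counts there, this is the observed change. The shaded region spans the 100 nearest tested genes on each side of *Il21r*, which holds *Trim34a*, *Trim5*, *Trim12a*, *Gm8995*, *Gm1966*, *Gprc5b* and *Apobr*.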

None of the DE genes were previously identified as regulators of GC B cell behavior, such as *cMyc* or *Foxo1*, emphasizing the normality of *Il21r*^−/−^ GC and with IL-21 affecting population dynamics—such as the rate of transition between LZ and DZ—rather than gene expression per se. 

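*Myc* (Entrez 17869, chromosome 15, 61985341 to 61990361) had 28.0 CPM in WT and 24.7 in *Il21r*-/- on day 7, 31.2 and 39.6 on day 10, and 32.6 and 31.1 on day 14. Its day 7 log2 fold change was 0.18 (standard error 0.31, adjusted p = 0.999 from edgeR's likelihood ratio test), a difference smaller than its standard error. The sign changed to −0.05 when the linear day term was kept in the day-wise fit and also over 3 days (standard error 0.16, adjusted p = 0.885 from edgeR's quasi-likelihood test). *Foxo1* (Entrez 56458, chromosome 3, 52268337 to 52350109) had 163.5 CPM in WT and 146.5 in *Il21r*-/- on day 7, a log2 fold change of 0.16 (standard error 0.22, adjusted p = 0.999 from the likelihood ratio test), and −0.06 over 3 days (standard error 0.11, adjusted p = 0.794 from the quasi-likelihood test). Neither gene passed the threshold over 3 days when day was fitted as a block, which pairs the libraries of a day (log2 fold change −0.03, adjusted p = 0.857 for *Myc*, and −0.06, adjusted p = 0.679 for *Foxo1*, edgeR's quasi-likelihood test). That fit was applied to single genes after the data had been seen.

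Among the marker genes of other cell states that were looked at, *Prdm1*, which encodes the transcription factor Blimp-1, was differentially expressed on day 7, with 38 counts in WT and 6 in *Il21r*-/- (log2 fold change 2.39, standard error 0.74, adjusted p = 0.0372 from edgeR's likelihood ratio test). It was higher in WT on days 10 and 14 as well (1.58 and 1.22, adjusted p = 0.107 and 0.338), and over 3 days its log2 fold change was 1.64 (standard error 0.33, adjusted p = 0.0216 from the quasi-likelihood test). *Gpr183*, which encodes the chemotactic receptor EBI2, was lower in WT, with 14.5 CPM against 48.7 in *Il21r*-/- on day 7 (log2 fold change −1.75, standard error 0.37, adjusted p = 0.000704 from the likelihood ratio test).

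**Figure D2:**
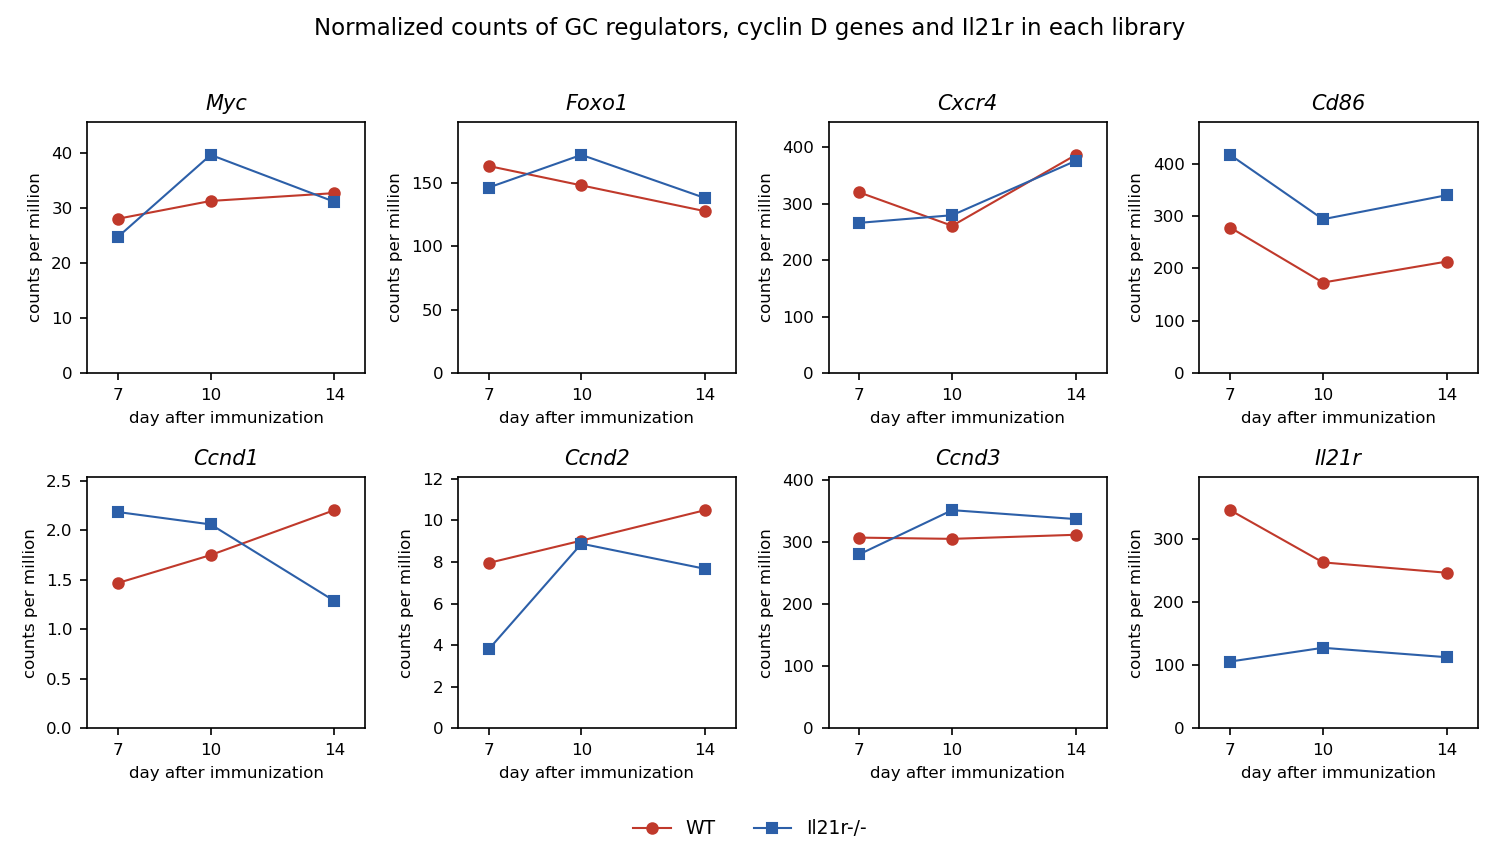
CPM (y axis, from 0) of *Myc*, *Foxo1*, *Cxcr4*, *Cd86*, *Ccnd1*, *Ccnd2*, *Ccnd3* and *Il21r* against day after immunization, 1 library per genotype and day, WT as circles and *Il21r*-/- as squares. The WT and *Il21r*-/- lines of *Myc* and *Foxo1* cross between days, while *Il21r* is higher in WT and *Cd86* higher in *Il21r*-/- on each of the 3 days.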

Using the limma barcode approach for gene set enrichment analysis (see “Methods”), we compared these DE genes with an existing GC zone signature^42^, which revealed enrichment of DZ signature genes among transcripts up in WT vs *Il21r*^−/−^ and LZ signature enrichment among those up in *Il21r*^−/−^ vs WT (Fig. 5C). 

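The published zone signature was not used here. In its place, a list of 34 DZ genes (*Cxcr4*, *Foxo1* and mitotic genes such as *Ccnb1*) and a list of 35 LZ genes (*Cd83*, *Cd86*, *Egr1* and others) were written from general knowledge of the zones, and the values describe these lists only. All of their genes were tested. The median log2 fold change of each list was compared with those of 10000 random lists of the same size matched on mean expression. The genes of a random list were drawn independently, whereas those of a zone or pathway can move together. A percentile therefore measures the choice of genes and not the spread between libraries. On day 7 the DZ list had a median of 0.13, at percentile 99.9 of the random lists, and 30 of its 34 genes were higher in WT. The LZ list had a day 7 median of −0.07, at percentile 6.09 and within the range of 95% of random lists (−0.09 to 0.09). On days 10 and 14 the DZ list had medians of 0.40 and 0.32, above all 10000 random lists, and the LZ list −0.59 and −0.67, below all of them. The mean log2 expression of the DZ list was higher in WT, and that of the LZ list higher in *Il21r*-/-, on each of the 3 days.

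Over 3 days, camera with a preset inter-gene correlation of 0.01 gave p = 7.36e-08 for the DZ list (adjusted p = 9.2e-08 over 5 lists by limma's camera, median log2 fold change 0.31, 31 of 34 genes higher in WT) and p = 3.07e-13 for the LZ list (adjusted p = 7.68e-13, median −0.48, 6 of 35 genes higher in WT). Both held under fry (p = 0.0337 and 0.0157), and neither did when camera estimated the correlation between the genes from the data (p = 0.129 and 0.0831). Of the 10 ways to split the 6 libraries into groups of 3, 4 gave a camera p as small for the DZ list, the genotype split included, and 1, the genotype split itself, for the LZ list. Without its mitotic genes, the DZ list (10 genes) gave a camera p of 0.155. Its day 7 median was 0.17, at percentile 98.8, but its medians on days 10 and 14 lay at percentiles 50.4 and 81.4.

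Of the DZ genes, 0 were differentially expressed on day 7 and 0 over 3 days, with 1 and 19 at an unadjusted p under 0.05. Adjusted over the list alone, 0 and 15 were. The calls over 3 days depended on the day term. With day as a block, a fit applied to single genes after the data had been seen, 24 of the 34 DZ genes were differentially expressed, 23 higher in WT and 1 higher in *Il21r*-/-, or 26 adjusted over the list alone. Of the 10 DZ genes without the mitotic genes, 5 were called in that fit, 4 of them higher in WT. Of the LZ genes, *Fcer2a*, *Gpr183*, *Rgs1* and *Ccl22* were differentially expressed on day 7, all higher in *Il21r*-/-. Adjusted over the list alone, 6 were. Over 3 days 13 LZ genes were called, or 18 adjusted over the list alone, and the 13 included *Cd83*, *Cd40* and *Cd69* and the near-identical copies *Bcl2a1a*, *Bcl2a1b* and *Bcl2a1d*, which can share reads. With day as a block 21 of the 35 LZ genes were called, 19 higher in *Il21r*-/- and 2 higher in WT, or 24 adjusted over the list alone. *Ccl22* had 27 counts in WT and 409 in *Il21r*-/- on day 7 (log2 fold change −4.17, standard error 0.54, adjusted p = 1.39e-10 from edgeR's likelihood ratio test). *Rgs1* lay close to the threshold (log2 fold change −1.70, adjusted p = 0.0477 from the same test) and passed it neither with DESeq2's size factors (adjusted p = 0.0537) nor with the linear day term kept in edgeR's fit (adjusted p = 0.11). The surface markers used to define the zones by flow cytometry were not differentially expressed on day 7. *Cxcr4* had a log2 fold change of 0.27 (standard error 0.25, adjusted p = 0.999) and *Cd86* one of −0.58 (standard error 0.31, adjusted p = 0.953, edgeR's likelihood ratio test). *Cd86* was higher in *Il21r*-/- on all 3 days, with a log2 fold change over 3 days of −0.67 (standard error 0.17, adjusted p = 0.0548 from the quasi-likelihood test). With day as a block *Cd86* passed the threshold (−0.67, standard error 0.075, adjusted p = 5.12e-08) and *Cxcr4* did not (0.07, standard error 0.078, adjusted p = 0.582, edgeR's quasi-likelihood test).

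**Figure D3:**
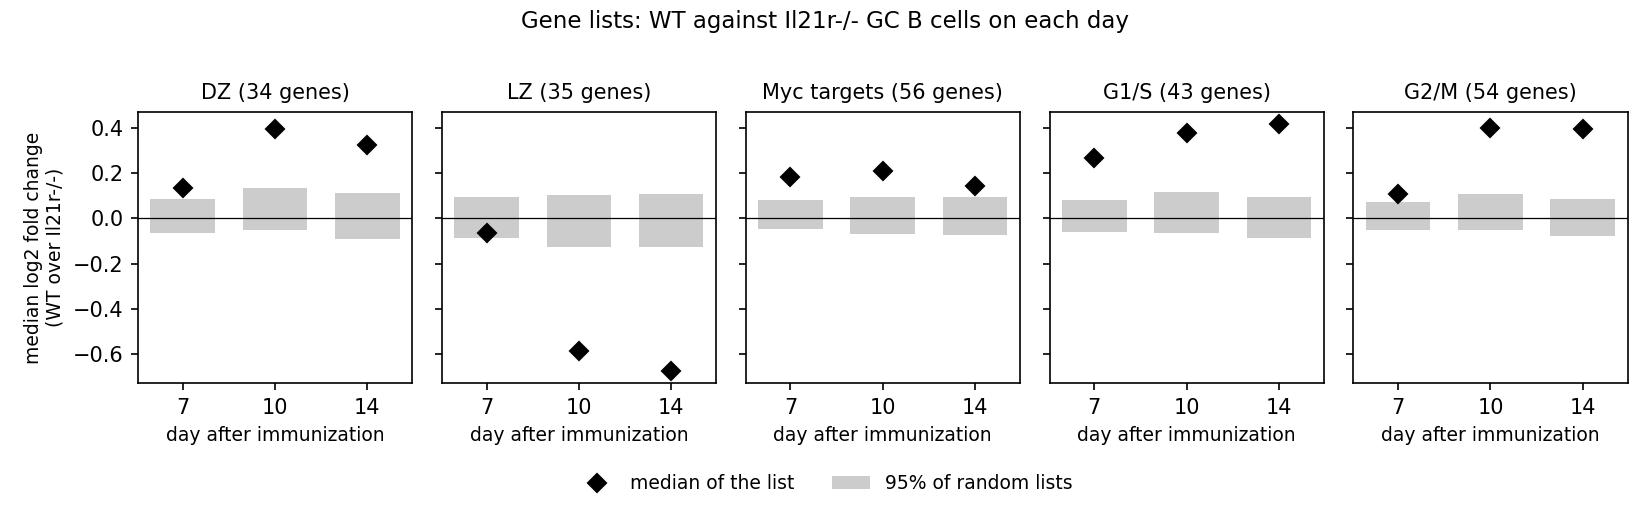
Median log2 fold change (WT over *Il21r*-/-, y axis) of the DZ, LZ, Myc target, G1/S and G2/M gene lists on days 7, 10 and 14 (x axis), 1 library per genotype and day. Diamonds are the medians of the lists, and grey bars span 95% of 10000 random lists of the same size and expression, a spread over genes and not over libraries. On day 7 the LZ median lies inside its grey bar and the other lists' medians lie above theirs.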

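A list of 58 Myc target genes, mostly genes of ribosome biogenesis and nucleotide metabolism such as *Ncl*, *Npm1* and *Odc1*, was written from general knowledge of the Myc pathway and is not a published GC signature. Of these, 56 passed the expression filter, and *Map3k6* and *Slc29a2* did not. On day 7, 43 of the 56 genes were higher in WT, and the median log2 fold change was 0.18, above all 10000 random lists of the same size and expression, 95% of which had medians from −0.05 to 0.08. As for the zone lists, random lists do not measure the spread between libraries. The medians on days 10 and 14, 0.21 and 0.14, were also above all random lists, and the mean log2 expression of the list was higher in WT on each of the 3 days. Camera over 3 days gave an adjusted p = 6.15e-06 over 5 lists (limma). The call held under fry (p = 0.0128) and did not hold with an estimated correlation (p = 0.0589), and 3 of the 10 splits of the libraries, the genotype split included, gave a camera p as small. No single Myc target was differentially expressed on day 7, and 2 had an unadjusted p under 0.05. Over 3 days *Hspd1* alone was called, over all genes and adjusted over the list alone, with a log2 fold change of 0.52 (standard error 0.10, adjusted p = 0.0214 from edgeR's quasi-likelihood test). In the fit with day as a block, 17 of the 56 genes were called, all 17 higher in WT, or 21 adjusted over the list alone. That fit was applied to the single Myc targets after the data had been seen.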

We compared also the DE gene list with those of the GC signatures of *Myc*, *FOXO1*-, and *mTOR*-^14,15,17^, and concluded that among these, the Myc signature strongly correlated with WT vs. *Il21r*^−/−^ (*p* = 1.9 × 10^−5^; Fig. 5D). Thus transcriptomic analysis of the impact of IL-21 on GC B cells was consistent with a distortion in zone representation and a deficiency in B cell proliferation.

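Lists of genes whose expression peaks at G1/S (43 genes, such as *Mcm5*, *Pcna* and *Tyms*) or at G2/M (54 genes, such as *Cdk1*, *Top2a* and *Mki67*) were compared in the same way as the zone lists. On day 7 the G1/S list had a median log2 fold change of 0.27, above all random lists, with 40 of 43 genes higher in WT, and the G2/M list one of 0.11, at percentile 99.9, with 50 of 54 genes higher in WT. On days 10 and 14 the medians were 0.38 and 0.42 for G1/S and 0.40 on both days for G2/M. Over 3 days limma's camera gave adjusted p = 1.58e-14 for the G1/S list (42 of 43 genes higher in WT) and adjusted p = 2.28e-12 for the G2/M list (52 of 54 genes). Under fry p was 0.022 and 0.0388, and with an estimated correlation 0.114 and 0.127, so that neither call held there. A camera p as small came from 2 of the 10 splits of the libraries for G1/S and from 4 for G2/M, the genotype split included. The G2/M list shares mitotic genes with the DZ list, so these results are not independent. Signatures of FOXO1 or mTOR were not analysed here. The paper proposes, as a reading its transcriptomic analysis allows, a distorted representation of the zones and a deficiency in B cell proliferation.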

**Fig. 5:**
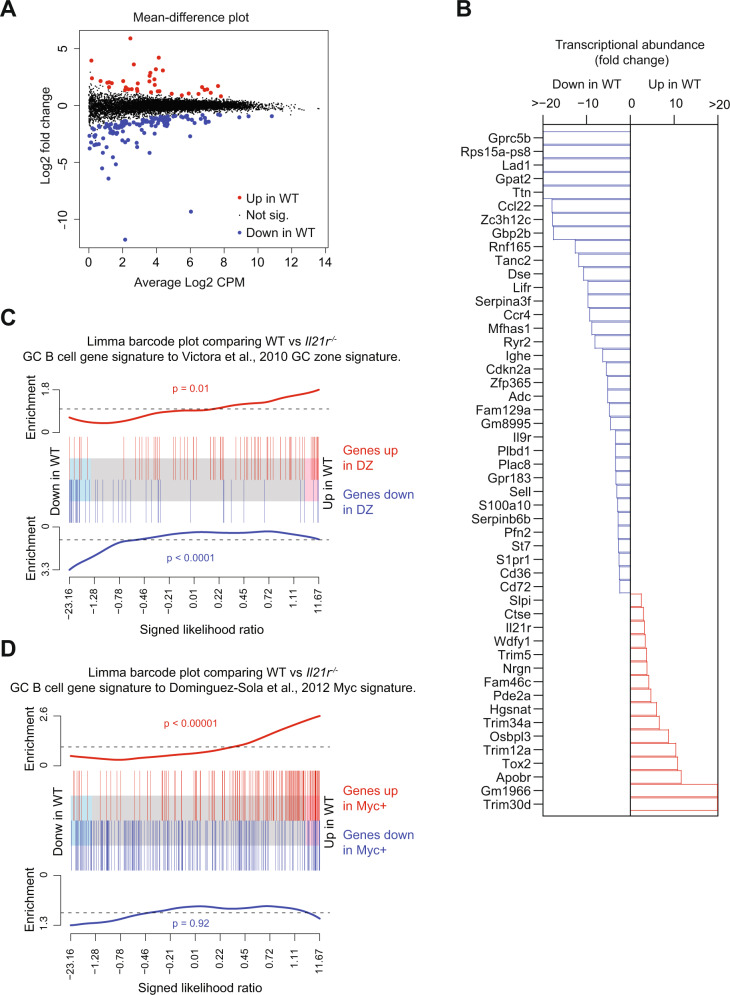
LZ bias in the absence of IL-21 signaling is confirmed by gene expression analysis. **A**–**C** WT and *Il21r*^−/−^ mice were immunized i.p. with NP-KLH in alum and on day 7, spleen NP-binding GC B cells (CD138^−^IgM^−^IgD^−^Gr1^−^B220^+^NP^+^IgG1^+^CD38^−^) were sorted and RNA-seq performed. **A** Mean-difference plot of WT vs *Il21r*^−/−^ GC B cells depicts genes that were significantly upregulated in WT compared to *Il21r*^−/−^ GC B cells shown in red and significantly downregulated ones in blue (false discovery rate <0.05). **B** Gene expression fold changes in WT compared to *Il21r*^−/−^ GC B cells. Significantly DE genes were ranked by FDR and the 50 lowest then ordered by FC, colored red if upregulated in WT compared to *Il21r*^−/−^, blue if downregulated. **C**, **D** limma barcode plots testing for GC zone signature or cMyc signature genes among DE genes from WT vs *Il21r*^−/−^ GC B cells as in **A**. Genes were ranked left to right as most up in *Il21r*^−/−^ to most up in WT GC. For zone signature (**C**), vertical red bars mark DZ signature genes while vertical blue bars mark LZ signature genes. Worms show relative enrichment of DZ and LZ signature genes and camera *p* values assess significance. The plot shows DZ genes enriched among those up in WT while LZ genes were enriched among those up in *Il21r*^−/−^ GC. For the Myc signature (**D**), vertical red bars mark upregulated genes in Myc^+^ cells while vertical blue bars mark genes upregulated in Myc^−^ cells. Worms show relative enrichment of Myc signature genes and camera *p* values assess significance. The plot shows Myc^+-^associated genes were significantly up in WT GC B cells.

## Discussion

While the importance of IL-21 in sustaining GC, and thus determining the quality and quantity of B cell memory, has been apparent for some time^31,32^, how this is achieved has been less clear. By quantifying GC zone development in conjunction with cell cycle phases during the first week of a TD response, we have determined that IL-21 functions to set the ratio of LZ to DZ cells and to promote the entry of antigen-specific LZ B cells into DNA synthesis. The necessity of this activity is revealed by the enlarged LZ and the accumulation of LZ B cells that remain in late G1 in *Il21r*^−/−^ GC. We have also mapped the distribution of the phases of the cell cycle within GC zones and determined gene expression differences in GC B cells arising from an absence of IL-21. Last, we determined that IL-21 can act directly on GC B cells to activate signaling pathways associated with proliferation, suggesting a basis for its role in the GC. Based on these and previous results, we propose that IL-21 promotes GC B cell proliferation to establish and then sustain normal GC zonal dynamics, and that in its absence, GC are destined for premature termination with a resultant insufficiency of affinity maturation and bone marrow PC.

We identified a deficit of LZ B cells entering into the S phase of the cell cycle in the absence of IL-21. Positive selection in the GC is mediated by Tfh-driven B cell proliferation whereby Tfh cell interaction with a LZ B cell induces transient expression of MYC, which is absolutely required for proliferation and development of the CB phenotype^13,14,43^. The amount of MYC expressed, while proportional to the subsequent proliferation^44,45^, may not be sufficient to sustain multiple rounds of proliferation of positively selected B cells in the DZ. It has been proposed that AP4, a MYC-dependent transcription factor, instead sustains proliferation in the DZ until it is diluted or degraded and falls below a threshold concentration required to maintain proliferation^20^. It has been proposed that IL-21 acts to sustain AP4 in DZ cells^20^. We suggest that IL-21 has a more complex, AP4-independent role in the GC, acting on LZ B cells to promote the transition from G1 to S phases. In support of this, we note that there is no distortion in zone representation in the absence of AP4 (ref. ^20^), yet this is a prominent feature of IL-21 deficiency. Also, IL-21 acting only through AP4 would not necessarily result in a decreased S phase of *Il21r*^−/−^ LZ B cells, as AP4 is downstream of MYC and operates after initiation of proliferation and mostly in the DZ^20^.

GC B cell proliferation still occurs in the absence of IL-21 (refs. ^31,32^), leading us to propose its action lowers the threshold of activation and thus increases the frequency of responding cells, analogous to that of IL2 in T cells^46^. In the case of IL-21, this effect appears to be mediated, at least to some extent, by PI3K signaling. IL-21 by itself is not mitogenic but our data indicate that by promoting AKT and S6 phosphorylation, IL-21R signaling influences the outcome of other signaling events such as those downstream of BCR stimulation in a way that shifts the outcome in favor of proliferation. In particular, BCR signaling is re-wired in GC B cells, resulting in limited AKT phosphorylation^40,47^, which may be partially compensated for by the presence of IL-21. In addition, STAT3, which is the dominant signal transduction mechanism of IL-21 in B cells^48,49^, is known to increase expression of a number of cell cycle-promoting genes including Cyclin D and cMyc^50–52^. While our RNA-seq analysis did not reveal differential expression between WT and *Il21r*^−/−^ GC B cells for these or many other cell cycle genes, this may reflect either a failure to reach significance due to experimental conditions or that pathways dependent on STAT3 are distinct from those described here. 

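In the GC B cell libraries, none of the 3 cyclin D genes was differentially expressed on day 7. *Ccnd2* had 7.95 CPM in WT and 3.80 in *Il21r*-/- on day 7, a log2 fold change of 1.07 (standard error 0.44, adjusted p = 0.553 from edgeR's likelihood ratio test), and 0.02 and 0.45 on days 10 and 14. *Ccnd3*, the most abundant of the 3, had 307.4 and 280.6 CPM on day 7 (log2 fold change 0.13, standard error 0.21, adjusted p = 0.999), and over 3 days its sign changed to −0.07 (adjusted p = 0.774 from edgeR's quasi-likelihood test). *Ccnd1* had between 32 and 54 counts in every library, and its day 7 log2 fold change of −0.57 (standard error 0.52, adjusted p = 0.999 from the likelihood ratio test) had the opposite sign to that of day 14 (0.77). Of the 43 G1/S genes, 0 were called on day 7, with 8 at an unadjusted p under 0.05, and of the 54 G2/M genes 0, with 1 at an unadjusted p under 0.05. Adjusted over the list alone the counts were also 0. Over 3 days *Rrm2* (log2 fold change 0.48, standard error 0.10) of the G1/S list and *Nek2* (0.52, standard error 0.10) of the G2/M list were among the genes called, with adjusted p of 0.0273 and 0.0179 from edgeR's quasi-likelihood test. Adjusted over the list alone, 33 of the G1/S genes and 1 of the G2/M genes passed the threshold over 3 days. With day as a block, chosen for single genes after the data had been seen, 38 of the 43 G1/S genes and 37 of the 54 G2/M genes were called over 3 days, all higher in WT. Adjusted over the list alone, 39 and 45 were. In that fit *Ccnd2* passed the threshold (log2 fold change 0.48, standard error 0.17, adjusted p = 0.0412 from edgeR's quasi-likelihood test), while *Ccnd1* (adjusted p = 0.95) and *Ccnd3* (adjusted p = 0.621) did not.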

GC failure in the absence of STAT3 in B cells has been attributed to apoptosis^53^, while the defect we identify is in proliferation. It may be that in the absence of STAT3, cell survival is the dominant phenotype, while the effects of IL-21 deficiency reflect STAT3-independent components of IL-21R signaling. That is, in IL-21R- and IL-21-deficient mice, STAT3 may be activated in B cells by other cytokines, such as IL-6.

A striking property of *Il21r*^−/−^ GC is the representation of early G1 cells. In WT, most early G1 cells are in the DZ where the majority of cell cycling occurs^9,23^, whereas the bulk of *Il21r*^−/−^ early G1 cells have a LZ phenotype and are significantly over-represented in the LZ. That the *Il21r*^−/−^ LZ has a reduction in S phase cells suggests that IL-21 normally functions to promote the transition of LZ B cells from G1 to S/G2/M. But immediate return to the S phase is not the only fate available to LZ B cells—they may remain in G1, surviving by continued expression of pro-survival molecules^23,54^. The signals that determine survival of GC B cell in G1 are poorly understood, other than the shared requirement for continued expression of *Mcl1* (ref. ^55^). LZ B cells that lose affinity for antigen, contact with Tfh or FDC are lost from the GC. However, loss from the LZ is not a feature of IL-21 deficiency, indicating that its role is not cell survival per se but in cell behavior. This raises the question of which pathway *Il21r*^−/−^ early G1 B cells returning to the LZ take if the S phase is not available. While the dynamics of G1 cells in the LZ are unknown, our data indicate that IL-21 acts to limit the interval between re-acquisition of the LZ phenotype and re-entering cell division, thereby modulating the accumulation of such cells and the period for T cell-mediated selection and fate determination. That the number of G1 B cells the GC LZ can sustain can vary, raises interesting questions as to what mediates the persistence and turnover of B cells in the LZ.

The formation of GC zones, which are crucial to the efficient operation of affinity maturation, was described over 30 years ago^6,8,56^. However, insight into how the ratio of the two zones was established and then maintained has been lacking. We show here that IL-21 acts to suppress the appearance of CC phenotype cells, presumably by promoting division and thus CB phenotype cells that typify the expansion of antigen-specific B cells. This implies that IL-21 availability could influence zone distribution, and this could occur at the level of Tfh cell number and thus the amount of IL-21. An IL-21-reporter strain revealed approximately 30% of Tfh cells transcribed the *Il21* locus at any time^57^. Additionally, Tfh cell representation peaks early in the response and then remains constant for some time, making them—and presumably IL-21—a limiting resource in the GC^57–59^. This in turn may reduce either the amount of IL-21 per B cell or the number of B cells exposed to IL-21, which may influence the frequency of B cells entering the S phase, setting the zone representation and cell cycle distribution. Although our observations were in the absence of IL-21, it is attractive to speculate that IL-21 has a dose-dependent effect and indeed, dynamic regulation of IL-21 production by Tfh cells has been noted in GC in some responses^60^. Importantly, the effects of IL-21 we have noted appear to be unique as deficiency of IL-4, together with IL-21 a GC-critical cytokine^61^, does not induce a similar phenomenon.

The question of homogeneity of B cells within GC zones has only recently been explored^38^ in so far as addressing if LZ cells and DZ cells are homogeneous in the properties attributed to the zone. Our independent determination of the distribution of cell cycle phases across the spectrum of LZ and DZ phenotype cells confirms the clear relationship between phenotype and cell cycle activity^38^. We found that DNA synthesis in WT GC occurs most often in CXCR4^+^ DZ cells that are intermediate for CD86, while early G1 cells are most frequent in DZ cells with less CD86 than their S/G2/M precursors and late G1 cells are concentrated in LZ cells with the lowest amounts of CXCR4. This relationship of GC B cell phenotype with proliferation is consistent with the current model of multiple rounds of proliferation in the DZ for positively selected B cells^8,9^. The fate of DZ B cells expressing the lowest amounts of CD86, that remain in cell cycle but that do not show increases in size consistent with cell division, however, is an open question.

The finding that *Il21r*^−/−^ GC are numerically equal to WT early in a response but then collapse after 7–10 days suggests that their DZ, smaller both initially and with less ongoing input from the LZ, are ultimately unable to sustain the reaction. In this context, we saw no evidence for increased memory formation from *Il21r*^−/−^ GC, despite the increased fraction of cells in late G1 and the increased expression of nominal memory markers including *IL9r*^34^, *Sell*, and CD38. 

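*Il9r* (Entrez 16199, chromosome 11, 32187544 to 32205283) had 5.61 CPM in WT and 19.7 in *Il21r*-/- GC B cells on day 7, 8.09 and 43.9 on day 10, and 9.88 and 59.1 on day 14. Its day 7 log2 fold change was −1.81 (standard error 0.36, adjusted p = 0.000205 from edgeR's likelihood ratio test), and over 3 days it was −2.30 (standard error 0.19, adjusted p = 0.000646 from edgeR's quasi-likelihood test). For *Cd38* (Entrez 12494, chromosome 5, 43868809 to 43912374) the direction differed between days. The paper measured CD38 as surface protein by flow cytometry (Supplementary Fig. 4), whereas the values here are of the transcript in cells gated as CD38-. The gene had 26.6 CPM in WT and 21.3 in *Il21r*-/- on day 7, a log2 fold change of 0.32 (standard error 0.42, adjusted p = 0.999), but 5.98 and 11.7 on day 10 (−0.96, standard error 0.44, adjusted p = 0.348) and 2.29 and 3.65 on day 14 (−0.67, standard error 0.48, adjusted p = 0.655, all from edgeR's likelihood ratio test). Over 3 days its log2 fold change was −0.36 (standard error 0.24, adjusted p = 0.448 from the quasi-likelihood test), so no difference in *Cd38* passed the threshold.

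**Figure D4:**
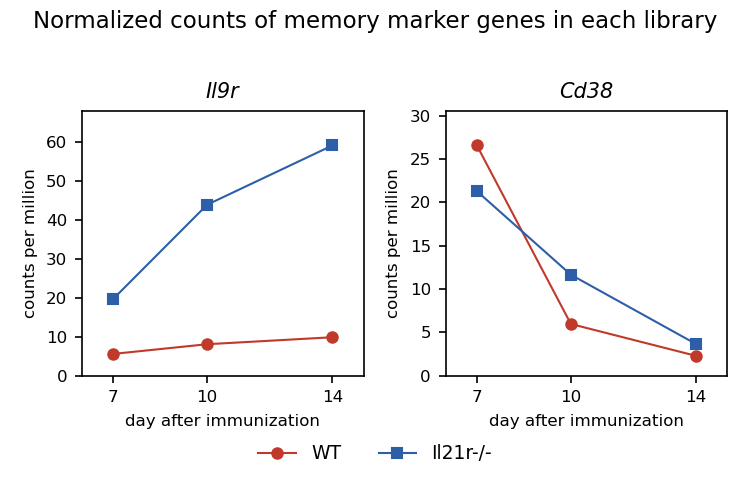
CPM (y axis, from 0) of *Il9r* and *Cd38* against day after immunization, 1 library per genotype and day, WT as circles and *Il21r*-/- as squares. *Il9r* lies higher in *Il21r*-/- on each day, and the *Cd38* lines cross between days 7 and 10.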

There are suggestions that “quiescence” in the LZ is a precursor for differentiation into memory, and while this may be the case, we would add that retention in G1 may be only one of several steps towards memory. Analyzing the population dynamics of LZ B cells relative to the phases of the cell cycle may reveal important processes underlying the generation of MBCs.

## Methods

### Mice, immunization and tissue recovery

All mutant mice were 8–12 generations backcrossed onto the C57Bl/6 background. IL-21 receptor deficient (*Il21r*^−/−^) were kindly provided by Dr. Warren Leonard, NHLBI, Bethesda MD; *Il21*^−/−^ by ZymoGenetics (Seattle, USA), and the FUCCI RG mice were constructed by crossing FUCCI Red (B6.B6D2-Tg(FUCCI)596Bsi) with FUCCI Green (B6.B6D2-Tg(FUCCI)504Bsi) mice, both obtained from the Riken BioResource Centre^33^. *Il21r*^−/−^ mice were crossed with FUCCI RG mice to generate both control (WT) and *Il21r*^−/−^ FUCCI report mice for bone marrow donation. All mice were bred and maintained in the specific pathogen-free (SPF) facilities of the Walter and Eliza Hall Institute of Medical Research (WEHI) or Monash Animal Research Platform (MARP). All experiments, except BrdU/EdU time course, used irradiated Ly5.1 mice (2 doses 5.5 Gy, minimum 2 h apart) that were reconstituted with either 2–5 × 10^6^ cells from *Il21r*^−/−^ or WT bone marrow cells. Chimeric reconstitutions were generated by using donor bone marrow cells mixed at a ratio of 1:1 from *Il21r*^−/−^ and Ly5.1 congenic strains (total cell number 2–5 × 10^6^), all bred and maintained at WEHI or MARP. Mice were allowed to reconstitute a minimum of 8 weeks before experimentation. Immunizations were with the hapten 4(hydroxy-3-nitrophenyl)acetyl coupled to the protein Keyhole Limpet Hemocyanin (NP-KLH) at a molar ratio of approximately 15–27:1. Antigen, 100 μg, was precipitated on alum and delivered by i.p. injection^62^. At the indicated times following immunization, mice were euthanized, spleens removed, and single-cell suspensions prepared for analysis with cells counted (CASY Cell Counter). The mice were housed at an ambient temperature of 20–22 °C, and they were kept under a 14 h day and 10 h night cycle. All procedures and experiments involving animals complied with all relevant regulations for animal research, and were conducted according to protocols approved by Animal Ethics Committee of either The Walter and Eliza Hall Institute or the Alfred Research Alliance.

### Antibodies and flow cytometry

Antibodies for flow cytometry used in this work were purified and conjugated in-house unless otherwise indicated and were tested to ensure the optimal concentration was used. B cell antibody cocktail panels contained combinations of the following: IgM-Biotin (clone 331.12; 1 in 200 dilution), Gr1-Biotin (clone Rb6-8C5; 1 in 200 dilution), StAv-BUV737 (BD Biosciences, Cat. 564293; 1 in 200 dilution), IgM-BV510 (clone R6-60.2, BD Biosciences, Cat. 563118; 1 in 200 dilution), IgD-BV711 (clone 11-26c.2a; BD Biosciences, Cat. 564275; 1 in 200 dilution), IgG1-APC (clone X56, BD Biosciences, Cat. 550874; 1 in 200 dilution), CD19-BUV395 (clone 1D3, BD Biosciences, Cat. 563557; 1 in 200 dilution), CD19-BUV737 (clone 1D3, BD Biosciences, Cat. 564296; 1 in 200 dilution), CD138-BV650 (clone 281.2, BD Biosciences, Cat. 564068; 1 in 200 dilution), CD86-BV605 (clone GL1, BD Biosciences, Cat. 563055; 1 in 200 dilution), CXCR4-BV421 (clone 2B11, BD Biosciences, Cat. 562738; 1 in 50 dilution), Fas-PECy7 (clone Jo2, BD Biosciences, Cat. 557653; 1 in 200 dilution), Fas-BUV395 (clone Jo2, BD Biosciences, Cat. 740254; 1 in 200 dilution), CD38-A680 (clone NIMR5; 1 in 200 dilution), NP-APC (NIP-CAP-OSu, Biosearch Technologies, Cat. N-1110-100; 1 in 200 dilution), NP-PE (NIP-CAP-OSu, Biosearch Technologies Cat. N-1110-100 and Thermo Fisher Scientific, Cat. P801; 1 in 200 dilution). Prior to staining with B cell antibody cocktail, splenocytes were treated to remove cytophilic antibodies with an acid wash as follows: 10× acid wash solution (0.85 M NaCl, 0.05 M KCl, 0.5 M Na acetate, pH 4.0) was diluted in dH_2_O containing 1% fetal calf serum (FCS) and chilled on ice. Cells were pelleted in a 10 mL tube by centrifugation and resuspended in 100 μL 1× acid wash solution for 1 min on ice and subsequently neutralized by filling tube with phosphate-buffered saline (PBS) containing 2% FCS. T cell antibody cocktail panels contained combinations of the following: CXCR5-Biotin (clone 2G8, BD Biosciences, Cat. 551960; 1 in 50 dilution), StAv-BV650 (clone BD 5, Biosciences, Cat. 63855; 1 in 200 dilution), PD1-PECy7 (clone RMP-30, Biolegend, Cat. 109110; 1 in 200 dilution), CD62L-PB/V450 (clone MEL-14, BD Biosciences, Cat. 560507; 1 in 200 dilution), CD44-APC (clone IM7, BD BrdU, BD Biosciences, Cat. 559250; 1 in 200 dilution), CD4-A680 (clone GK1.5; 1 in 200 dilution), CD19-APC (clone 1D3, BD Biosciences, Cat. 550992; 1 in 200 dilution), CD19-PE (clone 1D3, eBioscience, Cat. 12-0193-83; 1 in 200 dilution). For chimeric mice studies the following congenic markers were used: Ly5.1-PECy7 (clone A20, eBioscience, Cat. 25-0453-82; 1 in 200 dilution), Ly5.2-FITC (clone 104, BD Biosciences, Cat. 553772; 1 in 200 dilution), Ly5.1-PerCPCy5.5 (clone A20, eBioscience, Cat. 45-0453-80; 1 in 200 dilution). All flow cytometry staining was performed with 5–10 × 10^6^ splenocytes and performed in PBS containing 2% FCS, 1% normal rat serum (NRS), anti-CD16/32 (clone 2.4G2, in-house hybridoma; 1 in 50 dilution). Samples were acquired on a BD Fortessa x20 with BD FACS DIVA software, in PBS containing FCS and viability dye, either SYTOX Blue (Thermo Fisher Scientific, Cat. S34857) or FluoroGold (Santa Cruz Biotech, Cat. SC-358883). For Ki67 staining, cells were fixed using eBioscience Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Cat. 00-5523-00) according to the manufacturer’s instructions. Ki-67-PE (Clone 11F6, BioLegend cat. #151209; 1 in 100 dilution). Flow cytometry data were analyzed using FlowJo versions 9.9.6 and 10 and statistical analysis performed using GraphPad Prism 7 and 8.

### EdU and BrdU DNA incorporation

*Il21*^−/−^ or WT mice were immunized as above with NP-KLH in alum. On day 6 post immunization, mice were injected i.p. with 100 µL of 10 mg/mL (5-ethynyl-2′-deoxyuridine) (EdU, Invitrogen, Cat. A10044) in PBS and 17 h later, injected i.p. with 200 µL of 10 mg/mL 5-bromo-2′-deoxyuridine (BrdU, BD Biosciences, Cat. 559619) in PBS. One hour later, mice were killed by cervical dislocation, spleens harvested, and single-cell suspensions made. Following red blood cell lysis and determination of cell numbers (Coulter counter), 2 × 10^7^ cells were suspended in PBS containing 2% FCS, 1% NRS, anti-CD16/32 (clone 2.4G2, in-house hybridoma; 1 in 50 dilution), and antibodies to CD138-BV650 (Clone 281.2, BD Biosciences, Cat. 564068; 1 in 200 dilution), IgD-Alexa Fluor 680 (clone 11-26c.2a, in-house hybridoma and conjugated using Alexa Fluor™ 680 NHS Ester, Thermo Fischer Scientific, Cat. A20008; 1 in 200 dilution), CD38-BV786 (clone Ab90, BD Biosciences, Cat. 740887; 1 in 200 dilution), IgG1-APC (clone X56, BD Biosciences, Cat. 550874; 1 in 200 dilution), CD95-BUV395 (clone Jo2, BD Biosciences, Cat. 740254; 1 in 200 dilution), CD19-BUV737 (clone ID3, BD Biosciences, Cat. 564296; 1 in 200 dilution), CXCR4-BV711 (clone 2B11, BD Biosciences, Cat. 740734; 1 in 50 dilution). Following 30 min incubation on ice and washing with PBS/2% FCS, cells were suspended in 200 µL BD cytofix/cytoperm (BD Biosciences, Cat. 554722) and incubated for 15 min on ice. After washing with 2 mL BD Perm/Wash (BD Biosciences, Cat. 554723), cells were suspended in 150 µL permeabilization buffer plus (BD Biosciences, Cat. 561651) on ice for 10 min followed by 2 mL Perm/Wash, 5 min fixation with 150 µL Cytofix/Cytoperm, and another wash with 2 mL Perm/Wash. For DNA digestion, cell pellets were suspended in a mixture of 30 µL DNAse 1 stock (Sigma, Cat. D4513-1VL, 1 mg/mL in ddH_2_O) with 70 µL PBS and incubated at 37 °C for 1 h. After washing with 2 mL Perm/Wash, EdU Click-iT reaction mixture (Click-iT Plus EdU Pacific Blue Flow Cytometry Assay Kit, Thermo Fisher, Cat. C10636) was prepared by mixing 87.5 µL PBS with 2 µL copper protectant, 0.5 µL fluorescent azide and 100 µL 1× reaction buffer additive (plus) per sample. Cells were resuspended in 200 µL Click-iT reaction mixture and incubated for 20 min at room temperature. After washing with 2 mL Perm/Wash, cells were resuspended in Perm/Wash containing anti-CD16/32 (1 in 50 dilution), NP-conjugated PE (in-house conjugated; 1 in 200 dilution), anti-CD86-PE-Cy7 (clone GL1, BD Biosciences, Cat. 560582; 1 in 200 dilution), and anti-BrdU-FITC (FITC BrdU Flow Kit, BD Biosciences, Cat. 559619; 1 in 200 dilution) for 30 min at room temperature. After washing with 2 mL Perm/Wash, pellets were resuspended in PBS and acquired using BD Fortessa X20 with BD FACS DIVA software. Flow cytometry data were analyzed using FlowJo 10 and statistical analysis performed using GraphPad Prism 7 and 8.

### Cell sorting, RNA sequencing, and data analysis

NP-specific IgG1^+^ GC B cells were identified and sorted from the spleens of *Il21r*^−/−^ or WT mice day 7, 10, and 14 after immunization. A total of 9–10 mice were used per genotype from two independent immunizations. IgG1^+^ cells were enriched using magnetic beads coated with anti-mouse IgG1 (Miltenyi Biotec, Cat. 130-047-101; 1 in 200 dilution). MACS enrichment was performed as per the manufacturer instructions using MACS LS columns (Miltenyi Biotec, Cat. 130-042-401) except no primary antibody was used and cells were resuspended in 90 μL of buffer per 10^7^ cells with 10 μL of anti-IgG1 microbeads subsequently added per 10^7^ cells. Following enrichment and staining (CD138-5(6)CF (clone 281; in-house generated; 1 in 200 dilution), IgM-5(6)CF (clone 331.12; in-house generated; 1 in 200 dilution), IgD-5(6)CF (clone 11-26C; in-house generated; 1 in 200 dilution), Gr1-5(6)CF (clone Rb6-8C5; in-house generated; 1 in 200 dilution), NP-PE (NIP-CAP-OSu, Biosearch Technologies Cat. N-1110-100 and Thermo Fisher Scientific, Cat. P801; in-house conjugated; 1 in 200 dilution), IgG1-APC (clone X56, BD Biosciences, Cat. 550874; 1 in 200 dilution), CD38-A680 (clone NIMR5, in-house generated; 1 in 200 dilution), B220-PB (clone RA3-6B2, BD Biosciences, Cat. 558108; 1 in 200 dilution)), antigen-specific GC B cells (CD138^−^IgM^−^IgD^−^Gr1^−^B220^+^NP^+^IgG1^+^CD38^−^) were sorted on a BD FACSAria II Cell Sorter. FACS staining was performed in PBS containing 2% FCS, 1% normal rat serum (NRS), anti-CD16/32 (clone 2.4G2, in-house hybridoma; 1 in 50 dilution), and viable cells identified as negative for propidium iodide (Millipore, Cat. 537059). RNA was isolated from cells using Qiagen RNeasy Plus Micro Kits (Cat No 74034), as per the manufacturer instructions. RNA-seq libraries were prepared by the Australian Genome Research Facility (Melbourne, Australia) using the TruSeq RNA Library Prep Kit v2. Libraries were pooled and clustered with the Illumina cBot system using TruSeq SR Cluster Kit v3 reagents followed by sequencing on the Illumina CASAVA pipeline 1.8.2 HiSeq 2000 system with TruSeq SBS Kit v3 reagents with 101 cycles. RNA-seq was performed with 100 bp single end reads to an approximate depth of 30 million reads after pooling technical replicates. Reads were aligned to the mouse reference genome mm10 using Rsubread^63^. Read counts were summarized at the gene level using featureCounts and Rsubread’s inbuilt RefSeq annotation^64^. Differential expression analysis was conducted using the edgeR package (version 4.0.34)^65,66^. Genes with very low counts (as judged by negative values from edgeR’s aveLogCPM function) were excluded from downstream analysis. Y-chromosome genes were filtered, as well as Xist and genes corresponding to the Ig hypervariable regions (i.e. Ig “something” v), leaving 11,130 genes. 

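In the deposited counts, 11142 of 27179 genes had an average log2 CPM of 0 or more by edgeR's aveLogCPM function. Of these, 5 lie on the Y chromosome (*Kdm5d*, *Eif2s3y*, *Uty*, *Ddx3y* and the pseudogene *Gapdh-ps15*), 1 is *Xist* and 131 are Ig variable genes, and leaving them out gave 11005 genes. *Xist*, on chromosome X from 103460373 to 103483233, had 1235 counts in WT and 427 in *Il21r*-/- on day 7, 2605 and 6792 on day 10, and 1760 and 651 on day 14. *Ddx3y* had 1032 and 1545 counts on day 7, 472 and 218 on day 10, and 602 and 1219 on day 14, so that each library held transcripts of both. With the Y-chromosome genes, *Xist* and Ig variable genes kept, 103 genes were called on day 7, of which 102 were among the genes called without them.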

Library sizes were normalized using the trimmed mean of *M*-values (TMM) method. Genewise negative binomial dispersion parameters were estimated by estimateDisp with robust=TRUE and an additive model with a linear effect for day since immunization. Generalized linear models were then refitted with separate *Il21r*^−/−^ vs WT effects for each day and differential expression was assessed using likelihood ratio tests. Gene set enrichment tests for LZ and DZ signatures were performed using the camera function^67^ of the limma package (version 3.1.6.8)^68^. Barcode enrichment plot was drawn using limma’s barcodeplot function. A gene signature for light vs dark zone GC B cells was obtained from Table S1 of Victora et al. (2010) using genes with expression changes of twofold or greater. A Myc-deficiency signature was obtained from Table S2 of ref. ^14^; FOXO1-deficiency signature was obtained by reanalysing microarray data from ref. ^17^; and mTOR-deficiency signature from NCBI GEO GSE98778 (ref. ^15^). Normalized log_2_-expression values were downloaded from GEO series GSE68043 and analyzed using the limma package^68^. A contrast was formed between the FOXO1 KO group and the average of the DZ and LZ control groups. Differential expression was assessed by moderated *t*-tests with trended empirical Bayes^69^ resulting in 83 upregulated and 162 downregulated genes in the FOXO1 samples (FDR < 0.05).

### Feeder cell preparation, B cell isolation, and iGC B cell culture

For B cell cultures, feeder cells expressing CD40L and secreting BAFF^39,70^ were seeded at a density of 1.5 × 10^5^ or 6 × 10^5^ cells per well in 24- or 6-well plates, respectively (Corning Inc., Corning, NY, USA). Spleen, single-cell suspensions were labeled with Cell Trace Violet (CTV, Molecular Probes, Cat. C34557) and B cells isolated by MACS negative enrichment (B cell isolation kit, Miltenyi Biotec, Cat. 130-090-862) according to the manufacturer’s instructions. Purified cells were counted by a hemocytometer and 2.0 × 10^4^ or 1.6 × 10^5^ B cells per well were seeded in a 24- or 6‐well plate in 1.3 or 6.5 mL of media, respectively. Media contained RPMI-1640 (Gibco, Cat. 11875119) supplemented with 10% FCS, 1 mM sodium pyruvate, 55 μM 2-mercaptoethanol, 100 U/mL–100 μg/mL penicillin–streptomycin^39^. The cells were cultured at 37 °C with 5% CO_2_. On day 2 of culture, where indicated, recombinant mouse IL-21 (R&D Systems) was added for 2 h to a final concentration of 10 ng/mL. Subsequently cells were harvested, washed, and either analyzed by flow cytometry or re-seeded on fresh feeders in the presence of anti-CD40L (clone MR1; a gift from R. Noelle^71^) antibody at 10 μg/mL to block CD40L stimulation. All culture conditions were in duplicate or triplicate for each condition at each harvest time point, days 2 and 3. For flow cytometry analysis, prior to harvest, counting beads were added and a single well per condition was stained with the following antibody cocktail in PBS containing 2% FCS: CD19-APC (clone 1D3, BD Biosciences, Cat. 550992; 1 in 200 dilution) or CD19-PECy7 (clone 1D3, eBioscience, Cat. 25-0193-82; 1 in 200 dilution), IgD-PE (clone 1126.2a, Southern Biotec, Cat. 1120-09; 1 in 200 dilution) or IgD-A680 (clone 1126.2a, in-house; 1 in 200 dilution), CD138-BV650 (clone 281.2, BD Biosciences, Cat. 564068; 1 in 200 dilution) or CD138-APC (clone 281.2, BD Biosciences, Cat. 561705; 1 in 200 dilution). Cells were acquired on a BD LSR Fortessa with BD FACS DIVA software and viable cells identified as negative for propidium iodide (Millipore, Cat. 537059) or Fixable Viability Dye eFluor780 (eBioscience, Cat. 65-0865-14). Analyses were performed with FlowJo version 9.9.6.

### Histology and confocal microscopy

Spleens were fixed in 4% methanol-free formaldehyde (Sigma, Cat. 28906) in PBS at 4 °C for 3.5 h followed by overnight incubation in 30% sucrose in PBS and freezing in OCT (Tissue-Tec, Cat. 4583). Spleens were cut into 10 µM sections using a Leica CM1850 cryostat and the tissue was transferred onto microscope slides. The tissue was blocked with PBS + 5% FCS + 2% rat serum + anti-FcR (clone 2.4G2, in-house hybridoma) for 1 h followed by staining with antibodies to Bcl6-CF568 (clone 7D1-10, in-house purified and conjugated to CF568 (Biotium, Cat. 92215); 1 in 200 dilution), CD35-biotin (BD Biosciences, Cat. 553816; 1 in 200 dilution), CD45.1-eFluor450 (clone A20, eBioscience, Cat. 48-0453-82; 1 in 200 dilution), CD45.2-FITC (clone 104, BD Biosciences, Cat. 553772; 1 in 200 dilution), and B220-AF647 (clone RA3-6B2, in-house purified and conjugated to Alexa fluor 647; 1 in 200 dilution) in a humidified chamber at 4 °C overnight. Slides were washed and stained with Streptavidin-Pacific orange (Thermo Fischer, Cat. S32365) at room temperature for 1 h. After washing twice for 1 h with PBS, slides were mounted using DAKO fluorescent mounting medium (DAKO, Cat. S3023) and Menzel X1000 Coverslip #1.5. Images were acquired on a Nikon AR1 confocal microscope with a CFI Plan Fluor ×20 MI lens using glycerol as immersion medium.

### GC B cell phosphoflow analysis

Splenocytes from C57Bl/6 mice were isolated and the cells of two spleens pooled per sample. GC B cell was enriched by magnetic sorting by staining with biotinylated antibodies to GR1 (clone 8C5, WEHI Antibody Facility; 1 in 200 dilution), IgD (clone 11-26, Southern Biotech, Cat. 1120-08; 1 in 200 dilution), CD4 (clone GK1.5, WEHI Antibody Facility; 1 in 200 dilution), CD8 (clone YTS.169, WEHI Antibody Facility; 1 in 200 dilution), and CD138 (clone 281-2, BD Biosciences, Cat. 553713; 1 in 200 dilution) followed by staining with anti-biotin microbeads (Miltenyi Biotec, Cat. 130-090-485; 1 in 200 dilution) and depletion using LS Columns (Miltenyi Biotec, Cat. 130-042-401) supported by a MACS separator magnetic stand (Miltenyi Biotec). The flow through containing GC B cells was collected for stimulation. Per experimental condition, 1.5 × 10^6^ cells were used. Enriched GC B cells were either left unstimulated or stimulated with IL-21 (20 ng/mL; PeproTech, Cat. 210-21-100) or anti-CD40 (20 ng/mL; clone IC10, WEHI Antibody Facility) for 2 h. For BCR stimulation, anti-Igκ and anti-Igλ cells were incubated with biotinylated rat anti-Igκ (100 ng/mL; clone 187.1, WEHI Antibody Facility) and anti-Igλ (100 ng/mL; clone JC5, WEHI Antibody Facility) during the last 15 min of the 2 h incubation, followed by the addition of avidin (10 µg/mL) during the last minute. Stimulation was stopped by fixation, followed by permeabilization with the BD phosphoflow staining reagents as per the manufacturer’s instructions (BD Biosciences). Cells were stained for flow cytometry with anti-p-S6 (Ser235/236)-PE-Cy7 (clone D57.2.2E, Cell Signaling, Cat. 34411S; 1 in 100 dilution), anti-pAKT (S473)-PE (clone M89-61, BD Biosciences, Cat. 561671; 1 in 40 dilution), PNA-FITC (Vector Laboratories, Cat. FL-1071; 1 in 200 dilution), B220-BV421 (clone RA3-B62, BD Biosciences, Cat. 562922; 1 in 200 dilution), IgD-BV711 (clone 11-26c.2a, BD Biosciences, Cat. 564275; 1 in 200 dilution), CD4-PerCP-Cy5.5 (clone RM4-5, BD Biosciences, Cat. 550954; 1 in 200 dilution). Flow cytometry was performed on a 5-laser LSRFortessa X20 flow cytometer (BD Biosciences) and collected with BD FACS DIVA software. GC B cells were identified as being B220^+^CD4^−^IgD^−^PNA^+^. Flow cytometry data were analyzed with FlowJo 10 software (BD).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE184475. The microarray data used in this study are available in the NCBI Gene Expression Omnibus under accession codes GSE98778 and GSE68043. All other data are available in the article and its Supplementary files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Cyster JG, Allen CDC (2019). B cell responses: cell interaction dynamics and decisions. Cell.

[2] Mesin L, Ersching J, Victora GD (2016). Germinal center B cell dynamics. Immunity.

[3] Tarlinton D, Good-Jacobson K (2013). Diversity among memory B cells: origin, consequences, and utility. Science.

[4] Weisel F, Shlomchik M (2017). Memory B cells of mice and humans. Annu. Rev. Immunol..

[5] Bachmann MF, Odermatt B, Hengartner H, Zinkernagel RM (1996). Induction of long-lived germinal centers associated with persisting antigen after viral infection. J. Exp. Med..

[6] MacLennan IC (1994). Germinal centers. Annu. Rev. Immunol..

[7] Ridderstad A, Tarlinton DM (1998). Kinetics of establishing the memory B cell population as revealed by CD38 expression. J. Immunol..

[8] Victora GD, Nussenzweig MC (2012). Germinal centers. Annu. Rev. Immunol..

[9] Gitlin AD, Shulman Z, Nussenzweig MC (2014). Clonal selection in the germinal centre by regulated proliferation and hypermutation. Nature.

[10] Gitlin AD (2015). Humoral immunity. T cell help controls the speed of the cell cycle in germinal center B cells. Science.

[11] Crotty S (2014). T follicular helper cell differentiation, function, and roles in disease. Immunity.

[12] Shulman Z (2014). Dynamic signaling by T follicular helper cells during germinal center B cell selection. Science.

[13] Calado DP (2012). The cell-cycle regulator c-Myc is essential for the formation and maintenance of germinal centers. Nat. Immunol..

[14] Dominguez-Sola D (2012). The proto-oncogene MYC is required for selection in the germinal center and cyclic reentry. Nat. Immunol..

[15] Ersching J (2017). Germinal center selection and affinity maturation require dynamic regulation of mTORC1 kinase. Immunity.

[16] Dominguez-Sola D (2015). The FOXO1 transcription factor instructs the germinal center dark zone program. Immunity.

[17] Sander S (2015). PI3 kinase and FOXO1 transcription factor activity differentially control B cells in the germinal center light and dark zones. Immunity.

[18] Allen CD (2004). Germinal center dark and light zone organization is mediated by CXCR4 and CXCR5. Nat. Immunol..

[19] Allen CD, Okada T, Cyster JG (2007). Germinal-center organization and cellular dynamics. Immunity.

[20] Chou C (2016). The transcription factor AP4 mediates resolution of chronic viral infection through amplification of germinal center B cell responses. Immunity.

[21] Inoue T (2017). The transcription factor Foxo1 controls germinal center B cell proliferation in response to T cell help. J. Exp. Med..

[22] Bannard O (2013). Germinal center centroblasts transition to a centrocyte phenotype according to a timed program and depend on the dark zone for effective selection. Immunity.

[23] Stewart I, Radtke D, Phillips B, McGowan SJ, Bannard O (2018). Germinal center B cells replace their antigen receptors in dark zones and fail light zone entry when immunoglobulin gene mutations are damaging. Immunity.

[24] Mayer, C. T. et al. The microanatomic segregation of selection by apoptosis in the germinal center. *Science***358**, eaao2602 (2017).10.1126/science.aao2602PMC595727828935768

[25] Kepler TB, Perelson AS (1993). Cyclic re-entry of germinal center B cells and the efficiency of affinity maturation. Immunol. Today.

[26] Collins CM, Speck SH (2015). Interleukin 21 signaling in B cells is required for efficient establishment of murine gammaherpesvirus latency. PLoS Pathog..

[27] Perez-Mazliah D (2015). Disruption of IL-21 signaling affects T cell-B cell interactions and abrogates protective humoral immunity to malaria. PLoS Pathog..

[28] Tangye SG, Ma CS, Brink R, Deenick EK (2013). The good, the bad and the ugly—TFH cells in human health and disease. Nat. Rev. Immunol..

[29] Zotos D, Tarlinton DM (2012). Determining germinal centre B cell fate. Trends Immunol..

[30] Bessa J, Kopf M, Bachmann MF (2010). Cutting edge: IL-21 and TLR signaling regulate germinal center responses in a B cell-intrinsic manner. J. Immunol..

[31] Linterman MA (2010). IL-21 acts directly on B cells to regulate Bcl-6 expression and germinal center responses. J. Exp. Med..

[32] Zotos D (2010). IL-21 regulates germinal center B cell differentiation and proliferation through a B cell-intrinsic mechanism. J. Exp. Med..

[33] Sakaue-Sawano A (2008). Visualizing spatiotemporal dynamics of multicellular cell-cycle progression. Cell.

[34] Wang Y (2017). Germinal-center development of memory B cells driven by IL-9 from follicular helper T cells. Nat. Immunol..

[35] Dowling MR (2014). Stretched cell cycle model for proliferating lymphocytes. Proc. Natl Acad. Sci. USA.

[36] Jandl C (2017). IL-21 restricts T follicular regulatory T cell proliferation through Bcl-6 mediated inhibition of responsiveness to IL-2. Nat. Commun..

[37] Victora GD (2012). Identification of human germinal center light and dark zone cells and their relationship to human B-cell lymphomas. Blood.

[38] Kennedy DE (2020). Novel specialized cell state and spatial compartments within the germinal center. Nat. Immunol..

[39] Nojima T (2011). In-vitro derived germinal centre B cells differentially generate memory B or plasma cells in vivo. Nat. Commun..

[40] Luo W, Weisel F, Shlomchik MJB (2018). Cell receptor and CD40 signaling are rewired for synergistic induction of the c-Myc transcription factor in germinal center B cells. Immunity.

[41] Zeng R (2007). The molecular basis of IL-21-mediated proliferation. Blood.

[42] Victora GD (2010). Germinal center dynamics revealed by multiphoton microscopy with a photoactivatable fluorescent reporter. Cell.

[43] Ise W (2018). T follicular helper cell-germinal center B cell interaction strength regulates entry into plasma cell or recycling germinal center cell fate. Immunity.

[44] Heinzel S (2017). A Myc-dependent division timer complements a cell-death timer to regulate T cell and B cell responses. Nat. Immunol..

[45] Finkin S, Hartweger H, Oliveira TY, Kara EE, Nussenzweig MC (2019). Protein amounts of the MYC transcription factor determine germinal center B cell division capacity. Immunity.

[46] Deenick EK, Gett AV, Hodgkin PD (2003). Stochastic model of T cell proliferation: a calculus revealing IL-2 regulation of precursor frequencies, cell cycle time, and survival. J. Immunol..

[47] Khalil AM, Cambier JC, Shlomchik MJ (2012). B cell receptor signal transduction in the GC is short-circuited by high phosphatase activity. Science.

[48] Leonard W. J. & Wan C. K. IL-21 signaling in immunity. *F1000Res***5**, F1000 Faculty Rev-224 (2016).10.12688/f1000research.7634.1PMC477098626966515

[49] Tangye, S. G. & Ma, C. S. Regulation of the germinal center and humoral immunity by interleukin-21. *J. Exp. Med*. **217**, e20191638 (2020).10.1084/jem.20191638PMC703725131821441

[50] Banerjee K, Resat H (2016). Constitutive activation of STAT3 in breast cancer cells: a review. Int. J. Cancer.

[51] Bromberg JF (1999). Stat3 as an oncogene. Cell.

[52] Leslie K (2006). Cyclin D1 is transcriptionally regulated by and required for transformation by activated signal transducer and activator of transcription 3. Cancer Res..

[53] Kane A, Lau A, Brink R, Tangye SG, Deenick EK (2016). B-cell-specific STAT3 deficiency: insight into the molecular basis of autosomal-dominant hyper-IgE syndrome. J. Allergy Clin. Immunol..

[54] Carrington EM (2010). BH3 mimetics antagonizing restricted prosurvival Bcl-2 proteins represent another class of selective immune modulatory drugs. Proc. Natl Acad. Sci. USA.

[55] Vikstrom I (2010). Mcl-1 is essential for germinal center formation and B cell memory. Science.

[56] Camacho SA, Kosco-Vilbois MH, Berek C (1998). The dynamic structure of the germinal center. Immunol. Today.

[57] Luthje K (2012). The development and fate of follicular helper T cells defined by an IL-21 reporter mouse. Nat. Immunol..

[58] Deenick EK (2010). Follicular helper T cell differentiation requires continuous antigen presentation that is independent of unique B cell signaling. Immunity.

[59] Song W, Craft J (2019). T follicular helper cell heterogeneity: Time, space, and function. Immunol. Rev..

[60] Weinstein JS (2016). TFH cells progressively differentiate to regulate the germinal center response. Nat. Immunol..

[61] Ozaki K (2002). A critical role for IL-21 in regulating immunoglobulin production. Science.

[62] Blink EJ (2005). Early appearance of germinal center-derived memory B cells and plasma cells in blood after primary immunization. J. Exp. Med.

[63] Liao Y, Smyth GK, Shi W (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res..

[64] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[65] McCarthy DJ, Chen Y, Smyth GK (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res..

[66] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[67] Wu D, Smyth GK (2012). Camera: a competitive gene set test accounting for inter-gene correlation. Nucleic Acids Res..

[68] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[69] Phipson B, Lee S, Majewski IJ, Alexander WS, Smyth GK (2016). Robust hyperparameter estimation protects against hypervariable genes and improves power to detect differential expression. Ann. Appl Stat..

[70] Robinson MJ (2019). BAFF, IL-4 and IL-21 separably program germinal center-like phenotype acquisition, BCL6 expression, proliferation and survival of CD40L-activated B cells in vitro. Immunol. Cell Biol..

[71] Noelle RJ (1992). A 39-kDa protein on activated helper T cells binds CD40 and transduces the signal for cognate activation of B cells. Proc. Natl Acad. Sci. USA.

# Supplementary material for: The concerted change in the distribution of cell cycle phases and zone composition in germinal centers is regulated by IL-21
**Source:** Nat Commun. 2021 Dec 9;12:7160. doi: 10.1038/s41467-021-27477-0
**Supplement:** Supplementary file 1 — Supplementary Information

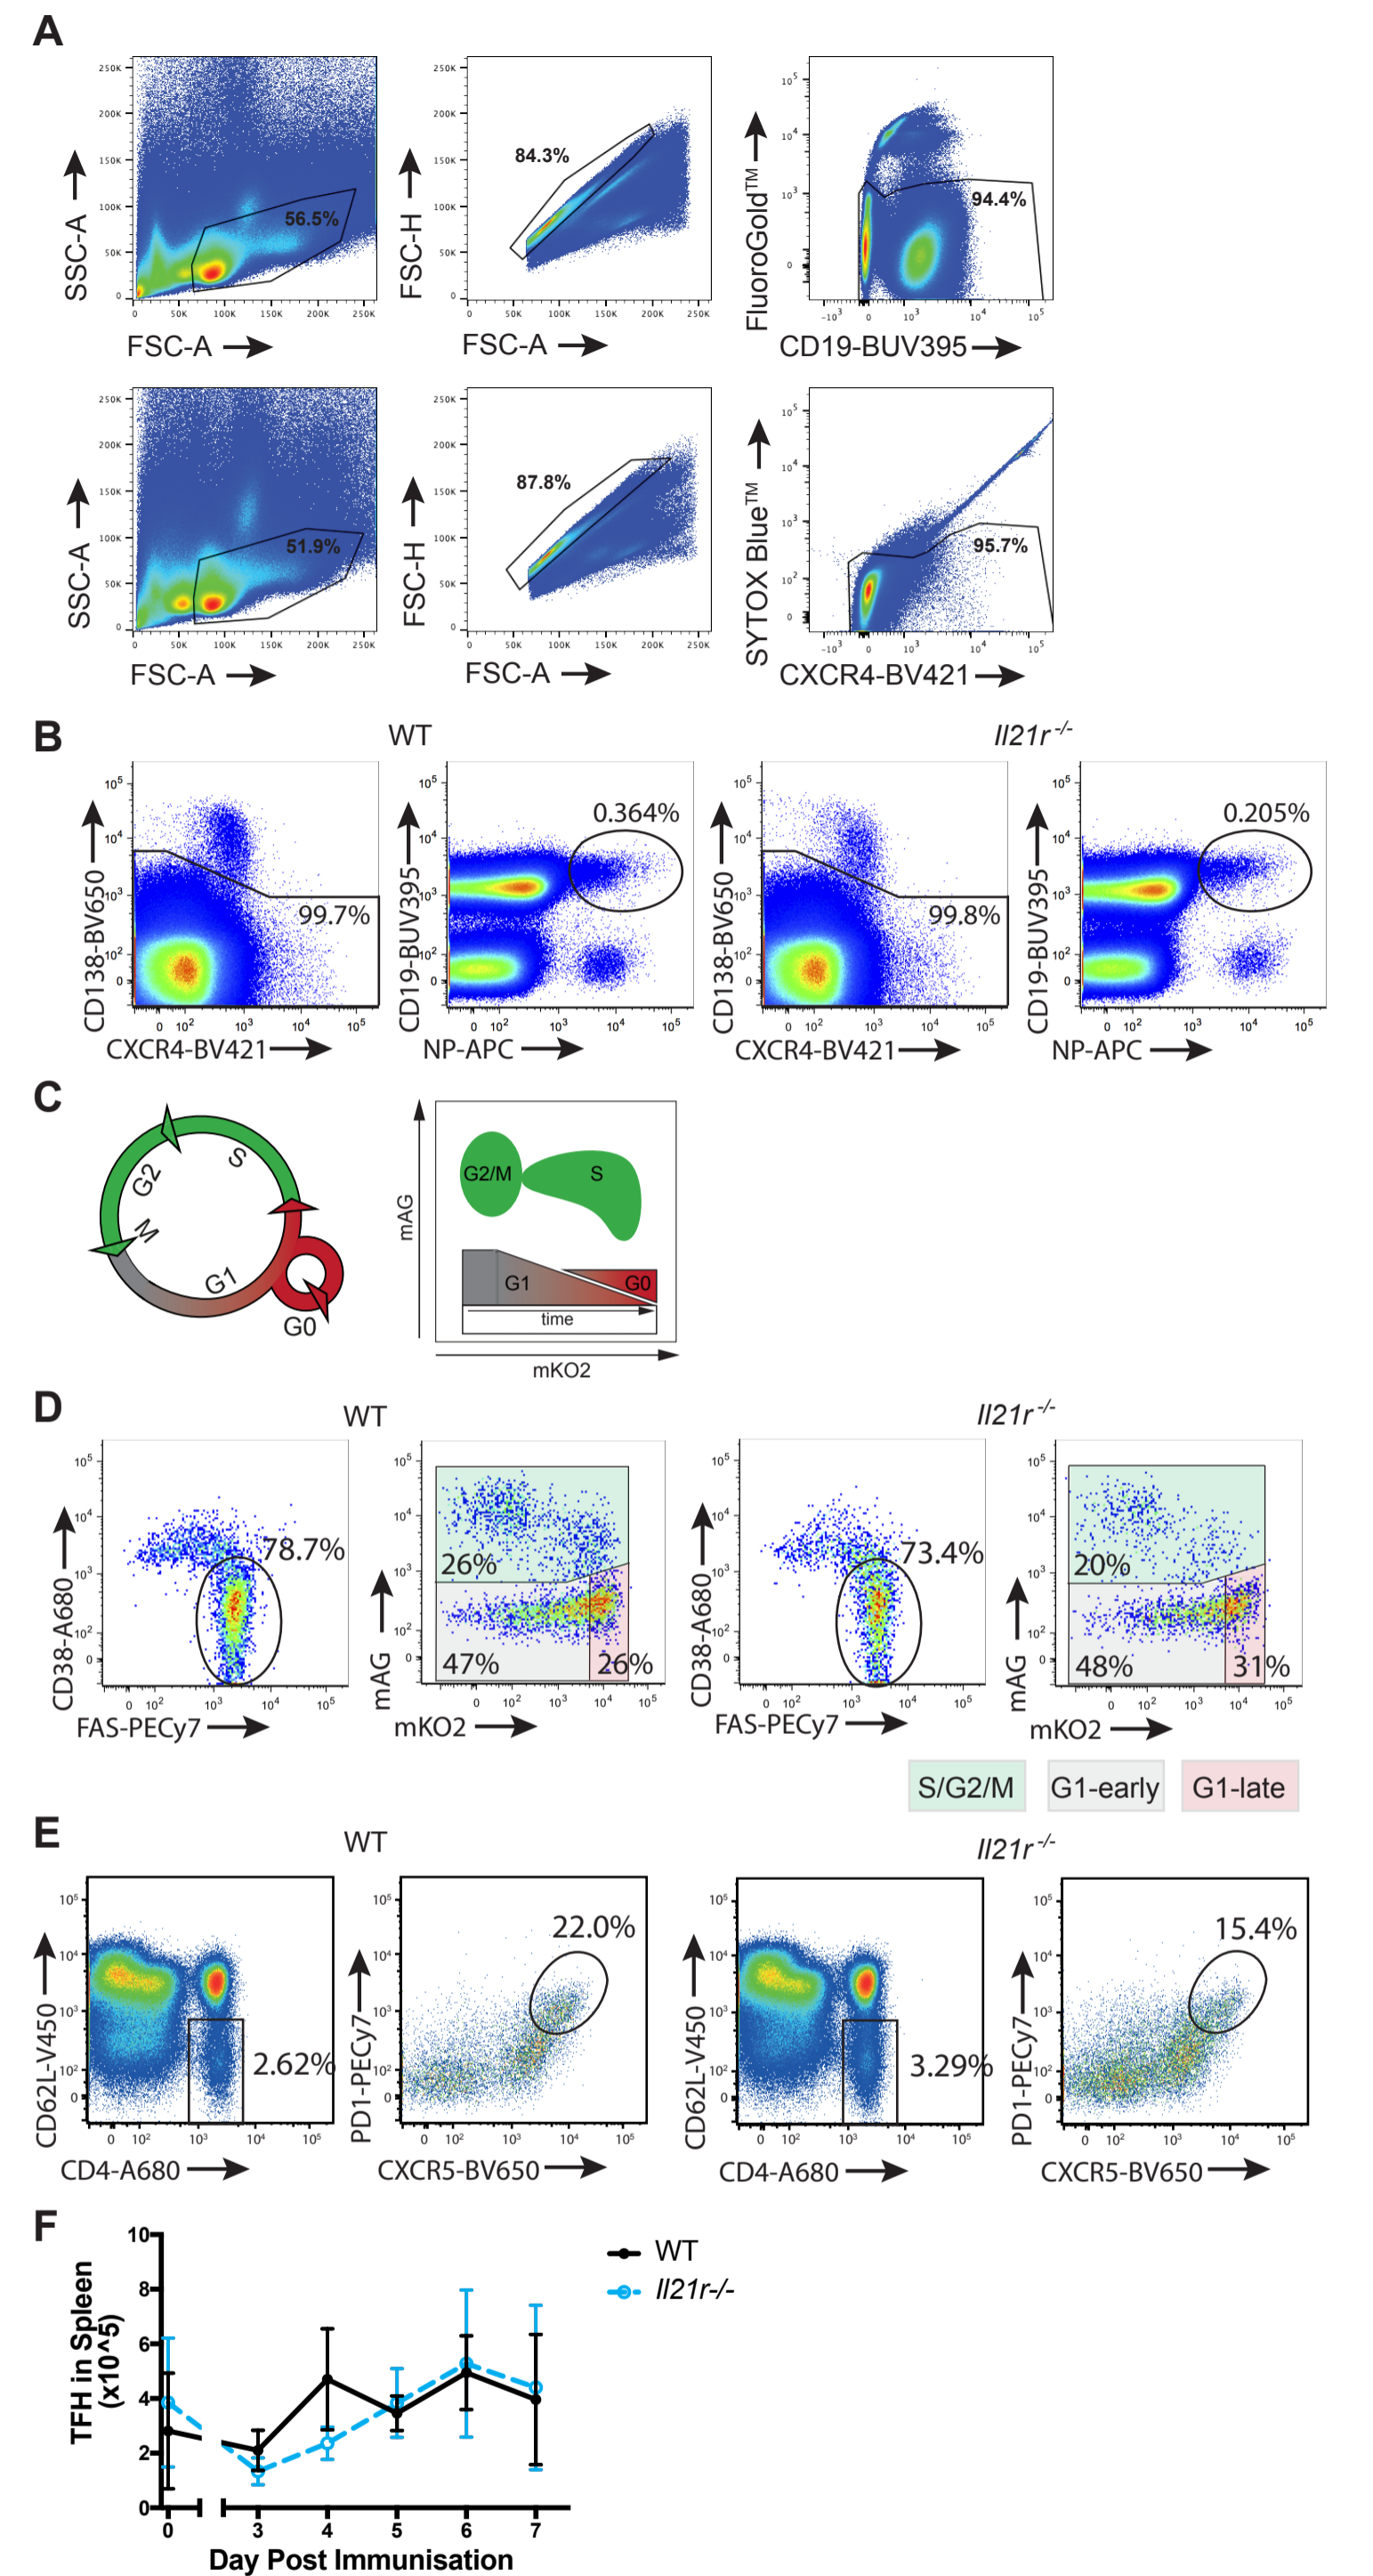

**Supplementary Figure 1. Identification of antigen-specific B cells with cell cycle stages and Tfh cells.**

(A) Representative sequential flow cytometry electronic gates used for analysis of viable lymphocytes from the spleen. Either the top or lower panel gating strategy was used for all data shown in Figures 1, 2 and 3, and Supplementary Figures 1, and 5. (B) Representative flow cytometry gating from d7 NP-KLH in alum immunized FUCCI WT (left) and FUCCI *Il21r*<sup>-/-</sup> (right) mice for NP-binding B cells (CD138-CD19+NP+) amongst total splenic lymphocytes. (C) Schematic representation of cell cycle phase dependent monomeric Azami Green (mAG, green) and monomeric Kusabira Orange (mKO2, red) expression in FUCCI mice (left) and schematic depiction of their fluorescence as detected by flow cytometry (right). mKO2 expression intensity depends on time spent in G1/G0. (D) Representative flow cytometry gating for GC B cells (Fas+CD38<sup>-</sup>; left graph) for each genotype amongst NP-binding B cells shown in (B). Representative splenic FUCCI, mKO2 and mAG, expression profiles of NP-binding GC cells (right graph) for each genotype. Green (mAG<sup>+</sup>), red (mKO2<sup>hi</sup>) and grey (mAG<sup>-</sup> mKO2<sup>lo/-</sup>) boxes indicate electronic gates used to identify cells in S/G2/M, G1-early and G1-late, respectively. (E) Representative flow cytometry gating from NP-KLH in alum immunized WT (upper) and *Il21r*<sup>-/-</sup> (lower) mice for splenic T follicular helper (Tfh) cells (CD4+CD62L-PD1+CXCR5<sup>+</sup>). (F) Total number of Tfh cells in the spleen as gated in (E) for unimmunized and immunized mice of the indicated genotypes at times indicated. Data presented as mean ± SD from two independent experiments with 3-8 mice per time point.

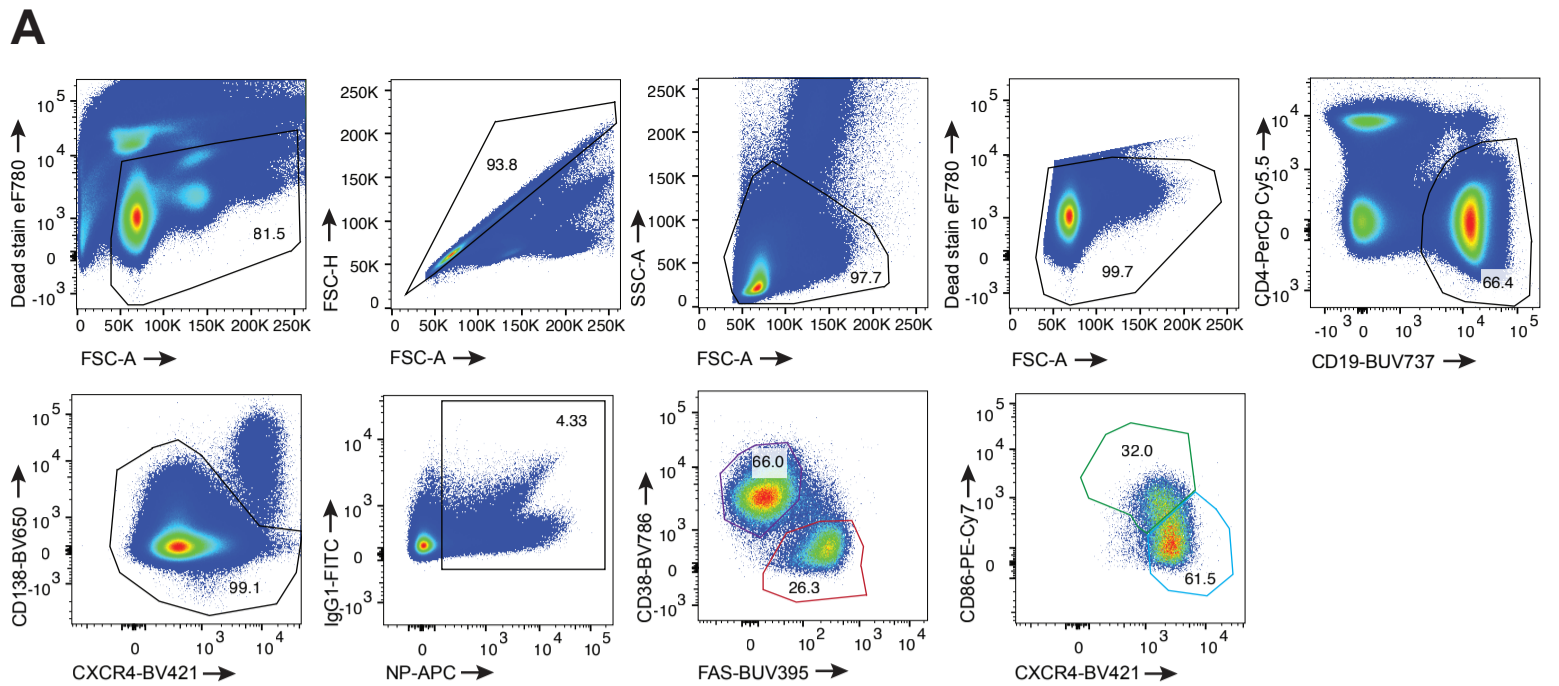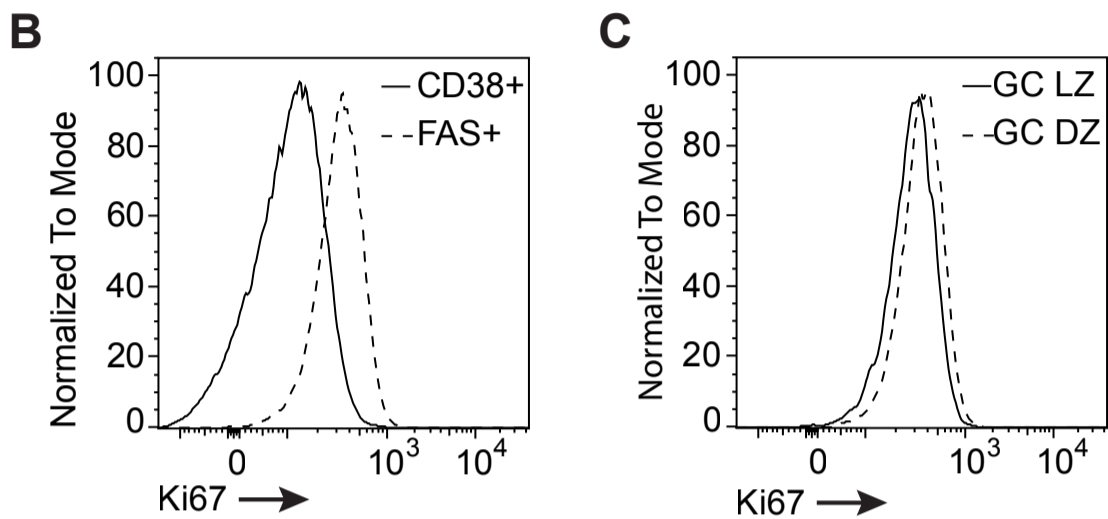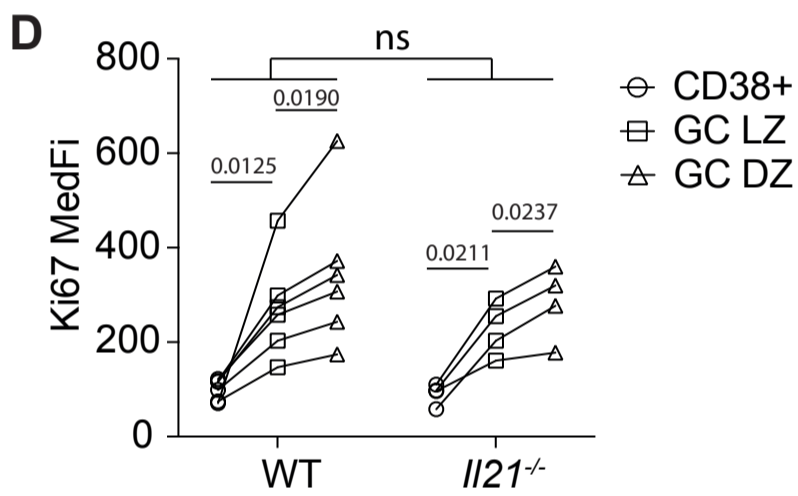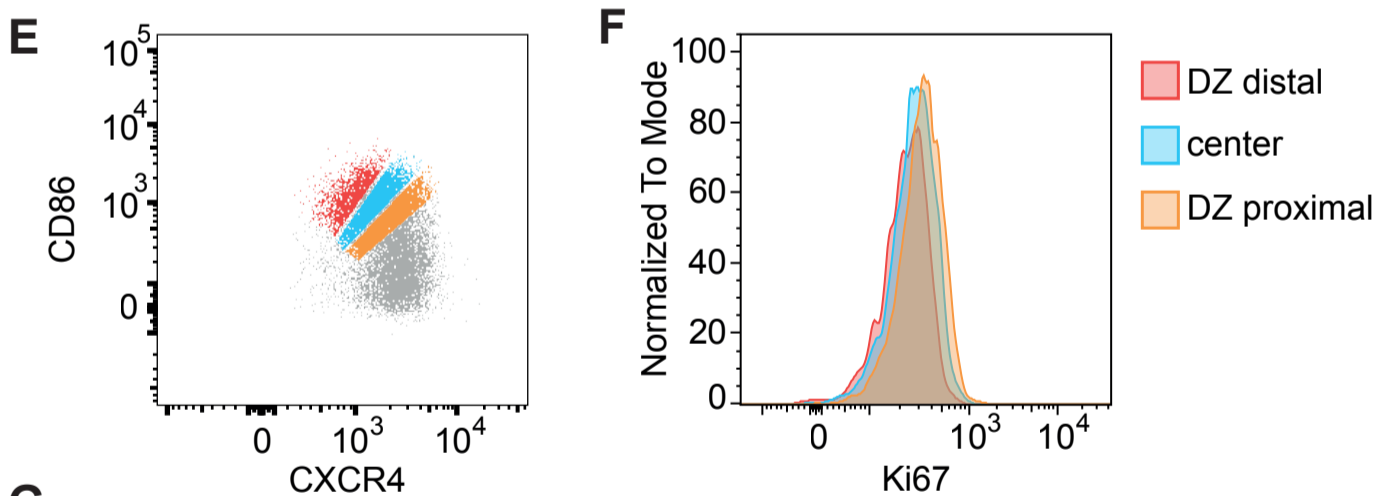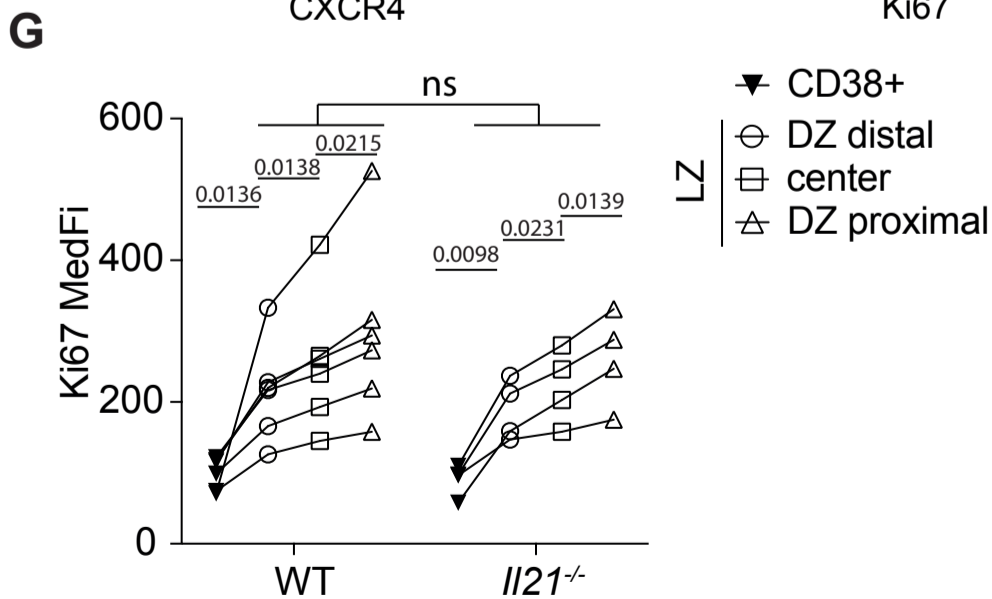

**Supplementary Figure 2. GC LZ B cells remain in G1 in the absence of IL-21 signalling, and express WT amounts of Ki67.** (A) Sequential gating strategy to identify NP binding CD38<sup>+</sup> (purple) and FAS<sup>+</sup> B cells (red) among splenocytes from WT and *I/21*<sup>-/-</sup> mice, day 7 post ip immunization with NP-KLH in alum. FAS<sup>+</sup> B cells were further divided into GC DZ (blue) and LZ (green). These electronic gates were applied to the following figure analyses. Exemplary Ki67 staining of (B) NP+CD38<sup>+</sup> or NP+FAS<sup>+</sup> B cells, (C) within GC zones and (D) statistical analysis. Exemplary staining of (E) GC zones and LZ sub-fractions (distal, center, proximal as red, blue, orange respectively) with (F) derived Ki67 staining and (G) statistical analysis. Statistical analyses were performed using paired (within WT or *I/21*<sup>-/-</sup> mice) or unpaired t test (between genotypes). Exact p-values are shown with those  $\leq 0.05$  considered significant. Data are from one experiment, n=6 and n=4 for WT and *I/21*<sup>-/-</sup> respectively.

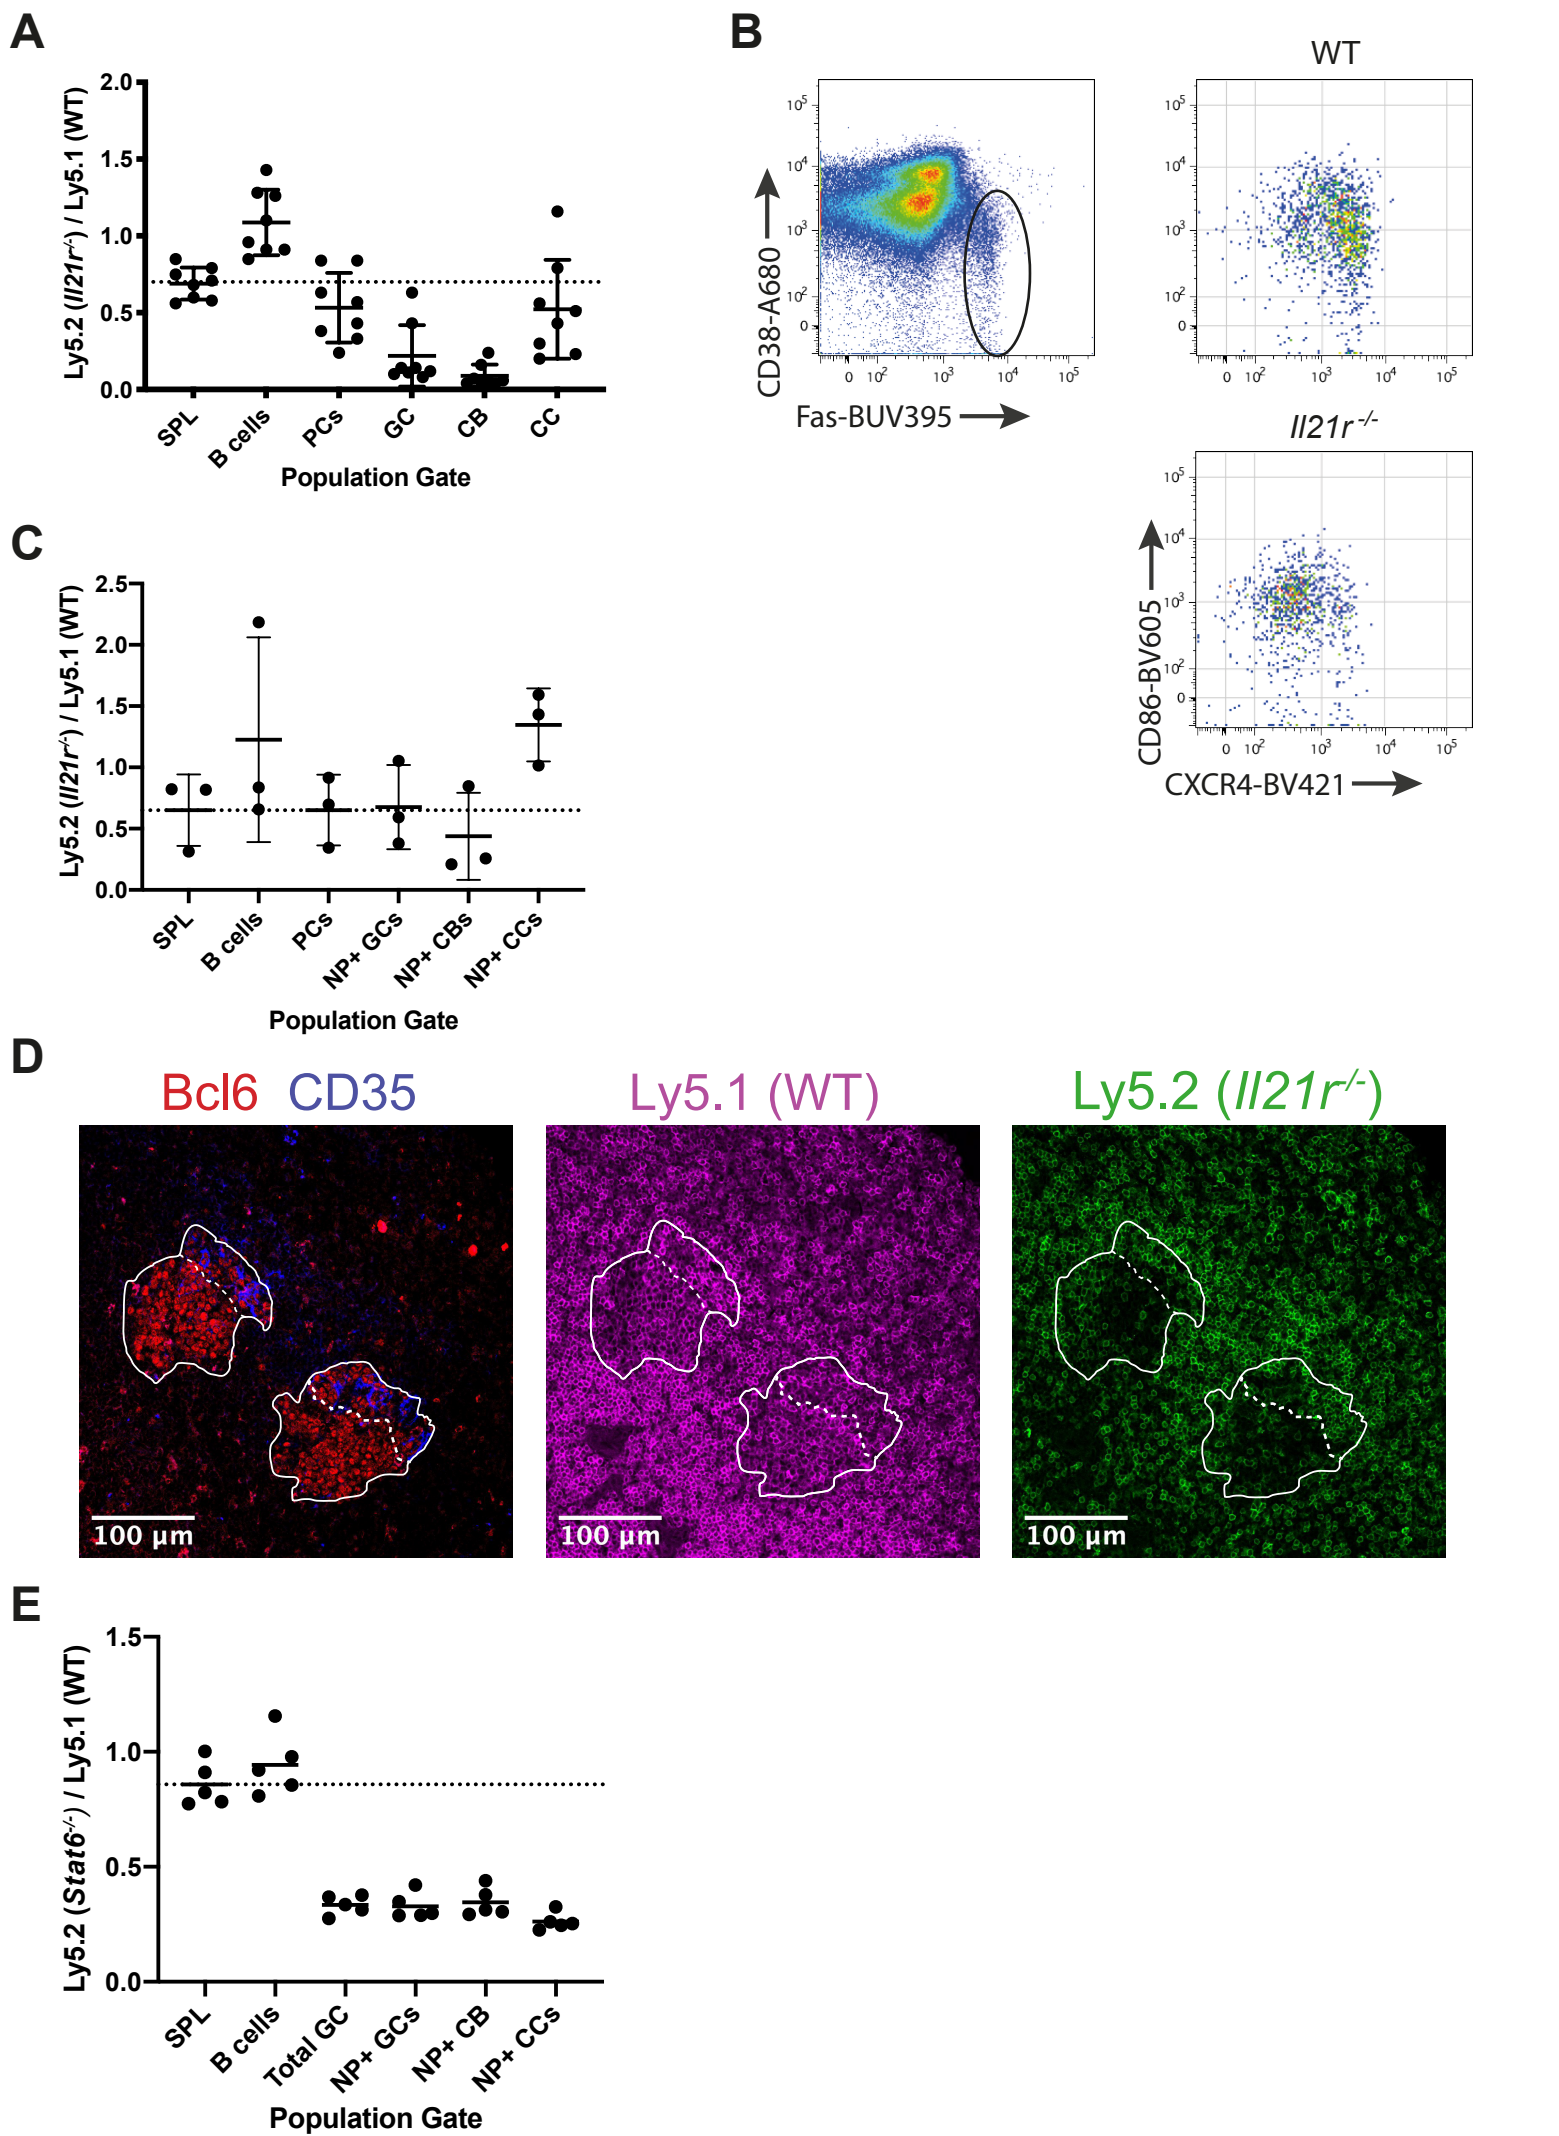

**Supplementary Figure 3. The effects of IL-21 on GC B cells are intrinsic and disintinct from that of IL-4.** (A) and (B) Chimeric mice were generated by bone marrow reconstitution using a 1:1 ratio of WT (Ly5.1) and *Il21r<sup>-/-</sup>* (Ly5.2) donor cells. Spleens were harvested after reconstitution and analyzed for overall chimerisation and B cell populations. Dotted line represents resulting lymphocyte chimeric ratio in spleen (SPL). (A) Flow cytometry markers used to define populations from unimmunized mice were as follows: B cells: CD19+ PCs: CD138+CXCR4+; GC: CD138-CD19+Fas+CD38-; CB: GC markers and CD86<sup>lo</sup>CXCR4<sup>hi</sup>; and CC: GC markers and CD86<sup>hi</sup>CXCR4<sup>lo</sup>. Ratio calculated as Ly5.2/Ly5.1 with each circle representing an individual mouse (total of n=8) with mean  $\pm$  SD overlayed. (B) Representative flow cytometry gating, for data shown in (A), from chimeric mice of GC B cells (left) and WT (Ly5.1) and *Il21r<sup>-/-</sup>* (Ly5.2) zone profiles (middle and right). (C) Flow cytometry markers used to defined splenic populations in mice at d7 post immunization with NP-KLH in alum ip, as outlined in (A). Ratio calculated as Ly5.2/Ly5.1 with each circle representing an individual mouse (total n=3) with mean  $\pm$ SD overlayed. (A) and (C) represent independent experiments. (D) Representative confocal microscopy staining of spleen section from chimeric mice, d7 after immunization. Left: Bcl6 (red) highlights GC structures and CD35 (blue) highlights FDC structures and LZ; Middle: Ly5.1 (purple) shows WT cells; Right: Ly5.2 (green) shows *Il21r<sup>-/-</sup>* cells. Solid line defines GC border and dotted line separates LZ from DZ, with CD35 staining only in LZ. Data are representative of 3 independent experiments. (E) Proportional representation of WT (Ly5.1) and *Stat6<sup>-/-</sup>* (Ly5.2) B cells in bone marrow chimeras, d7 after immunization with NP-KLH amongst splenocytes (SPL) and B cells (dashed line showing relative reconstitution), total GC, antigen-specific GC (NP+ GC) and antigen-specific zones (NP+ CB; NP+ CC). Data representative of 2 experiments, with 5 mice shown.

**A**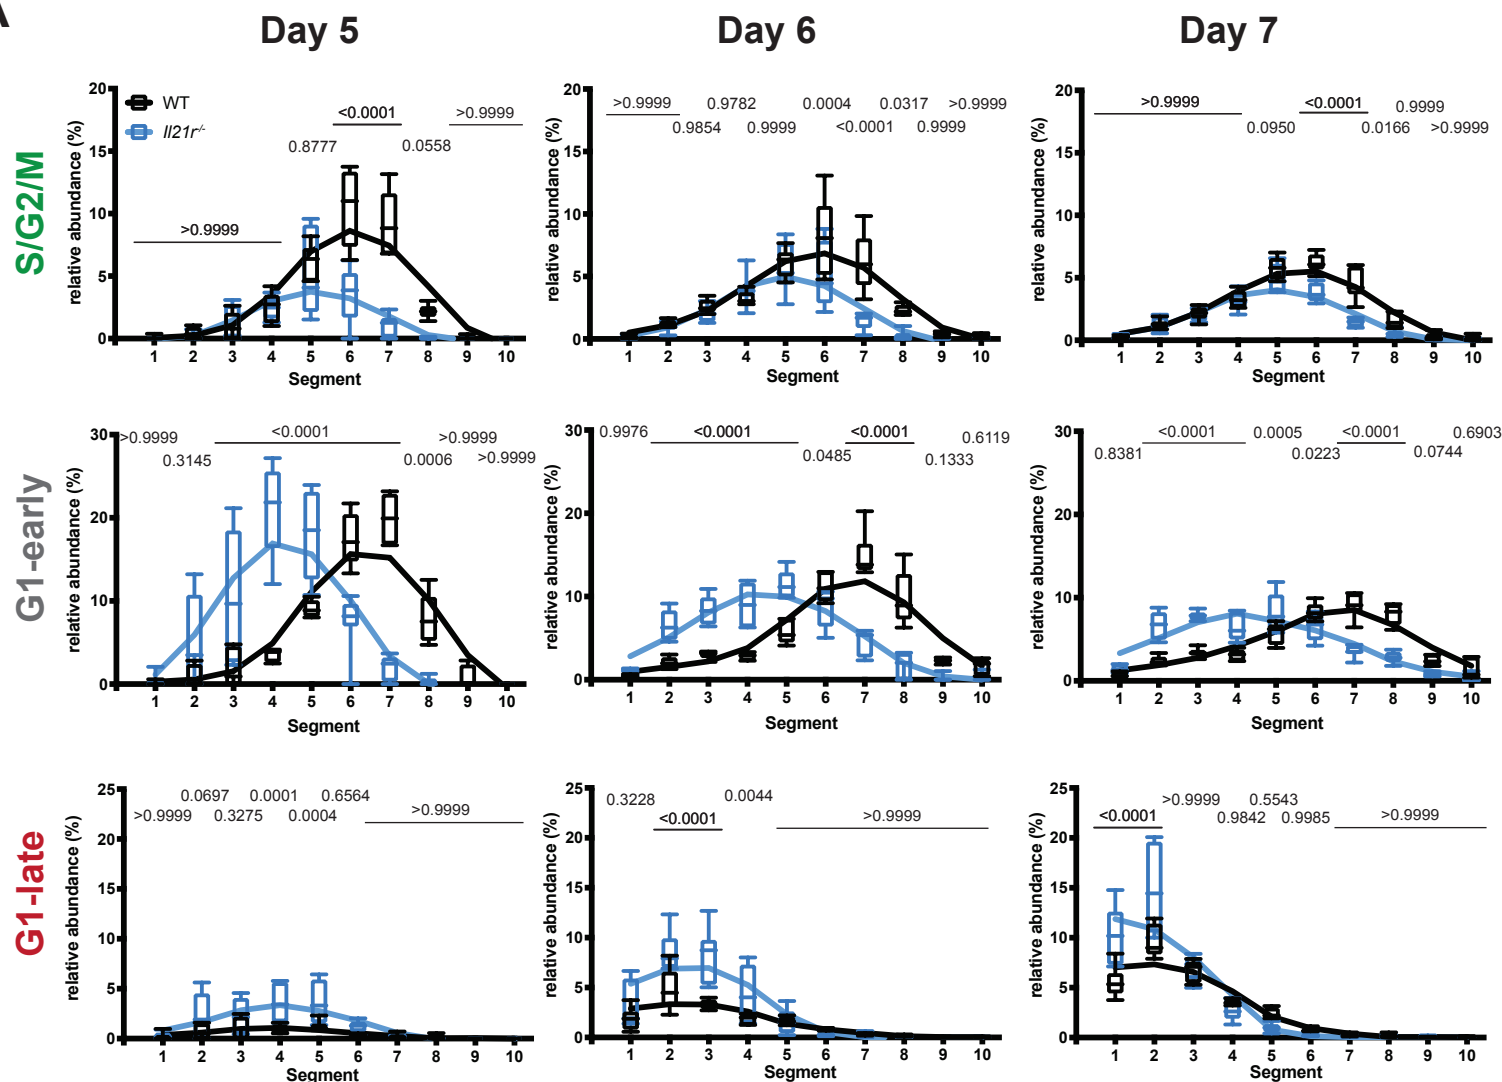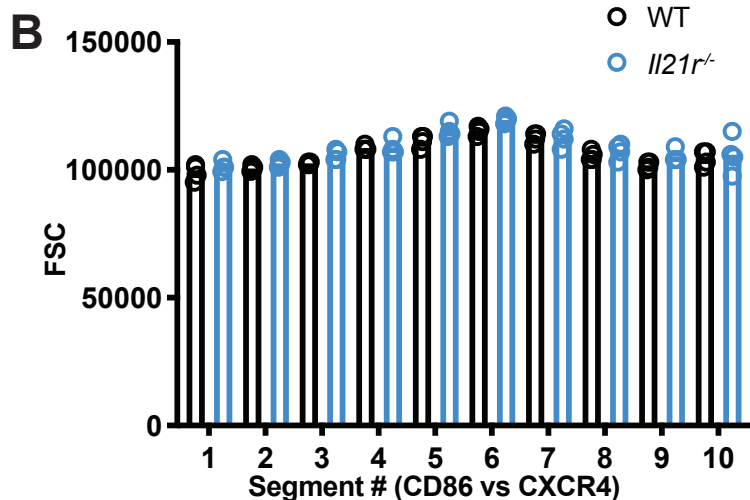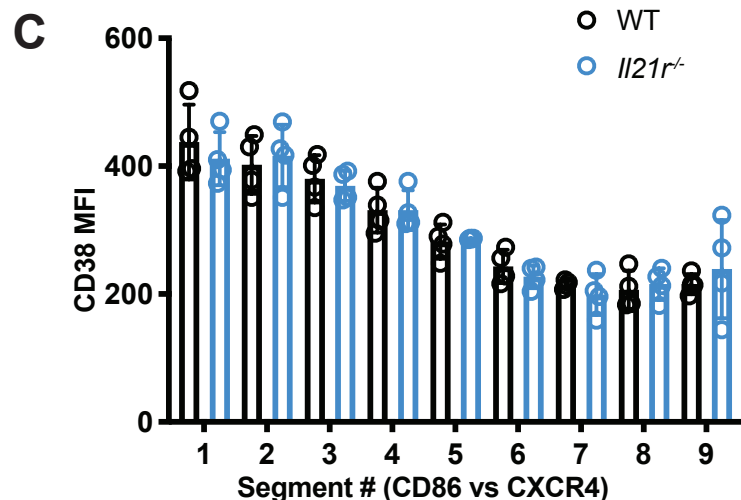

**Supplementary Figure 4. The flow cytometry gating strategy for analysis of antigen-specific splenocytes d7 after immunization of WT and *Il21r<sup>-/-</sup>* mice, as detailed in Figure 3. (A) Box and whisker plots of the relative abundance of cells in individual cell cycle phases among the segments indicated in Figure 3 (A) and (B) at d5, 6 and 7 post immunization. Curves were interpolated using Graph Pad Prism 7 and are as depicted in Figure 3 (C). Data represent n=7, 8 (WT, *Il21r<sup>-/-</sup>*; Day 5), n=6, 7 (WT, *Il21r<sup>-/-</sup>*; Day 6) and n=6,8 (WT, *Il21r<sup>-/-</sup>*; Day 7) mice examined over 3 independent experiments, final gates with ≤10 events were excluded and not counted in n number stated here. Boxes depict 25th to 75th percentiles with the line showing the median. Whiskers show minimum and maximum values. Statistical analysis 2way ANOVA. Exact p-values are shown with those ≤ 0.05 considered significant. (B) and (C) The mean forward scatter (FSC) and CD38 surface mean fluorescence intensity (MFI) are shown for each of the GC segments depicted in Figure 3, dots represent individual mice with mean ± SD indicated by bar and lines respectively. Representative of 2 experiments, and 4 mice per genotype.**

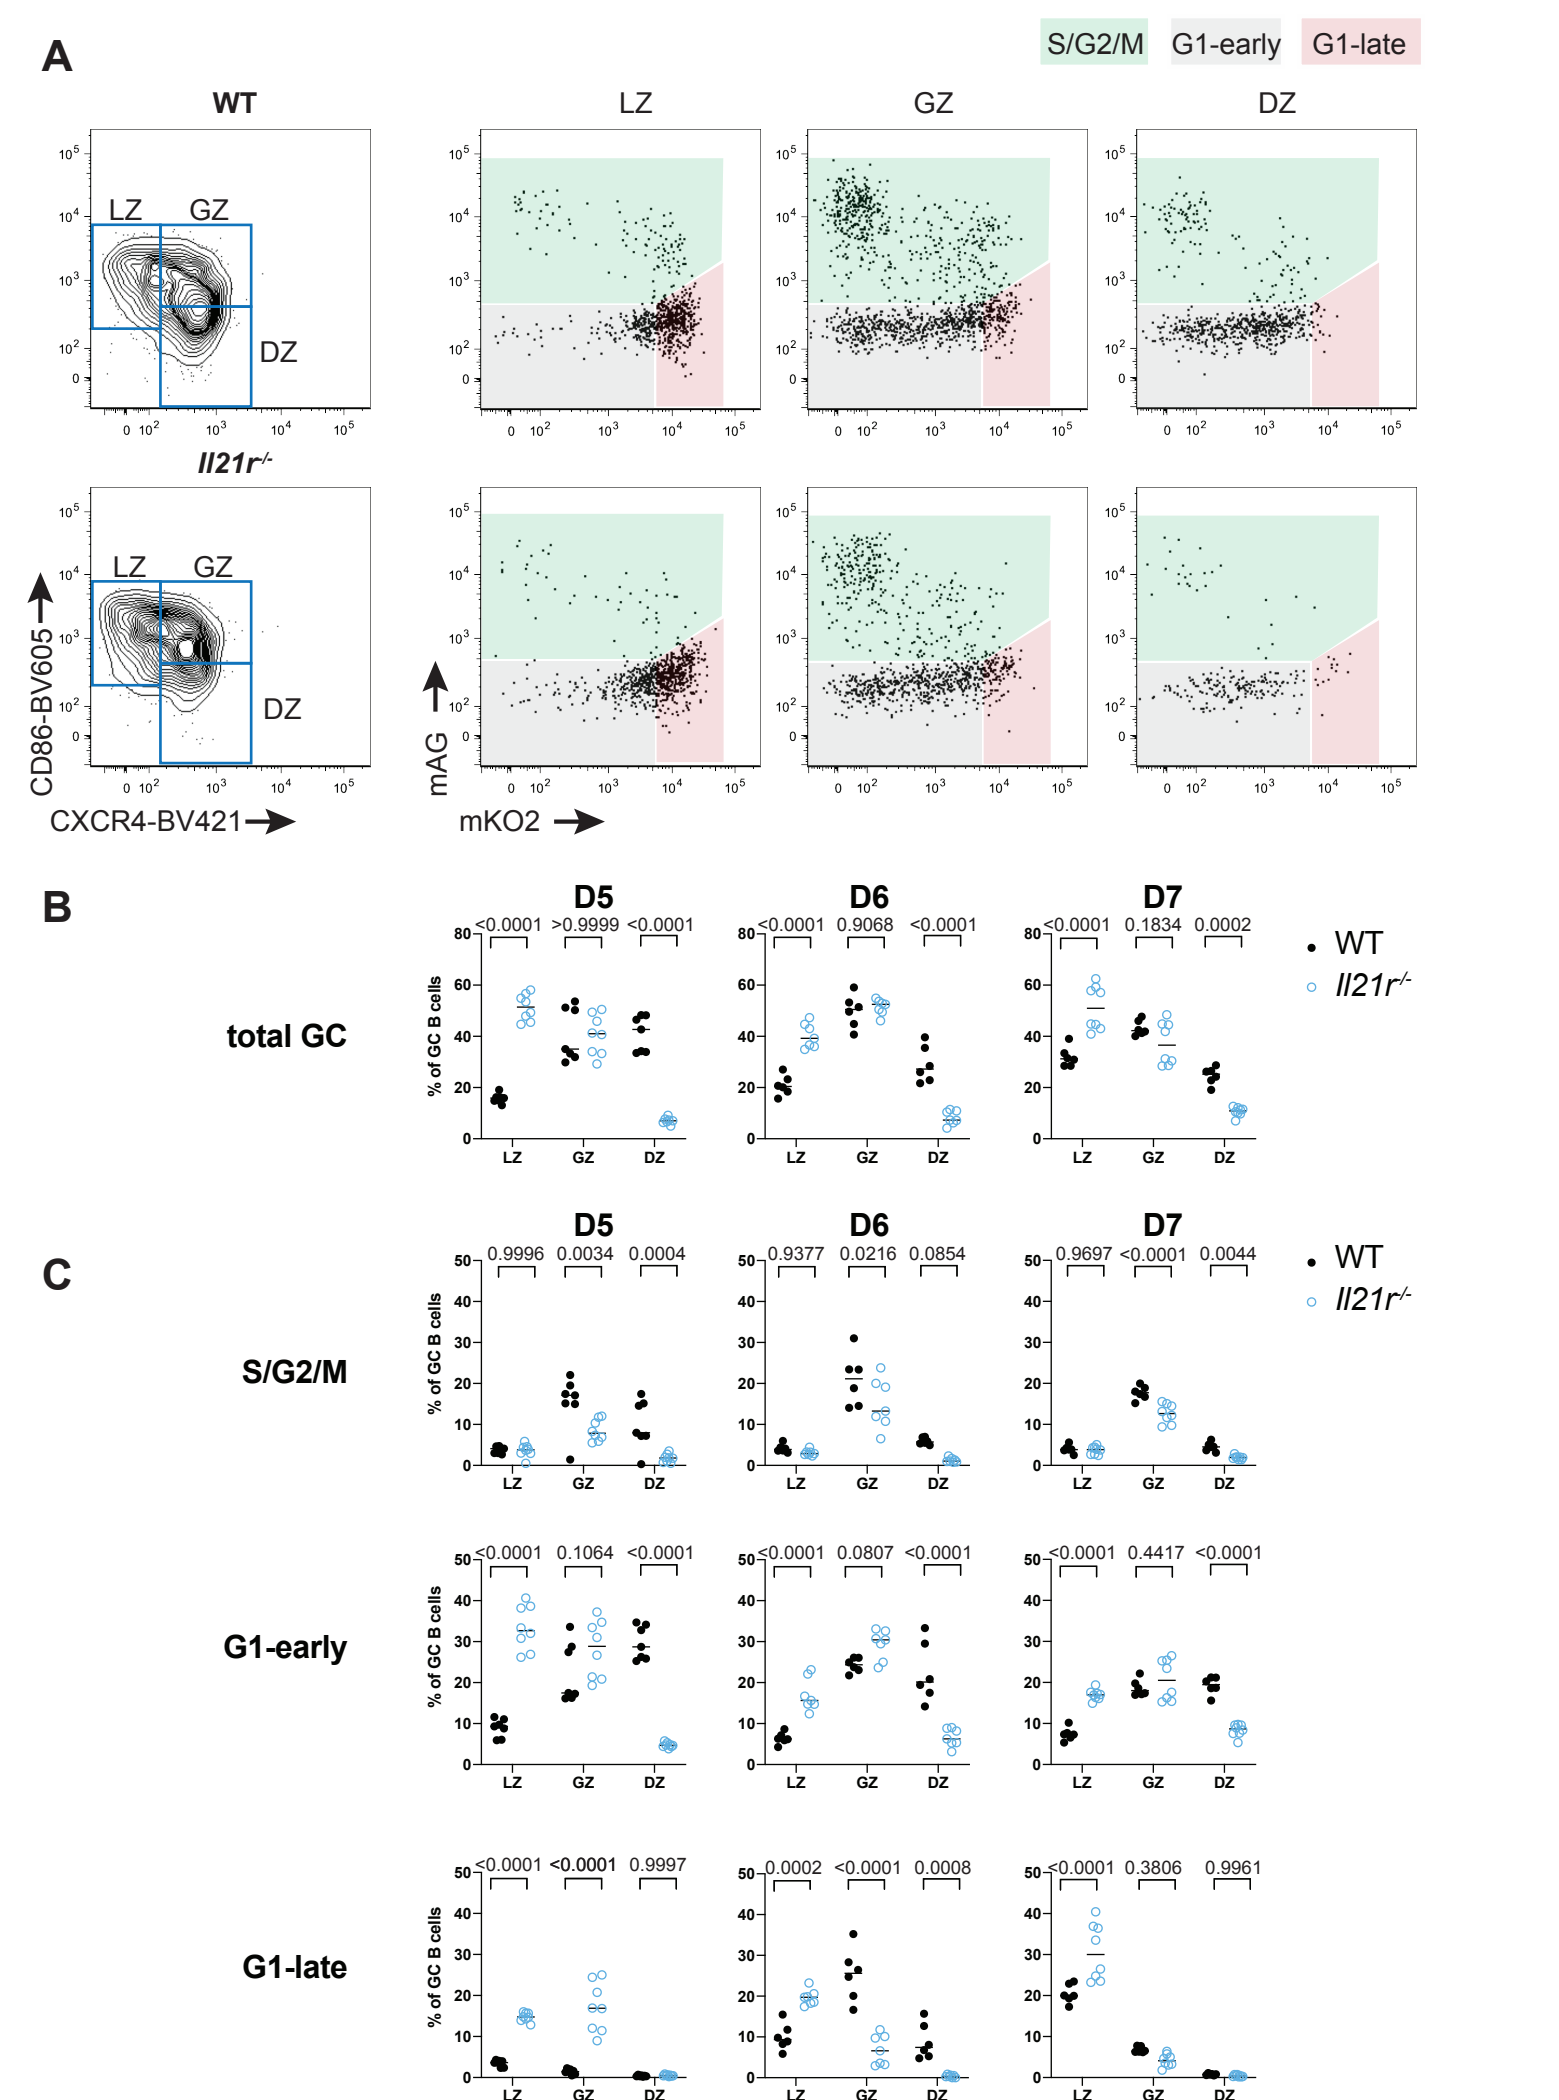

**A**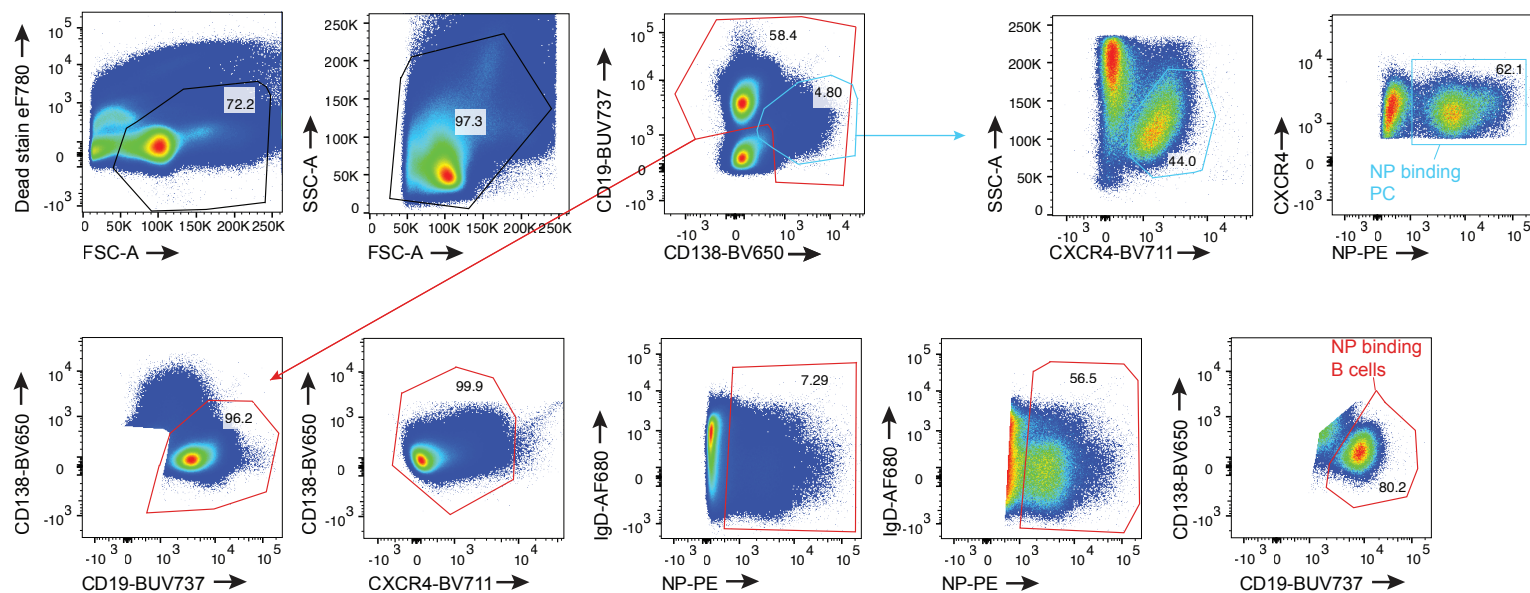**B**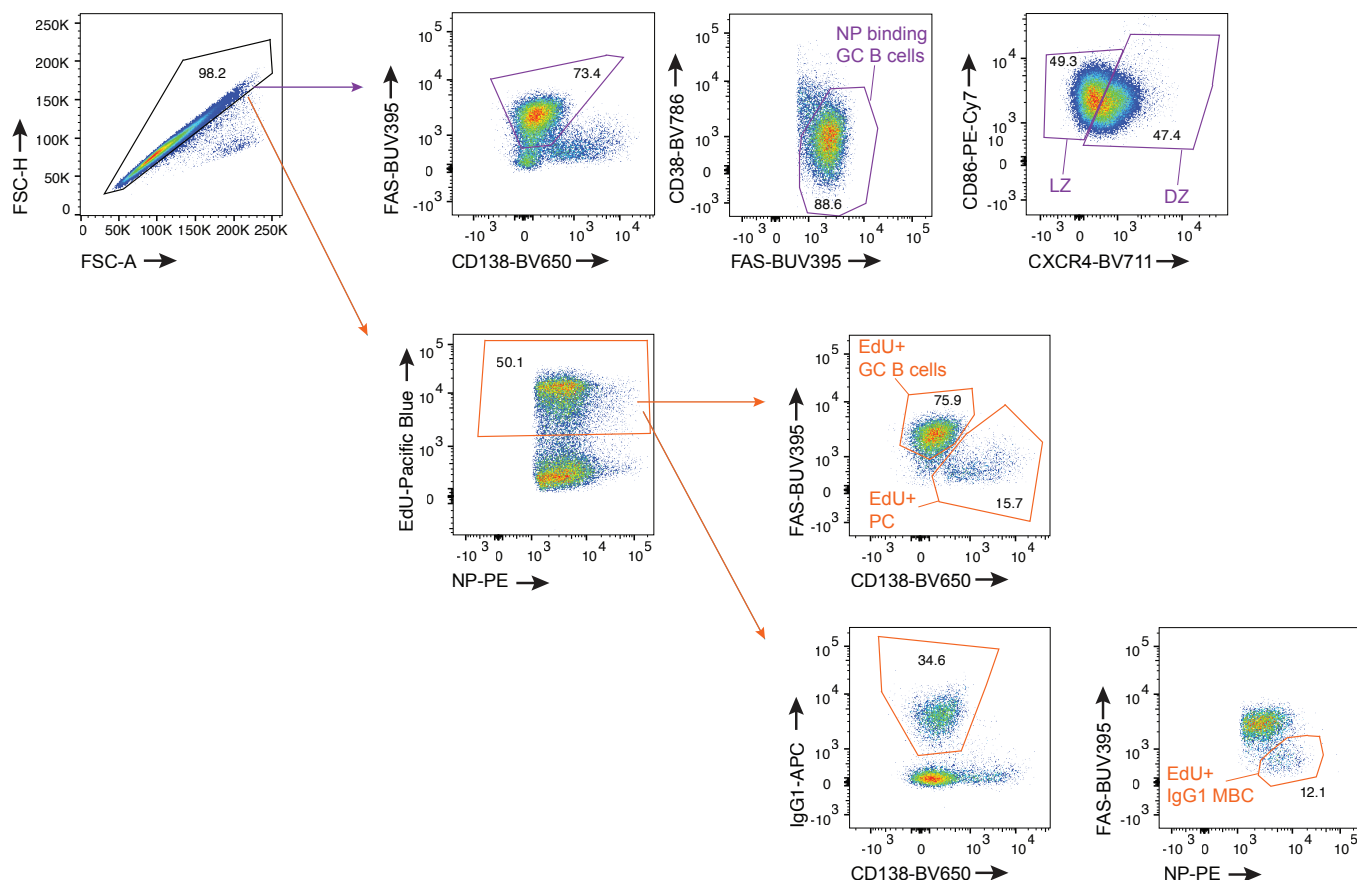

**Supplementary Figure 6. Representative electronic gating strategy as applied in Figure 4. (A)** Black gates are common for all cell types, light blue gates were used to identify NP binding PC and red gates to identify NP binding B cells. **(B)** NP binding PC and NP binding B cells were then concatenated and exported for further analysis. Gates in purple was used to identify LZ and DZ GC B cells. This gating strategy, in conjunction with EdU and BrdU gates shown in Figure 4B, was used for the analysis shown in Figure 4C-E. Gates in orange depict strategy for Figure 4F, identifying EdU+ GC B cells, PC and IgG1 MBC.

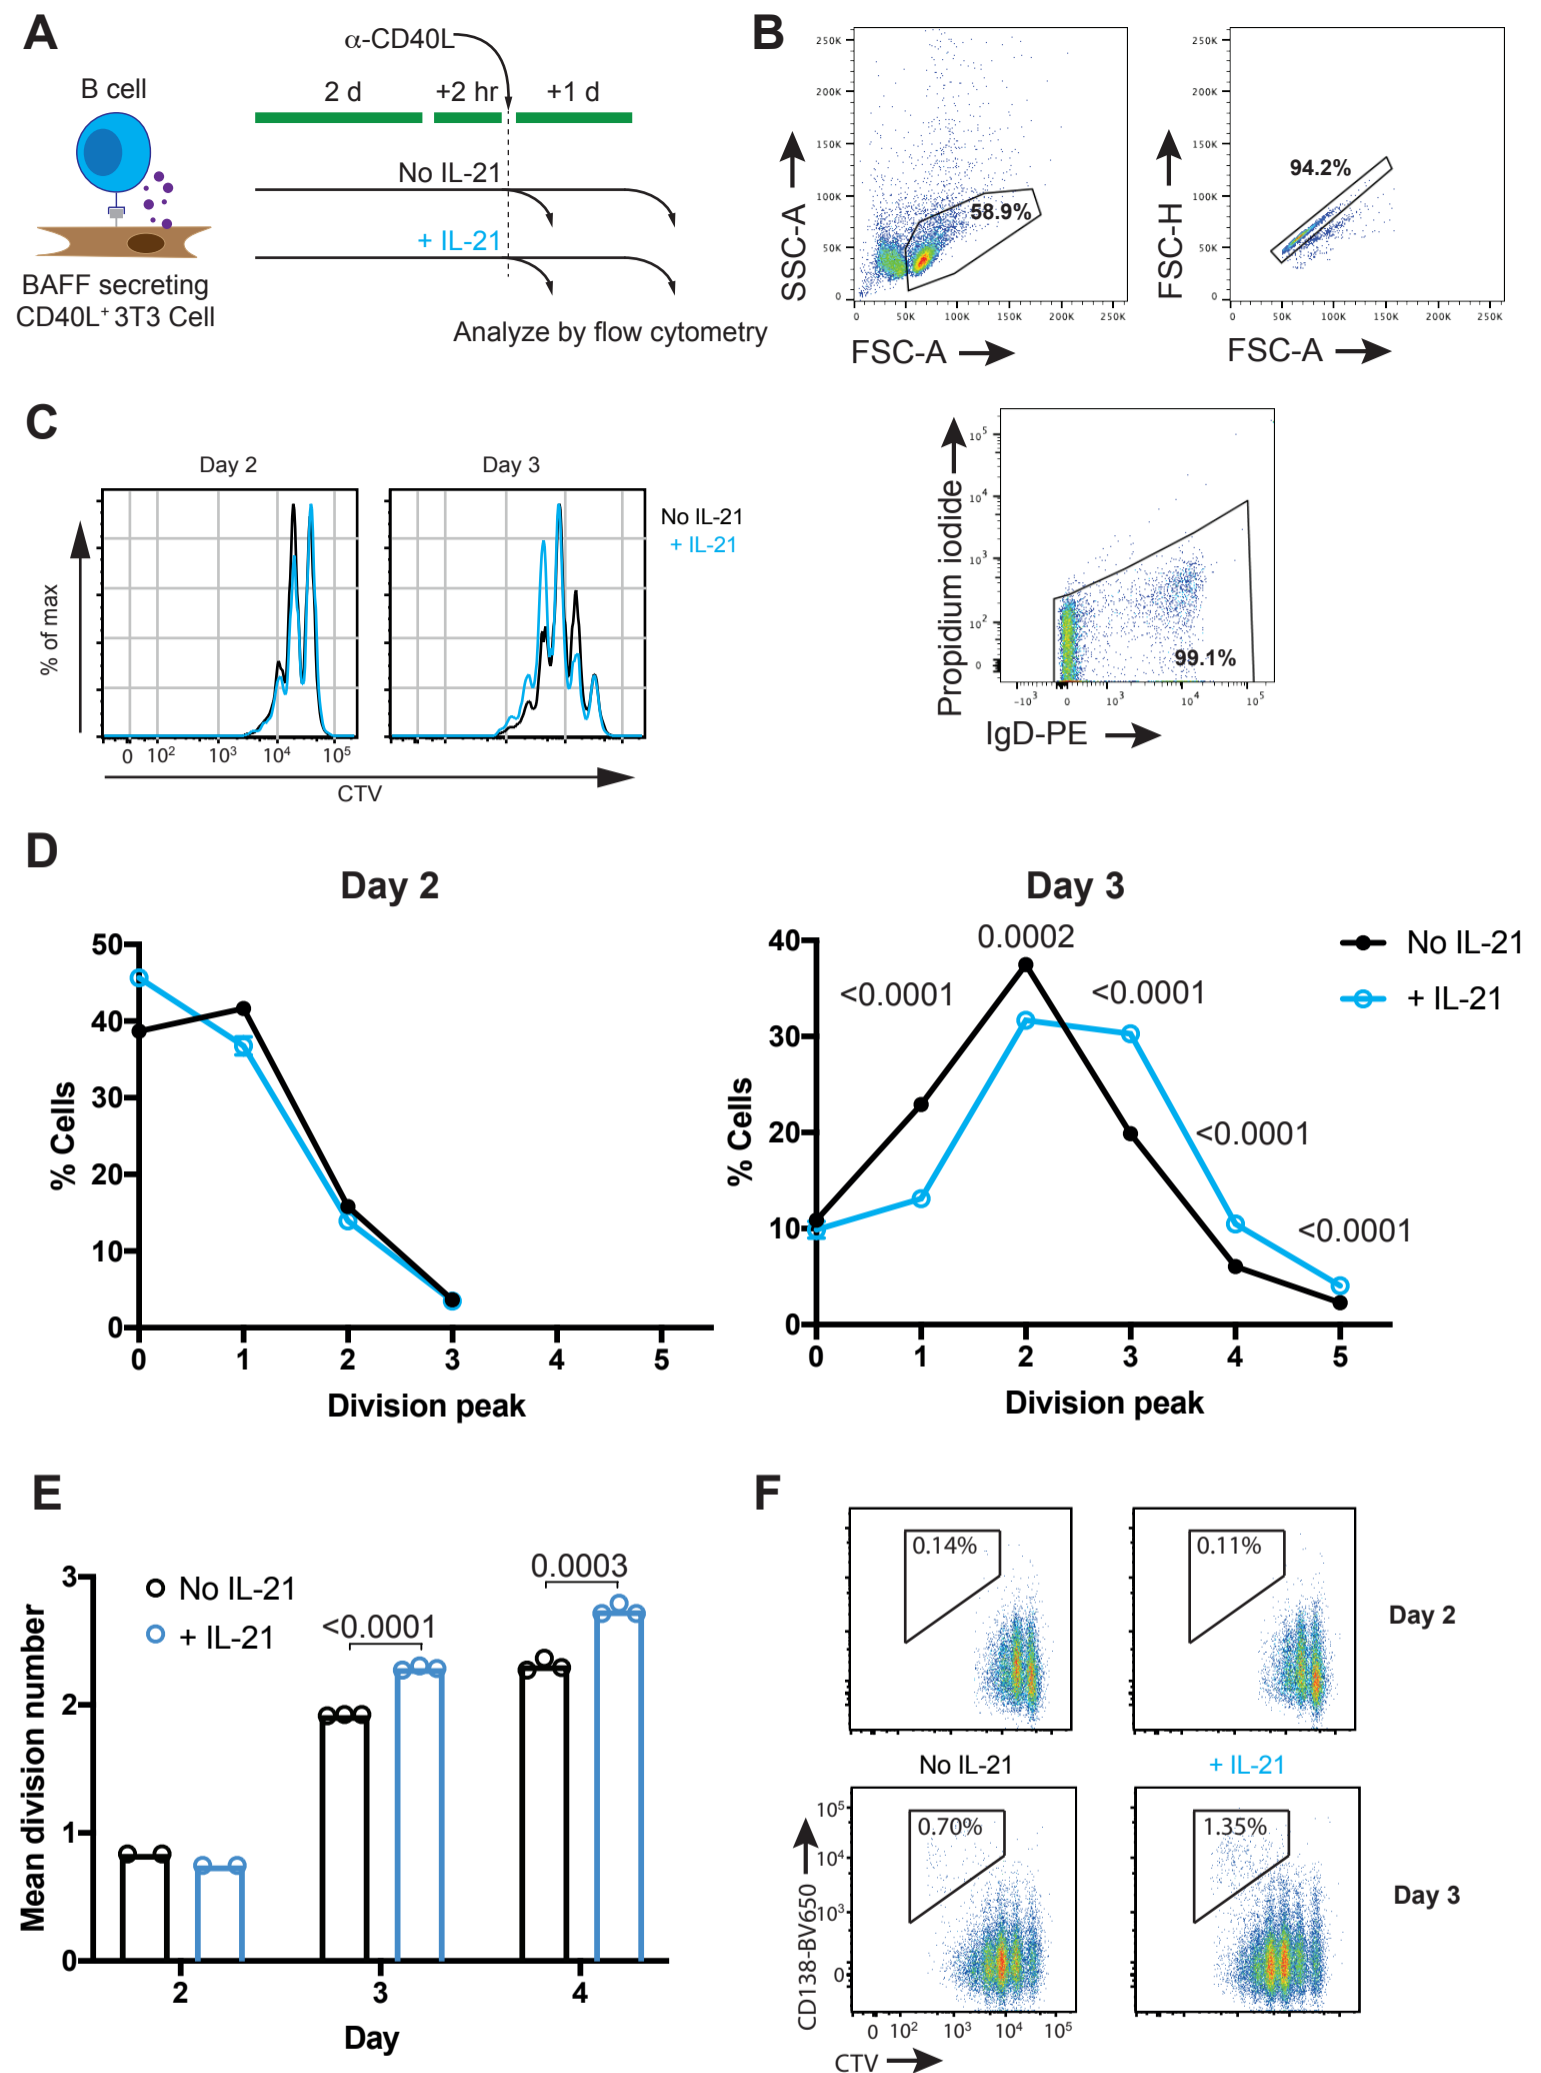

**Supplementary Figure 7. IL-21 promotes cell division progression in iGC B cell cultures.**

(A) Experimental setup of in vitro cultured CTV-labelled naïve B cells with CD40L expressing and BAFF secreting feeder cells ( $\alpha$ -CD40L is MR-1), pulsed or not on day 2 with IL-21 for 2h, washed then replated without cytokine or CD40 stimulation. (B) Representative flow cytometry electronic gates used to isolate lymphocytes that are live in cultures and applied prior to all data analysed in this figure. (C) Representative flow cytometry of CTV division progression of B cells cultures analyzed at the time points indicated, stimulated for 2 hours without or with IL-21 cytokine. (D) The proportion of B cells per division calculated by CTV dilution is shown at the time points indicated. Stimulation with IL-21 cytokine for 2h is shown in blue. (E) Mean division number was calculated for each stimulation condition at the time point as indicated. (F) Representative flow cytometry gating and frequency of plasmablasts (CD138<sup>+</sup>) at time points indicated without and with IL-21 cytokine. Data shown were from 1 of 2 independent experiment and represent duplicate (n=2, d2) or triplicate wells (n=3, d3 and 4), mean  $\pm$ SD. Statistical significance determined with t-test and exact p-values are shown with those  $\leq 0.05$  considered significant.

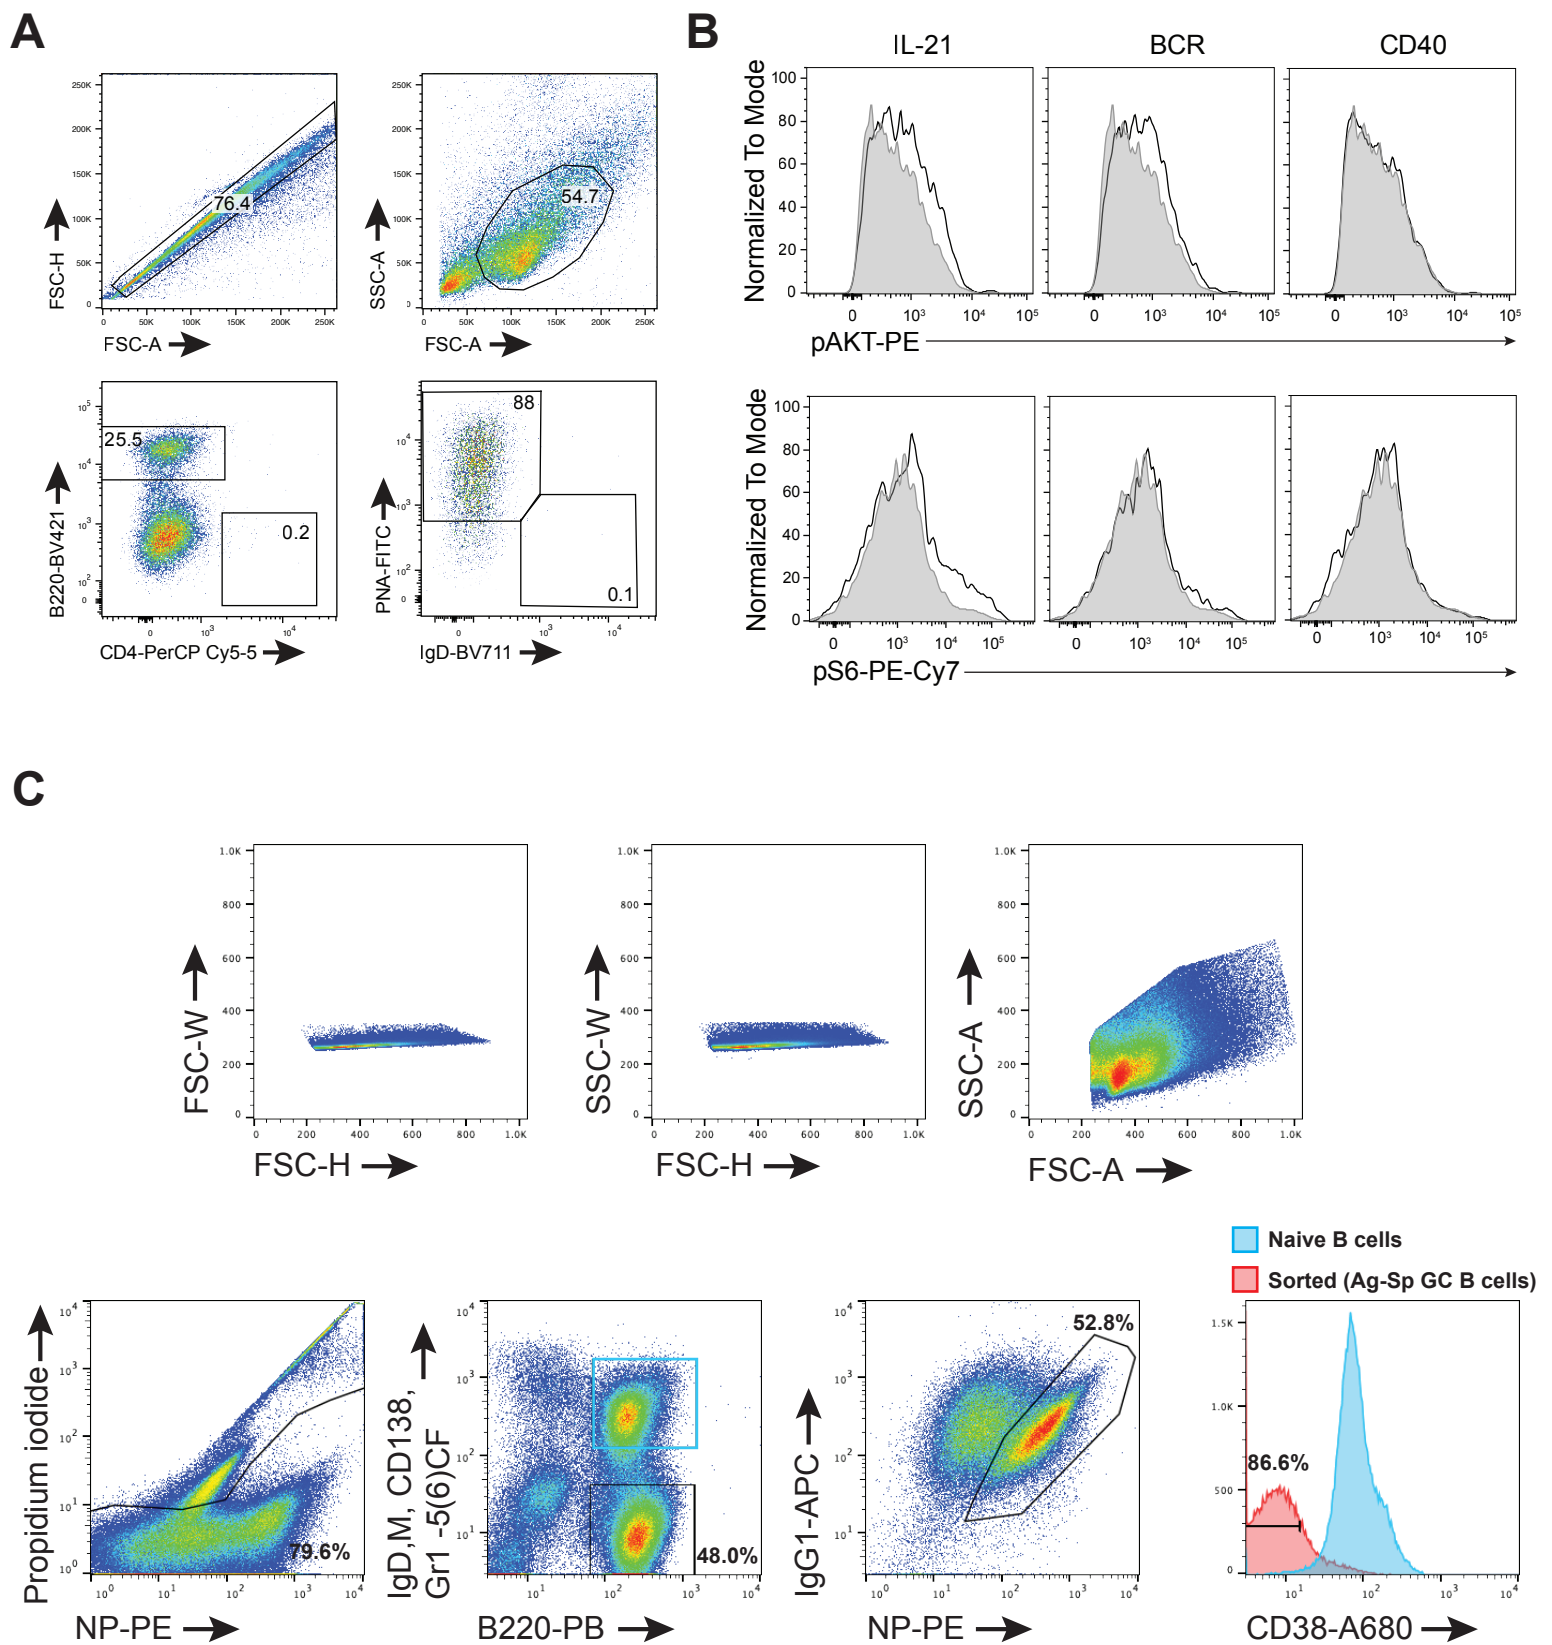

**Supplementary Figure 8. Flow cytometry gating strategies to identify and analyse specific cell types.** (A) Gating strategy to identify GC B cells following MACS enrichment and ex vivo cell culture for phosphoflow analysis. (B) Exemplary histograms showing AKT and S6 phosphorylation of unstimulated GC B cells (grey shaded) or following IL-21, BCR or CD40 stimulation (open histograms). Representative of samples from 3 independent mice of each genotype from 2 independent experiments. (C) Gating strategy applied following MACS enrichment of IgG1+ cells from 3 each of WT and *Il21r*<sup>-/-</sup> mice on d7 post immunization ip with NP-KLH in alum. Spleen cells that were NP-binding and GC phenotype (CD138-IgM-IgD-Gr1-B220+NP+IgG1+CD38<sup>-</sup>; red histogram in (C)) were sorted and RNA-seq performed (Figure 5).

# Supplementary material for: The concerted change in the distribution of cell cycle phases and zone composition in germinal centers is regulated by IL-21
**Source:** Nat Commun. 2021 Dec 9;12:7160. doi: 10.1038/s41467-021-27477-0
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACS Diva, Illumina CASAVA pipeline 1.8.2 HiSeq 2000

Data analysis Graph Pad Prism 7 & 8, FlowJo v9.9.6 and 10, Rsubread, Limma package 3.16.8, EdgeR 4.0.34

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNAseq data have been submitted to GEO with accession number GSE184475 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184475]. All other relevant data are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was not pre-determined and no formal power calculation was performed. However, for all experiments, at least 3 mice per genotype/time point were included and all experiments were performed at least twice (except for Fig 4 and Supp Fig 2). The number of mice was chosen to perform statistical tests and derive statistical significance as indicated in the figure legends.                                                          |
| Data exclusions | Mice that did not response to immunisation were excluded from the analysis, non-responding mice were determined by negative day 5 NP-specific IgM serum titre. Data points were excluded from flow cytometry analysis if the number of events in a gate for analysis was <10, this has been clearly indicated in the methods and figure legends where this occurred.                                                                                       |
| Replication     | All experiments conducted and described have been replicated at least once (refer to figure legends for exact repeat number), with the exception of fig 4 and Supp Fig 2. All attempts of replication were successful and included in figures provided, either pooled in figures or separated.                                                                                                                                                             |
| Randomization   | All experimental samples were partitioned based on genotype. Covariates were controlled by matching for age, sex and co-housed to ensure non-bias approach.                                                                                                                                                                                                                                                                                                |
| Blinding        | Blinding was not possible, in order to ensure enough mice of each genotype and that they were age and sex matched, researchers were informed of the mouse groups. Additionally, to ensure equal numbers of mice per group at different time points, researchers were informed and not blinded to groups. However measurements shown from this study were objectively quantified (e.g. % of population by FACS), thus blinding would not have changed this. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

B220-AF647 (clone RA3-6B2, in house purified and conjugated to Alexa fluor 647)  
 B220-BV421 (clone RA3-B62, BD Biosciences, Cat. 562922; 1 in 200 dilution),  
 B220-PB (clone RA3-6B2, BD Biosciences, Cat. 558108; 1 in 200 dilution)  
 Bcl6-CF568 (clone 7D1-10, in house purified and conjugated to CF568 (Biotium, Cat. 92215); 1 in 200 dilution),  
 biotin microbeads (Miltenyi Biotec, Cat. 130-090-485; 1 in 200 dilution)  
 BrdU-FITC (FITC BrdU Flow Kit, BD Biosciences, Cat. 559619; 1 in 200 dilution),  
 CD138 (clone 281-2, BD Biosciences, Cat. 553713; 1 in 200 dilution)  
 CD138-5(6)CF (clone 281; in house generated; 1 in 200 dilution),  
 CD138-APC (clone 281.2, BD Biosciences, Cat. 561705; 1 in 200 dilution)  
 CD138-BV650 (clone 281.2, BD Biosciences, Cat. 564068; 1 in 200 dilution)  
 CD16/32 (clone 2.4G2, in-house hybridoma; 1 in 50 dilution),  
 CD19-APC (clone 1D3, BD Biosciences, Cat. 550992; 1 in 200 dilution),  
 CD19-BUV395 (clone 1D3, BD Biosciences, Cat. 563557; 1 in 200 dilution),  
 CD19-BUV737 (clone 1D3, BD Biosciences, Cat. 564296; 1 in 200 dilution),  
 CD19-PE (clone 1D3, eBioscience, Cat. 12-0193-83; 1 in 200 dilution),

CD19-PECy7 (clone 1D3, eBioscience, Cat. 25-0193-82; 1 in 200 dilution),  
 CD35-biotin (BD Biosciences, Cat. 553816; 1 in 200 dilution),  
 CD38-A680 (clone NIMR5, in house generated; 1 in 200 dilution),  
 CD38-BV786 (clone Ab90, BD Biosciences, Cat. 740887; 1 in 200 dilution),  
 CD4 (clone GK1.5, WEHI Antibody Facility; 1 in 200 dilution),  
 CD4-A680 (clone GK1.5; 1 in 200 dilution),  
 CD4-PerCP-Cy5.5 (clone RM4-5, BD Biosciences, Cat. 550954; 1 in 200 dilution),  
 CD44-APC (clone IM7, BD BrdU, BD Biosciences, Cat. 559250; 1 in 200 dilution),  
 CD45.1-eFluor450 (clone A20, eBioscience, Cat. 48-0453-82; 1 in 200 dilution),  
 CD45.2-FITC (clone 104, BD Biosciences, Cat. 553772; 1 in 200 dilution),  
 CD62L-PB/V450 (clone MEL-14, BD Biosciences, Cat. 560507; 1 in 200 dilution),  
 CD8 (clone YTS.169, WEHI Antibody Facility; 1 in 200 dilution),  
 CD86-BV605 (clone GL1, BD Biosciences, Cat. 563055; 1 in 200 dilution),  
 CD86-PE-Cy7 (clone GL1, BD Biosciences, Cat. 560582; 1 in 200 dilution),  
 CD95-BUV395 (clone Jo2, BD Biosciences, Cat. 740254; 1 in 200 dilution),  
 CXCR4-BV421 (clone 2B11, BD Biosciences, Cat. 562738; 1 in 50 dilution),  
 CXCR4-BV711 (clone 2B11, BD Biosciences, Cat. 740734; 1 in 50 dilution),  
 CXCR5-Biotin (clone 2G8, BD Biosciences, Cat. 551960; 1 in 50 dilution),  
 Fas-BUV395 (clone Jo2, BD Biosciences, Cat. 740254; 1 in 200 dilution),  
 Fas-PECy7 (clone Jo2, BD Biosciences, Cat. 557653; 1 in 200 dilution),  
 GR1 (clone 8C5, WEHI Antibody Facility; 1 in 200 dilution),  
 Gr1-5(6)CF (clone Rb6-8C5; in house generated; 1 in 200 dilution),  
 Gr1-Biotin (clone Rb6-8C5; 1 in 200 dilution),  
 IgD (clone 11-26, Southern Biotech, Cat. 1120-08; 1 in 200 dilution),  
 IgD-5(6)CF (clone 11-26C; in house generated; 1 in 200 dilution),  
 IgD-Alexa FluorTM680 (clone 11-26c.2a, in-house hybridoma and conjugated using Alexa Fluor™ 680 NHS Ester, ThermoFisher Scientific, Cat. A20008; 1 in 200 dilution),  
 IgD-BV711 (clone 11-26c.2a, BD Biosciences, Cat. 564275; 1 in 200 dilution),  
 IgD-PE (clone 1126.2a, Southern Biotech, Cat. 1120-09; 1 in 200 dilution),  
 IgG1 (Miltenyi Biotec, Cat. 130-047-101; 1 in 200 dilution),  
 IgG1-APC (clone X56, BD Biosciences, Cat. 550874; 1 in 200 dilution),  
 IgM-5(6)CF (clone 331.12; in house generated; 1 in 200 dilution),  
 IgM-Biotin (clone 331.12; 1 in 200 dilution),  
 IgM-BV510 (clone R6-60.2, BD Biosciences, Cat. 563118; 1 in 200 dilution),  
 Ki-67-PE (Clone 11F6, BioLegend cat. #151209; 1 in 100 dilution),  
 Ly5.1-PECy7 (clone A20, eBioscience, Cat. 25-0453-82; 1 in 200 dilution),  
 Ly5.1-PerCP-Cy5.5 (clone A20, eBioscience, Cat. 45-0453-80; 1 in 200 dilution),  
 Ly5.2-FITC (clone 104, BD Biosciences, Cat. 553772; 1 in 200 dilution),  
 NP conjugated PE (in-house conjugated; 1 in 200 dilution),  
 NP-APC (NIP-CAP-OSu, Biosearch Technologies, Cat. N-1110-100; 1 in 200 dilution),  
 NP-PE (NIP-CAP-OSu, Biosearch Technologies Cat. N-1110-100 and ThermoFisher Scientific, Cat. P801; in house conjugated; 1 in 200 dilution),  
 p-S6 (Ser235/236)-PE-Cy7 (clone D57.2.2E, Cell Signaling, Cat. 34411S; 1 in 100 dilution),  
 pAKT (S473)-PE (clone M89-61, BD Biosciences, Cat. 561671; 1 in 40 dilution),  
 PD1-PECy7 (clone RMP-30, Biolegend, Cat. 109110; 1 in 200 dilution),  
 PNA-FITC (Vector Laboratories, Cat. FL-1071; 1 in 200 dilution),  
 StAv-BUV737 (BD Biosciences, Cat. 564293; 1 in 200 dilution),  
 StAv-BV650 (clone BD 5, Biosciences, Cat. 63855; 1 in 200 dilution),

## Validation

Antibody validation relied on the manufacturers statements as provided on their respective websites.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

40LB (Nojima et al, Nat Comms, 2011)  
 Daisuke Kitamura, MD. PhD.  
 Research Institute for Biomedical Sciences,  
 Tokyo University of Science  
 Yamazaki 2669, Noda, Chiba 278-0022, Japan

## Authentication

Cell line were distinguished based on morphology under microscope and their function (ie. differentiations of B cells).

## Mycoplasma contamination

This line was not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

This line is not commonly misidentified.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

All mice were bred and maintained under specific pathogen-free conditions at the Walter and Eliza Hall Institute or Monash

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | University Animal Research Platform facility. C57Bl/6, Ly5.1 (or Ly5.2), IL21R <sup>-/-</sup> , IL21 <sup>-/-</sup> , Fucci (WT or IL21R <sup>-/-</sup> ) and STAT6 <sup>-/-</sup> mice were age and sex matched for all experiments, mice were aged between 6 to 26 weeks. Both female and male mice were used for experiments. The mice were housed at an ambient temperature of 20-22°C, and they were kept under a 14 hours day and 10 hours night cycle. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All the animal studies describes in this manuscript followed the guidelines and protocols approved by either the Walter and Eliza Hall Institute Animal Ethics Committee or the Alfred Research Alliance Animal Ethics Committee.                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Spleens were harvested from mice and collected in PBS+2%FCS. Single cells suspensions were obtained by pushing the organ through a 70um sieve with a syringe plunger. The blood were removed with red cell removal buffer (generated in house; 1-2 min incubation followed by washing) or via acid treatments or via magnetic beads, as described in detail in the methods of manuscript. All samples were filtered through 70um mesh prior to staining for flow cytometry and prior to running on the instrument for acquisition. |
| Instrument                | Flow cytometry analysis was performed on a BD Fortessa x20 (BD Biosciences). Cell sorting was performed on a BD Influx or BD FACS-Aria II/III (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | The collection of the data was done with BD FACS Diva on the above instruments, analysis of flow cytometry data was done using FlowJo v9.9.6 and v10.                                                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | Purity of sorted samples for RNASeq was assessed after each sort b reanalysis on the instrument, the purity of all sorts was >99%.                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | The cells were firstly gated on size using SSC-A/FSC-A, then on single cells based on FSC-H/FSC-A and then on live cell gate based on viability stain used (SYTOX Blue, FluoroGold, PI). All gates subsequent to live cells are described and/or exemplified in the relevant sections of the manuscript.                                                                                                                                                                                                                           |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

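The data were 6 RNA-seq libraries of sorted NP-binding IgG1+ GC B cells, 1 from WT and 1 from *Il21r*-/- mice on each of days 7, 10 and 14 after immunization. The authors aligned single-end reads to mm10 with Rsubread, counted them on genes with featureCounts and its inbuilt RefSeq annotation, pooled technical replicates, and deposited whole-number read counts per gene without normalization or gene filter. The text of the paper does not give the strand or multi-mapping settings of the counting, so how reads of overlapping genes and of paralogs were counted is not known. The deposited table of all libraries and the deposited counts of the single libraries were identical for all 27179 genes. No table column was left without a sample. Samples were assigned to genotype and day by their labels, which match the days in the paper's methods.

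The deposited count table lists genes by Entrez identifier. Symbols and positions came from a RefSeq gene table of GRCm38.p6 for 25275 identifiers and from GENCODE transcripts of the same build for 17 more. The other 1887 identifiers had no symbol and held 1.57 to 2.24% of the counts of a library. They were kept in the library totals, and 207 of them were among the genes above the expression limit. Because Y-chromosome and Ig variable genes were found by symbol and chromosome, any without a symbol stayed in. Of the 11005 genes tested, 10798 had a chromosome and 10249 a GC content. The 10 most abundant genes took 5.93 to 7.84% of the counts of a library, and Ig genes 1.24 to 1.88%.

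Differential expression followed the paper's methods as far as they are stated, with R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes with an average log2 CPM (aveLogCPM) under 0, Y-chromosome genes, *Xist* and Ig variable genes were left out, and TMM factors were computed. Dispersions were estimated with robust=TRUE on genotype plus a linear effect of day (3 residual degrees of freedom, prior degrees of freedom 3.58 to 5.73, common dispersion 0.017). The day-wise genotype effects were then tested by likelihood ratio tests with a mean per day. The paper's text does not say whether its day-wise fit kept the linear day term, and the fit with that term was an alternative. The genotype effect over 3 days and the difference in day trend between genotypes were tested with edgeR's quasi-likelihood test. Adjusted p-values are Benjamini-Hochberg values over the 11005 genes with a threshold of 0.05. Standard errors of log2 fold changes came from the information matrix of the fitted negative binomial model. With fewer than 3 counts in 1 of the 2 libraries of a day, a fold is given as a lower bound against 3 counts. With exactly 3 counts it is the observed fold. Intervals and bounds cover counting error only, since reads without molecular identifiers are not independent molecules.

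The choices of samples, tests, alternatives, gene lists and named genes were made before the data were examined, unless a test is said to have been chosen later. The genes named singly were those the paper names for this experiment or as zone, memory and cell cycle genes, the 5 with the largest day 7 log2 fold change in each direction among differentially expressed genes with 1 direction on all 3 days, genes of Fig. 5B whose direction or call differed or that lie near *Il21r*, members of the gene lists that were differentially expressed, and *Xist*. *Prdm1*, *Ighm*, *Ighd*, *Cr2* and *S1pr1* come from the marker lists. The names in Fig. 5B had been seen when the comparison around *Il21r* was planned. The DZ, LZ, Myc target, G1/S and G2/M lists, a DZ list without mitotic genes, and marker lists of T cells, myeloid cells, erythroid cells, plasma cells and non-GC B cells were written from general knowledge. They are not the signatures used in the paper, which were not used here. Lists were tested over 3 days with limma's camera (preset inter-gene correlation 0.01), and on each day the median log2 fold change of a list was placed among 10000 random lists drawn from the same 20 bins of mean expression. Random lists do not keep the correlation between the genes of a list.

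The day pairs the libraries of the 2 genotypes. After the mean of each genotype was subtracted, the log2 expression of the 2 libraries of a day was correlated across the 11005 genes with r = 0.64 on day 7, 0.413 on day 10 and 0.645 on day 14. Genes are not independent replicates, and the correlation is given only to show that libraries of a day deviate together. A fit with day as a block was among the alternatives for the counts of genes and the list tests, and it was extended to single genes and list members after the data had been seen. The other alternatives were DESeq2's size factors, a minimum of 10 counts in every library, all genes with any count, the left-out genes kept, other dispersion and test settings of edgeR, the Wald test of DESeq2 1.42.0, and leaving out each library in turn.

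The procedure was tested on simulated counts with the means and library sizes of the real data and 200 changed genes among 11005. The day 7 likelihood ratio test made 139 calls and found 132 of the 200, 39.3% of those changed by a log2 of 1 and 96.8% of those changed by a log2 of 2, and 5.04% of its calls were false. The quasi-likelihood test over 3 days made 207 calls and found 186, with 10.1% false. With no changed gene the 2 tests made 0 calls, and the test of day trend made 2. Camera gave p under 0.05 for 3 of 120 simulated lists without a change. The simulated genes were drawn independently of each other around a linear effect of day. The simulation therefore had neither correlation between genes nor shared deviations of a day. These rates need not hold for the real data, where libraries of a day deviate together.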

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

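The test on library size was chosen before its result was seen, and the test on the sex of the cells after.

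The paper reports differential expression on day 7 and uses the day 10 and day 14 libraries for the dispersions. Fitted in the same way, day 10 had 341 differentially expressed genes, 55 higher in WT and 286 higher in *Il21r*-/-, and day 14 had 361, 80 higher in WT and 281 higher in *Il21r*-/-. These are signals in libraries whose single-day differences the paper does not report, and both counts exceed the 118 of day 7. Days 7 and 10 shared 98 of these genes, days 7 and 14 shared 101, days 10 and 14 shared 230, and 91 were called on all 3 days. All 341 genes of day 10 and 360 of the 361 genes of day 14 had the same direction on the other days, although the shared dispersions favour such genes. Across all 11005 genes the log2 fold changes of days 7 and 10 correlated with r = 0.66, of days 7 and 14 with r = 0.715, and of days 10 and 14 with r = 0.741. Genes are not independent replicates, so no p-value is given.

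Library size argues little for the larger counts. With every library thinned to 21353438 counts, the counts were 116 on day 7, 330 on day 10 and 366 on day 14, so day 10 still had 2.84 times the day 7 count. Different shares of male and female cells are argued against as the cause of the day 10 differences. *Xist* was higher in WT on day 7 (log2 fold change 1.28) and higher in *Il21r*-/- on day 10 (−1.29), but 94.5% of the 164 genes with the largest day 10 change had the same direction on day 7. The number of genes depends on 1 library. Without *Il21r*-/- on day 10, day 14 had 704 differentially expressed genes.

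Whether the genotype effect grows with time was tested as an interaction of genotype and linear day, which gave 0 genes at an adjusted p under 0.05 and 118 at an unadjusted p under 0.05 (edgeR's quasi-likelihood test). Without WT on day 7 it gave 12 genes. The larger counts on days 10 and 14 do not by themselves show that the effect differs between days. A count of 0 is matched by every split of the libraries, 10 of 10, so the splits carry no information on this test. A change of the genotype effect with time after immunization remains open as a biological explanation. With 1 library per genotype and day, it cannot be separated from differences between single libraries.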

How the results depend on the processing

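The counts of differentially expressed genes depended on how the spread between libraries was estimated, and their direction did not. Under DESeq2's size factors, a minimum of 10 counts in every library, all genes with any count, the sex-linked and Ig variable genes kept, the linear day term kept, and edgeR's quasi-likelihood test, the day 7 count lay between 86 and 152, within 1.5 times the 118 reported. With robust=FALSE in the dispersion estimate the same 118, 341 and 361 genes were called on days 7, 10 and 14. With the dispersion taken from a model with day as a factor, 303 genes were called on day 7 (83 higher in WT, 220 higher in *Il21r*-/-, 117 of them among the 118), 822 on day 10 and 1055 on day 14. DESeq2's Wald test called 32 on day 7 (13 higher in WT, 19 higher in *Il21r*-/-, 28 of them among the 118), 132 on day 10 and 94 on day 14. With the linear day term kept in the day-wise fit, day 10 had 722. The cause of these shifts was not tested. In every one of these fits more genes were higher in *Il21r*-/- than in WT.

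Across the 4 fits that each left out 1 library of another day, the day 7 count ran from 104 to 220 (18 to 55 higher in WT, 86 to 165 higher in *Il21r*-/-) and the day 14 count from 341 to 704. Both highest values came without *Il21r*-/- on day 10, and the 118 day 7 genes were all among the 220. The day 10 count stayed between 267 and 418.

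Over 3 days, 651 genes were called. The fit with day as a replicate block, which pairs the libraries of a day, called 2519, including 637 of the 651, and changed no call of the 5 lists. Applied to single genes and list members after the data had been seen, it raised the members called from 0 to 24 for DZ, 13 to 21 for LZ, 1 to 17 for Myc targets, 2 to 38 for G1/S and 1 to 37 for G2/M. Of 94 named genes, 87 kept their direction and their side of the threshold, *C1qa*, *Ccnd2*, *Cd86*, *Jchain* and *Mzb1* newly passed it, *Cd36* and *Cd72* no longer did, and 0 reversed. All genes with any count gave 991, no day term 173 and the likelihood ratio test 1193. DESeq2's Wald test gave 951, within 1.5 times of 651. Leaving out 1 library in turn gave from 132 genes (without WT on day 14) to 2165 (without *Il21r*-/- on day 10), with 284 without *Il21r*-/- on day 14 and 342 without WT on day 10. The cause was not tested. The difference in day trend gave 0 genes under every setting apart from the fits that left out 1 library, which gave from 0 to 12 genes, 12 without WT on day 7. Of the day 7 genes ranked by log2 fold change alone, 89.6% had the same direction on the other days, against 100% of the genes called.

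The camera p of the 5 lists stayed under 0.05 with DESeq2's size factors, with a minimum of 10 counts, under fry, with day as a block and with each library left out in turn. With each library left out, p ran from 3.03e-09 to 7.54e-06 for DZ, 1.83e-17 to 9.66e-10 for LZ, 3.9e-06 to 6.21e-05 for Myc targets, 4.26e-15 to 6.75e-12 for G1/S and 2.46e-16 to 3.44e-09 for G2/M. With the correlation between genes estimated from the data, none stayed under 0.05. There p was 0.129 for DZ, 0.0831 for LZ, 0.0589 for Myc targets, 0.114 for G1/S and 0.127 for G2/M. The DZ list without mitotic genes gave a p of 0.155, from 10 genes in place of 34.

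Around *Il21r*, the odds ratio of day 7 genes was 1.27 on chromosome 7 and 3.46 among the 100 nearest tested genes on each side (Fisher's exact test, p = 0.00601 for the latter). With up to 200 genes on each side it was 2.6 (Fisher's exact test, p = 0.00816). That window held 380 genes, because it reached the last tested gene of the chromosome on 1 side. For the genes called over 3 days it was 0.911 on chromosome 7 and 1.29 among the 100 nearest on each side (95% confidence interval 0.702 to 2.2, Fisher's exact test, p = 0.363), a combination chosen after the data had been seen. The cause of the reversal was not tested, and neither whole-chromosome value differed from 1 beyond its confidence interval.

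For single genes on day 7, values were compared with 3 alternatives, 279 comparisons in all, of which 243 were the same, 2 weaker, 23 stronger and 11 reversed. The reversed genes were not differentially expressed either way. Over 3 days the log2 fold change was −0.07 for *Ccnd3*, −0.36 for *Cd38*, −0.16 for *Cr2*, −0.07 for *Derl3*, −0.06 for *Foxo1*, −0.13 for *Ighd* and −0.05 for *Myc*. With the linear day term kept it was 0.06 for *Csf1r*, 0.22 for *Hba-a1*, 0.23 for *Hbb-bs* and −0.05 for *Myc*. These days and fits use other libraries than the day 7 pair, and no other cause was tested. Depth limits genes with fewer than 3 counts in a day 7 library, such as *Gprc5b*, *Gbp2b* and *Lad1*, to lower bounds. The day 7 folds of *Gpat2* and *Apobr* rest on a library with 3 counts.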

Differences from the paper's values

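The paper's text gives 38 genes in the less numerous direction on day 7, and 22 were found here. Of the alternatives set before the data were examined, the linear day term kept in the day-wise fit gave 30, and leaving *Il21r*-/- on day 10 out of the dispersion estimate gave 55, both within 1.5 times the paper's value. The others did not close the gap, with 24 under DESeq2's size factors, 17 with a minimum of 10 counts, 23 with any count, 21 with the left-out genes kept, 83 with day as a factor in the dispersion, 20 under the quasi-likelihood test, 22 with robust=FALSE, 13 under DESeq2's Wald test, and 22, 18 and 25 without WT on day 10, WT on day 14 and *Il21r*-/- on day 14. The counts of both directions together, the paper's 164 and 118 here, and of the more numerous direction, the paper's 126 and 96 here, lay within 1.5 times of each other. With the linear day term kept they were 152 and 122. The paper's text puts the larger count among genes up in WT. Here 22 genes were up in WT and 96 were down in WT, so the larger count was of genes higher in *Il21r*-/-. In Fig. 5B 34 of the 50 bars are down in WT, and all 50 genes had the direction of the figure here.

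The day 7 fold of *Gbp2b* is about 18 in Fig. 5B, read by eye, and was at least 32.6 here, *Trim5* about 3.7 in Fig. 5B, where the fold here was 7.29, and *Trim12a* about 10 in Fig. 5B, where the fold here was 18.4. None of the alternatives set before the data were examined that were run on single genes closed these gaps. With DESeq2's size factors the fold of *Gbp2b* was at least 32.4, the linear day term leaves the bound of 32.6 as it is, and the fold fitted over 3 days was 36.4. With DESeq2's size factors, the linear day term kept and the quasi-likelihood test over 3 days, the folds were 7.32, 7.68 and 7.91 for *Trim5*, and 18.5, 19.6 and 19.1 for *Trim12a*. The other 40 of 43 bars that could be read were within 1.5 times the fold here. The bar of *Trim30d* reaches the end of the axis in Fig. 5B, and its fold was 3.01 here (adjusted p = 0.0742 from edgeR's likelihood ratio test).

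Of the 50 genes of Fig. 5B, *Ryr2*, *Plac8*, *Cd36*, *Cd72*, *Ctse*, *Wdfy1* and *Trim30d* did not pass the threshold on day 7 here. The quasi-likelihood test on a linear day term and 3 genotype effects called all 7. The linear day term kept called *Ryr2* and *Trim30d*, and so did the fit without *Il21r*-/- on day 10. Day as a factor in the dispersion called *Trim30d*, DESeq2's Wald test called *Ryr2*, *Cd36* and *Ctse*, the fit without WT on day 10 called *Cd36*, *Ctse*, *Wdfy1* and *Trim30d*, and the fit without *Il21r*-/- on day 14 called *Cd72*. Over 3 days *Ryr2*, *Cd36*, *Cd72* and *Trim30d* were called, and with day as a block, applied to single genes after seeing the values, *Ryr2* and *Trim30d* were.

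The paper states that no differentially expressed gene was a known regulator of GC B cells. Here *Prdm1*, which encodes Blimp-1 and is on the plasma cell marker list, was called on day 7 with a log2 fold change of 2.39 (standard error 0.74). The call rested on 38 counts in WT and 6 in *Il21r*-/-. *Prdm1* did not pass the threshold on day 10 or day 14, and it did over 3 days.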

Other observations

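The tests on the scaling of the libraries, gene length and GC content, Ig genes and other splits of the libraries were set before their results were seen. Those on the region around *Il21r*, paralogs, WT cells, the sexes, swapped reads and non-GC B cells were chosen only after the result in question had been seen.

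Of the day 7 genes, 81.4% were higher in *Il21r*-/-. Scaling is argued against as the whole cause. With DESeq2's size factors, upper-quartile factors and no factor, the lowest share was 77.2%, with no factor, where the median log2 fold change of all genes was 0.06. After a loess trend on gene length and GC content was removed from each library (93.1% of the genes tested had a GC content), 201 genes were called and 78.1% were higher in *Il21r*-/-. With all Ig genes left out, the share was 80.2%. Under DESeq2's Wald test 19 of 32 genes were higher in *Il21r*-/-. A real excess of genes with raised expression without IL-21R remains as a hypothesis, as does a shift in the mix of GC B cell states, which these libraries cannot separate from a change within cells.

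The differences over 3 days are tied to the genotype split as closely as 6 libraries allow. Of the 10 splits of the 6 libraries into groups of 3, 1, the genotype split, gave 651 genes, and the other splits gave 0. Of the 4 splits that part the libraries of every day, 1 gave any gene. The smallest share that 10 splits allow is 0.1, so grouping by chance cannot be excluded at 0.05. The list tests are less closely tied to the genotype split. A camera p as small as that of the genotype split came from 4 splits for the DZ list, 1 for the LZ list, 3 for the Myc target list, 2 for the G1/S list and 4 for the G2/M list. Among the 4 splits that part the libraries of every day, the split that grouped WT on day 7 with *Il21r*-/- on days 10 and 14 gave a smaller p than the genotype split for DZ (1.63e-10) and G2/M (3.82e-22), and the genotype split gave the smallest p for LZ, Myc targets and G1/S. The split that grouped WT on day 7 with *Il21r*-/- on days 10 and 14 is not free of genotype. It reverses the genotype contrast on day 7 alone, where the DZ and G2/M medians were smaller than on days 10 and 14. Its p therefore cannot show a cause other than genotype. The genes of these lists may still move together between libraries for such reasons. With the correlation between genes estimated, p rose to between 0.0589 and 0.129.

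The zone and cell cycle lists moved further from 0 on days 10 and 14 than on day 7. A test of the trend with day, chosen after the medians had been seen, gave a camera p of 1.01e-08 for LZ, 6.26e-12 for G2/M, 5.49e-05 for DZ, 0.00386 for G1/S and 0.78 for Myc targets. None of the 5 held under fry (0.244 for LZ, 0.258 for G2/M, 0.384 for DZ, 0.657 for G1/S and 0.946 for Myc targets) or with an estimated correlation (0.125, 0.142, 0.253, 0.494 and 0.896). No exact test of the trend was run, and the trend is left as untested between biology and differences between single libraries.

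Reads of *Il21r* remained in *Il21r*-/- at 30.6% of the WT level on day 7. WT cells among the sorted *Il21r*-/- cells are argued against as the whole source. On day 7, 10 tested genes had a *Il21r*-/- to WT ratio whose upper 95% limit lay below that of *Il21r*, and on days 10 and 14 there were 46 and 58 such genes, which WT cells at that share would have raised. Transcripts from a targeted allele that lacks part of the gene remain a candidate source, untested because counts per gene do not show which exons were read.

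Near *Il21r*, the 100 nearest tested genes on each side held 7 differentially expressed genes on day 7 (odds ratio 3.46). The neighbouring *Trim34a*, *Trim5* and *Trim12a*, 21.3 Mb away, and *Gm1966*, 19.0 Mb away, were higher in WT on each of the 3 days, and *Gm8995*, 19.1 Mb away, was higher in *Il21r*-/-. *Gprc5b*, 6.61 Mb from *Il21r*, and *Apobr*, 0.951 Mb from it, were close to absent in 1 genotype. A candidate explanation is DNA of the embryonic stem cell strain kept around the targeted gene after backcrossing. Reads shared between paralogs are another, and without the *Trim*, *Gvin*-like and predicted genes the odds ratio was 1.07 (95% confidence interval 0.127 to 4.03, 2 of 173 genes). That exclusion took out the *Trim* genes, *Gm8995* and *Gm1966* themselves, so the lower value does not favour shared reads. For the genes called over 3 days the odds ratio of the 100 nearest genes on each side was 1.29, within a confidence interval that includes 1. The 2 explanations cannot be told apart, because 2 genes are too few and because gene counts show no sequence variants. An effect of IL-21R on these genes is also open, since the genotype and the region go together in each library.

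*Xist* and Y-chromosome genes were both read in each library. In 6 of 6 libraries *Xist* and all 4 Y-chromosome genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were above 3 counts, which cells of 1 sex only would not give. Reads swapped between libraries are argued against. The library lowest for *Xist*, *Il21r*-/- on day 7, had 16.4% of the mean *Xist* count of the others. The library lowest for the Y-chromosome genes was another one, *Il21r*-/- on day 10, with 20.3% of the mean count of the others. In contrast, 10 genes near absent in WT had 0.851% of their *Il21r*-/- counts in the WT libraries. Pools of mice of both sexes remain a candidate source, as the paper's number of mice per genotype would allow. So do irradiated mice reconstituted with bone marrow of the other sex or of both, since the paper's methods describe such mice for all but its labelling time course, and these sources were not tested against each other. RNA from cells of another mouse was not tested. The sex mix differed between genotypes in opposite ways on days 7 and 10, and 93.3% of the 164 largest day 7 changes had the same direction on day 10, so the sex mix is argued against as the cause of the shared differences.

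Markers of other cells were compared as a check of the sort. Of the 10 T cell markers only *Lck* and *Thy1* passed the expression filter, and *Cd3e* had at most 2 counts in a library. *Lck* was at 80.8 to 121 CPM without a difference on day 7 (log2 fold change 0.07), and *Thy1* had a log2 fold change of −1.07 (standard error 0.46) that did not pass the threshold. Of the myeloid list 5 genes were tested, with a day 7 median log2 fold change of −0.74 (percentile 0.995). Among them *Mpeg1* was higher in *Il21r*-/- over 3 days (log2 fold change −0.91, adjusted p = 0.00504 from edgeR's quasi-likelihood test). On day 7 *Mpeg1* did not pass the threshold (−0.83, adjusted p = 0.0646 from edgeR's likelihood ratio test), but did with the linear day term kept (adjusted p = 0.0413). Of the erythroid list 4 genes were tested (−0.29, percentile 11.1, but 1.04 on day 10, above all random lists). Of the plasma cell list 5 were tested (−0.25, percentile 5.47), among which *Prdm1* was higher in WT on day 7 and *Xbp1* higher in *Il21r*-/- over 3 days. The most abundant genes of these lists were *Cst3*, with 2042 to 4239 counts in a library, *Hbb-b1*, with 1281 to 2572, and *Jchain*, with 53726 to 82548, while *Lyz2* had 13 to 70. The 9 non-GC B cell markers had a day 7 median of −1.04, below all random lists. *Fcer2a*, *Ccr7*, *Klf2* and *S1pr1* were differentially expressed on day 7, all higher in *Il21r*-/-, while *Ighm*, the most abundant of the list in WT (485 CPM), had a log2 fold change of 0.75 (standard error 0.22, adjusted p = 0.072 from edgeR's likelihood ratio test), with 0.35 for *Ighd* and 0.36 for *Cr2*. Of the 9, *Fcer2a* is also on the LZ list and *S1pr1* is in Fig. 5B, and GC B cells express several of them. On days 10 and 14 *Ighm* was still higher in WT (0.46 and 0.23), with a log2 fold change over 3 days of 0.48 (adjusted p = 0.0457 from edgeR's quasi-likelihood test, and 0.000193 with day as a block), while *Cr2* (−0.63 and −0.27) and *Ighd* (−0.56 and −0.09) were higher in *Il21r*-/- without passing the threshold. The sort left out cells with surface IgM or IgD, so switched or memory B cells among the sorted cells would bring little *Ighm*, and the levels of *Ighm* and *Cr2* in WT would hide a small share of other B cells. Non-GC B cells among the sorted cells and higher expression of these genes within *Il21r*-/- GC B cells, or in a part of them, therefore cannot be told apart.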
